# Quantitative RNA-seq Analysis Unveils Osmotic and Thermal Adaptation Mechanisms Relevant for Ectoine Production in *Chromohalobacter salexigens*

**DOI:** 10.3389/fmicb.2018.01845

**Published:** 2018-08-13

**Authors:** Manuel Salvador, Montserrat Argandoña, Emilia Naranjo, Francine Piubeli, Joaquín J. Nieto, Lazslo N. Csonka, Carmen Vargas

**Keywords:** ectoines, osmoadaptation, thermoadaptation, RNA-seq, halophile

## Abstract

Quantitative RNA sequencing (RNA-seq) and the complementary phenotypic assays were implemented to investigate the transcriptional responses of *Chromohalobacter salexigens* to osmotic and heat stress. These conditions trigger the synthesis of ectoine and hydroxyectoine, two compatible solutes of biotechnological interest. Our findings revealed that both stresses make a significant impact on *C. salexigens* global physiology. Apart from compatible solute metabolism, the most relevant adaptation mechanisms were related to “oxidative- and protein-folding- stress responses,” “modulation of respiratory chain and related components,” and “ion homeostasis.” A general salt-dependent induction of genes related to the metabolism of ectoines, as well as repression of ectoine degradation genes by temperature, was observed. Different oxidative stress response mechanisms, secondary or primary, were induced at low and high salinity, respectively, and repressed by temperature. A higher sensitivity to H_2_O_2_ was observed at high salinity, regardless of temperature. Low salinity induced genes involved in “protein-folding-stress response,” suggesting disturbance of protein homeostasis. Transcriptional shift of genes encoding three types of respiratory NADH dehydrogenases, ATP synthase, quinone pool, Na^+^/H^+^ antiporters, and sodium-solute symporters, was observed depending on salinity and temperature, suggesting modulation of the components of the respiratory chain and additional systems involved in the generation of H^+^ and/or Na^+^ gradients. Remarkably, the Na^+^ intracellular content remained constant regardless of salinity and temperature. Disturbance of Na^+^- and H^+^-gradients with specific ionophores suggested that both gradients influence ectoine production, but with differences depending on the solute, salinity, and temperature conditions. Flagellum genes were strongly induced by salinity, and further induced by temperature. However, salt-induced cell motility was reduced at high temperature, possibly caused by an alteration of Na^+^ permeability by temperature, as dependence of motility on Na^+^-gradient was observed. The transcriptional induction of genes related to the synthesis and transport of siderophores correlated with a higher siderophore production and intracellular iron content only at low salinity. An excess of iron increased hydroxyectoine accumulation by 20% at high salinity. Conversely, it reduced the intracellular content of ectoines by 50% at high salinity plus high temperature. These findings support the relevance of iron homeostasis for osmoadaptation, thermoadaptation and accumulation of ectoines, in *C. salexigens*.

## Introduction

The halophilic bacteria constitute a group of extremophilic microorganisms that have evolved to survive in hypersaline environments. Despite their NaCl-dependence, these bacteria need osmoadaptation mechanisms to balance the osmotic pressure under different osmotic conditions. Strategies of osmoadaptation were roughly classified into two main types. Extremely halophilic aerobic archaea, bacteria of the order Halanaerobiales, and the extremophile *Salinibacter ruber* use the “salt-in" strategy, which consists of the accumulation of K^+^ and Cl^-^ in the cytoplasm. On the other hand, the “salt-out" or “organic solutes-in" strategy, which involves the intracellular amassment of organic “compatible" solutes, is used by a wider range of microorganisms, including halotolerant and halophilic aerobic bacteria. Compatible solutes are small organic compounds, principally of amino acids and carbohydrate nature, which do not impede cellular metabolism (Brown, 1976; da Costa et al., 1998; Müller et al., 2005).

*Chromohalobacter salexigens* is a halophilic γ-proteobacterium (Arahal et al., 2001) that needs Na^+^ (>0.3 M), Cl^-^ (>0.1 M), and high salinity for optimal growth (Cánovas et al., 1997; O’Connor and Csonka, 2003). In addition, it shows a remarkable salt tolerance (up to 3 M NaCl in a minimal medium; Cánovas et al., 1996), and has been proposed as a model to study prokaryotic osmoadaptation (Ventosa et al., 1998; Vargas et al., 2008). The two main strategies for *C. salexigens* survival under osmotic and heat stress described so far are accumulation of compatible solutes (by synthesis or uptake from the surrounding medium) and membrane adaptation (enhanced synthesis of membrane cardiolipin and cyclopropane fatty acids) (Vargas et al., 2008).

In the absence of external compatible solutes like betaine in the medium, ectoine and hydroxyectoine produced by *C. salexigens* function as the main compatible solutes essential for osmo- and thermo-adaptation, respectively. They are accumulated in response to increasing salinity and temperature (García-Estepa et al., 2006). These solutes are used as protecting agents for macromolecules, cells and tissues, and have a great potential as therapeutic agents for diseases caused by protein misfolding (Pastor et al., 2010).

The halotolerant bacterium *Halomonas elongata* is the well-established microbial host for ectoine production (Lentzen and Schwarz, 2006; Pastor et al., 2010; Kunte et al., 2014). However, *C. salexigens*, either natural or engineered, could be considered as an alternative cell factory (Fallet et al., 2010; Pastor et al., 2010; Rodríguez-Moya et al., 2013; Salvador et al., 2015; Salar-García et al., 2017). In addition to ectoines, *C. salexigens* also synthesizes betaine (from its precursor choline), and minor amounts of glutamate, glutamine, glucosylglycerate, and trehalose (Vargas et al., 2008).

In this work, we used quantitative RNA-seq, complemented with physiological experiments, with two objectives. First, it was for expanding the knowledge about the main transcriptional responses induced by osmotic and heat-stress in this microorganism, others than compatible solutes accumulation. Second, it was for getting insights into how mechanisms involved in osmotic and thermal adaptation could be related to the synthesis of ectoine and hydroxyectoine, in order to optimize the production of these compatible solutes by *C. salexigens* in the future.

## Experimental Procedures

### Bacterial Strain and Growth Conditions

Strain CHR61, a spontaneous rifampicin-resistant mutant of *C. salexigens* DSM 3043, was used as the wild type. *C. salexigens* cells were routinely grown in complex SW-2 medium with 2% (w/v) total salts and 0.5% yeast extract (Nieto et al., 1989). For transcriptomic analysis and phenotypic assays, cells were grown in M63 minimal medium (Csonka, 1982) containing 20 mM glucose as the sole carbon source. Solid media contained an additional 2% Bacto agar (Difco). When used, rifampicin (Rf) was added at a final concentration of 25 μg/ml. pH of SW-2 and M63 media was adjusted to 7.2 with KOH. Cultures were incubated in an orbital shaker at 200 rpm. Growth was monitored as the optical density of the culture at 600 nm (O.D._600_) with a Perkin-Elmer 551S UV/visible spectrophotometer. Because of its halophilic nature, definition of high or low salinity for *C. salexigens* is relative to its optimal salt concentration for growth. As optimal growth occurs between 0.75 and 1.5 M NaCl (Vargas et al., 2006), 0.6 M NaCl is considered as “low salinity,” whereas 2.5 M NaCl is considered as “high salinity.” Both low and high salinity conditions are suboptimal for growth. For all assays, three different growth conditions were used: low salinity (0.6 M NaCl, 37°C), high salinity (2.5 M NaCl, 37°C), and high salinity plus high temperature (2.5 M NaCl, 45°C). Three replicate cultures were grown for each condition. When needed, specific ionophores for Na^+^ (ET2120) and H^+^ (3,3^′^,4^′^,5-tetrachlorosalicylanilide, TCS) were added to the M63 medium at a final concentration of 30 and 0.1 μM, respectively.

### Spectrophotometric Quantification of Glucose

Extracellular glucose was quantified by the Glucose (HK) assay kit (Sigma-Aldrich, St., MO, United States), according to the manufacturer’s recommendations. Measurements were performed in a 96-well microplate reader Synergy HT (BioTek, Winooski, VT, United States).

### RNA Isolation and Ribosomal RNA Removal

Total RNA was isolated from cells using the High Pure RNA isolation kit (Roche). The absence of DNA contamination was checked by PCR using the 16S rRNA primers *16S-RT- fw* and *16S-RT-rv* (Argandoña et al., 2010). After isolation, purity and concentration were assessed in a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). Total RNA quality was evaluated by microfluidic capillary electrophoresis on an Agilent 2100 Bioanalyzer (Agilent Technologies) using the Agilent RNA 6000 Nano Kit. Total RNA of high quality [rRNA ratio (23S/16S) ≈1.6 RNA integrity number (RIN) >9.0, and A_260_/A_280_ ratio >2.0] was stored at -80°C until used. Removal of 23S and 16S rRNA was performed using the MICROBExpress^TM^ Bacterial mRNA Enrichment Kit (Ambion) followed by Ribo-Zero rRNA Removal Kit for Gram-negative bacteria (Epicenter). In this way, 99% of the ribosomal RNA was removed from total RNA, ensuring sufficient mRNA to be sequenced. These two sequential rounds of mRNA enrichment did not affect the quality of the resulting mRNA, as described by He et al. (2010). All kits were used according to the manufacturer’s instructions.

### RNA Sequencing

The SOLiD 4 system (Applied Biosystems, Foster City, CA, United States) was used for RNA sequencing (RNA-seq) in this study. SOLiD Total RNA-seq kit was used to fragment, directionally hybridize, and ligate the mRNA with flanking adapters for further PCR amplification and sequencing reactions. The ligated mRNA was converted to cDNA with reverse transcriptase, and the molecules were size-selected following the manufacturer’s instructions. ePCR and emulsion break analyses were performed according to the manufacturer’s manual for the template bead preparation. The beads containing the amplified polynucleotides were first run on a workflow analysis slide to determine the quality and quantity of beads, which was followed by sequencing runs. Quality control of the obtained 50 + 35 nt reads was performed by using the SETS (Solid Experimental Tracking System) software. BioScope version 1.3 (Applied Biosystems) was used to map the color sequences of each bead to the annotated NC_007963 reference genome obtained from the National Center for Biotechnology Information (NCBI). Low quality mapped reads were evaluated and eliminated by using Picard Tools. Once the high quality reads (Phred number >20) were selected, assembling, identification, and quantification was performed by Bayesian inference by using the cufflinks v2.02 software. To assess the genes differentially expressed under the different stress conditions, the HTSeq software^1^ was used to determine the number of reads per gene. The sequencing data obtained in this study have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002), and are accessible through GEO Series accession number GSE69612.

### Sequencing Data Processing

The EDASeq software from the Bioconductor package (Risso et al., 2011) was used to perform the different normalization procedures. For the differential expression analysis, a negative binomial distribution was assumed using DESeq (Anders and Huber, 2010). Once normalized, the R software^2^ was used to correlate the biological replicates by number of reads per gene. Differentially expressed genes were considered if there was a fold change value greater than 1.70 or lower than -1.70 and a *p*-value adjusted by FDR (“False Discovery Rate”) lower than 0.05 (Benjamini and Hochberg, 1995).

### Semi-Quantitative Reverse Transcription PCR (Semi-qRT-PCR)

SOLiD RNA-seq results were validated using Real Time-PCR as described by Argandoña et al. (2010). Total RNA was used as a template to prepare cDNA by reverse transcription and stored at -20°C until further use. Primer pairs were designed following the methodology described by Argandoña et al. (2010), and are listed in **Supplementary Table S1**. Real-time PCR was performed in 96-well plates using a LightCycler^®^ 480 Real-Time PCR System (Roche) and a FastStart SYBR Green Master (Rox) (Roche). Amplification data were analyzed with the LightCycler^®^ 480 Gene Scanning Software v1.5 (Roche). Transcript levels were calculated by the 2^-ΔΔCT^ method using the mRNA levels of 16S rRNA gene as an endogenous control to normalize the data resulting from each sample.

### Orthology and Ontology Analysis

The Clusters of Orthologous Groups (COGs) functional categories of proteins (Tatusov et al., 1997) were assigned by BLAST against the COG database^3^. Differentially expressed genes were classified automatically according to the KEGG orthology classification (Kanehisa, 1996). To complement this gene classification, differentially expressed genes with annotations from UniProtKB, JCVI (Peterson et al., 2001), NCBI, PATRIC (Wattam et al., 2014), and Ecogene (Zhou and Rudd, 2013) databases were included. Further characterization by ontology was performed by using the Database for Annotation Visualization and Integrated Discovery (DAVID, version 6.7^4^). DAVID calculates a modified Fishers Exact *p*-value to demonstrate GO enrichment, where *p*-values less than 0.05 after Benjamini multiple test correction are considered to be strongly enriched in the annotation category (Huang et al., 2009). This ontology enrichment analysis was used to make a preliminary analysis of the main biological functions of each overexpressed gene set. Potentially interesting clusters identified by DAVID were then manually examined.

### Network Clustering

To complement ontology enrichment analysis, an interaction network was constructed by using the STRING database and the Cytoscape package, followed by ontology network analysis with the BiNGO software. For this purpose, an interaction network was first inferred from the STRING database (Franceschini et al., 2013) by selecting connections over a threshold of 0.7 of confidence value. This network was condensed and clustered into the most relevant groups (5% over- or under-represented) that were differentially overexpressed at each condition, by using the ExprEssence software (Warsow et al., 2010) of the Cytoscape platform (Shannon et al., 2003). Afterward, the derived networks were submitted to further ontology analysis by BiNGO (Maere et al., 2005) by using the *C. salexigens* UniProtKB gene ontology. The resulting networks represent the set of functional clusters overexpressed at each experimental condition.

### Analytical Determinations of Intracellular Content of Iron and Sodium

The intracellular concentrations of iron and sodium were determined as described previously by Becerra et al. (2014) and Robert et al. (2000), respectively. To determinate the iron content, the *C. salexigens* wild type strain was grown until mid-logarithmic phase in M63 medium supplemented with 20 mM glucose at different salinities (0.6 or 2.5 M Ultrapure NaCl (Sigma) and temperatures (37 or 45°C), in the presence or absence of 50 μM FeCl_3_. Then, cells from 5 ml of culture were harvested by centrifugation at 12,000 *g* for 5 min, and the cell pellet was washed three times with the same volume of iron-free M63 medium (Argandoña et al., 2010). Subsequently, cell pellets were dried at 70°C until weight became constant to ensure total removal of water, and the dry cell weight (DCW) was estimated. Finally, the iron content was determined using an Ultima 2 inductively coupled plasma optical emission spectrometer (ICP-OES; HORIBA Jobin Yvon). For the quantification of the intracellular sodium content, a similar procedure was carried out but using Na^+^-free M63 medium where NaCl was replaced with KCl to wash the cell pellets.

### Siderophore Production Assay

To determinate siderophore production by *C. salexigens*, the procedure described by Schwyn and Neilands (1987) and modified by Argandoña et al. (2010), was followed to prepare Chrome Azurol S (CAS) agar plates. The *C. salexigens* wild type strain was grown at 37°C in M63 medium containing 20 mM glucose at the three conditions tested for RNA-seq experiments, until mid-logarithmic phase. One milliliter of each culture was centrifuged, washed with the same medium to remove siderophores, and resuspended in 30 μl of M63 medium containing 0.6 or 2.5 M NaCl. Aliquots of 10 μl were placed on the corresponding modified CAS agar plates supplemented with different concentrations of NaCl, and incubated for 72 h at 37 or 45°C. CAS is both a low-iron affinity chelating agent and an indicator. It is blue-green when it is chelated with iron and turns orange when Fe is removed from it by higher-affinity chelating agents present in the medium, like siderophores. The diameter of the halo is proportional to the quantity of siderophores secreted by the cell.

### LC-MS Quantification of Ectoine and Hydroxyectoine

One milliliter of cell culture at late exponential phase was used for liquid chromatography-mass spectrometry (LC-MS) analysis of intracellular content of ectoine and hydroxyectoine. The compatible solutes were extracted by using a modified Bligh and Dyer (1959) technique as described by Kraegeloh and Kunte (2002). Chromatographic separation and MS quantification of ectoine and hydroxyectoine was performed as described by Argandoña et al. (2010). Concentration of each compatible solute was expressed as μmol solute/g DCW.

### H_2_O_2_ Sensitivity Assays

Sensitivity to hydrogen peroxide (H_2_O_2_) was determined at the three conditions tested for RNA-seq experiments. Cells were grown in tubes with SW-2 medium at 37°C and 200 rpm until O.D._600_ = 1.6, and then transferred to tubes with 5 ml of 20 mM glucose M63 medium with the corresponding NaCl concentration (0.6 or 2.5 M), and incubated at 37 or 45°C and 200 rpm until mid-logarithmic phase. Then, 50 μl of each culture was inoculated to 5 ml of M63 medium containing 20 mM glucose, 0.6 or 2.5 M NaCl, and H_2_O_2_ at increasing concentrations (0–30 μM) adjusted by 3% H_2_O_2_ water. Subsequently, cultures were incubated for 24 or 48 h at 37 or 45°C and 200 rpm, and the minimal concentration of H_2_O_2_ able to inhibit growth was determined.

### Swarming Motility Assay in Semisolid Agar Plates

Swarming motility assays were based on the procedure previously described by Wolfe and Berg (1989). Cells were grown in tubes with SW-2 medium at 37°C and 200 rpm until O.D._600_ = 1.6. Then, 50 μl of cultures were transferred to tubes with 5 ml of M63 medium containing 20 mM glucose and 0.6 or 2.5 M NaCl, and incubated at 37 or 45°C and 200 rpm until mid-logarithmic phase. Swarming plates of 20 mM glucose M63 medium (with 0.6 or 2.5 M NaCl) were prepared with 0.35% agar. A 3-μl aliquot of the appropriate culture was placed on the center of the plates by clicking the agar with the tip. The plates were incubated at 37 or 45°C in a humid environment. The migration halo was monitored during 163 h and the swarming radii (mm) were measured. Duplicated plates were prepared to avoid artifacts due to changes in temperature that might occur by handling. If needed, specific ionophores EHT2120 or TCS were added at a final concentration of 30 and 0.1 μM, respectively.

## Results and Discussion

### Sequencing of *C. salexigens* Transcriptome

To investigate the transcriptional response of *C. salexigens* to osmotic and heat stress, in conditions for optimal and suboptimal ectoine production, nine RNA-seq libraries were generated from *C. salexigens* grown in three different conditions: low salinity (0.6 M NaCl at 37°C; low production of ectoines), high salinity (2.5 M NaCl at 37°C; high production of ectoine), and high salinity plus high temperature (2.5 M NaCl at 45°C; high production of hydroxyectoine) (see Experimental Procedures). Cell samples were collected during exponential phase when cultures reached enough biomass (low salinity: 0.8655 ± 0.1619 g/L; high salinity: 1.4208 ± 0.1618 g/L; high salinity and temperature: 1.6017 ± 0.0225 g/L) to assure isolation of 100–500 ng of mRNA for RNA-seq library construction. A 99.7% ± 0.067 removal of rRNA was performed to ensure enrichment of whole transcriptome and good coverage in RNA-seq. In addition, sampling was carried out before glucose was depleted, to avoid cells consuming extracellular by-products accumulated during exponential growth (Pastor et al., 2013; Salvador et al., 2015; **Supplementary Figure S1**). 

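*C. salexigens* is a moderately halophilic bacterium that accumulates ectoine and hydroxyectoine as compatible solutes. Transcript levels were measured in 9 RNA-seq libraries, 3 biological replicates (A, B and C) in each of 3 conditions. These were low salinity, with 0.6 M NaCl at 37°C, high salinity, with 2.5 M NaCl at 37°C, and high salinity plus high temperature, with 2.5 M NaCl at a growth temperature of 45°C. The deposited table gives 1 value per library for each of 3412 genes. To make it, the authors mapped the reads with BioScope, counted the reads per gene with HTSeq, and normalized the counts for gene size and library size with EDASeq, leaving whole numbers. With 1 entry that names no gene included, all 9 libraries hold the same set of values, from 7 to 277128, and sum to 17501574, so a value places a gene among other genes of its library and no longer shows the depth. In each library 10 genes share the highest value and 10 the lowest. Whether a gene is placed among all genes or only among those of similar size is not given in the sources used here. A gene at 7 or at 277128 could not have been given a lower or a higher value. The depth is stated in Table S2, where the paper reports 85970000, 93690000 and 93080000 reads for the low salinity replicates A, B and C, 70560000, 83590000 and 67960000 for the high salinity replicates, and 54580000, 72020000 and 73640000 for the high temperature replicates. From the deposited values, log2(value + 1) was fitted with limma over all 9 libraries. High salinity was compared with low salinity, and high temperature with 37°C at high salinity, and fold changes are given in that direction. The paper reports a different biomass at sampling for each condition, so condition and biomass cannot be told apart in any comparison. Genes with a fold change over 1.70 and a Benjamini-Hochberg adjusted p under 0.05 were called, which are the thresholds of the study, and each adjusted p given for a gene comes from this limma fit. A fold change on the log2(value + 1) scale understates the change of genes with low values. Of 30 gene lists, the 15 defined by locus tags were tested with camera. Adjusting over the list alone gave the same number of called members as adjusting over all genes in all 15 lists and both comparisons. Gene products are those named in the paper's text and Tables S6 to S11, since the deposited table holds locus tags only, and genes that overlap or have near-identical copies remain uncertain because the strand and overlap settings of the counting are not given in the sources used here.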

RNA-seq analysis was performed on three biological replicates of *C. salexigens* wild type cells grown in each condition, using the SOLiD^TM^ v4 system (see Experimental Procedures).

An average of ∼77.23 million reads was obtained per sample and low quality mapped reads were evaluated and eliminated. About 74.56% of total reads were mapped to the annotated *C. salexigens* genome, accession number NC_007963.1 (Copeland et al., 2011; see **Supplementary Table S2**) and matched with the majority of *C. salexigens* open reading frames. The only exceptions were *csal3049* (not detected in any of the conditions tested); *csal1393*, *csal1394*, *csal2367*, and *csal2259* (not detected at low salinity); *csal1190* (not detected at high salinity); and *csal0649* and *csal1409* (not detected at high salinity plus high temperature). 

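None of these genes had a value of 0, because the lowest value that the normalization left is 7. *csal0649* had this lowest value in all 9 libraries. True zeros are no longer in the values, so a low value, or a change between low values, does not show that a gene had reads. *csal1190* had 45.7 ± 17.6 at low salinity and 8.33 ± 2.31 at high salinity (SD, n = 3 for these and the following values), and fell with salinity, with a log2 fold change of -2.28 (standard error 0.39, adjusted p = 0.0014). *csal1393* rose with salinity at 37°C, from 15.3 ± 4.04 at low salinity to 49 ± 10.4 at high salinity, with a log2 fold change of 1.63 (adjusted p = 0.0055), and *csal1394* had 19 ± 3 and 38.3 ± 25.3, a log2 fold change of 0.79 (adjusted p = 0.18) that did not pass the test. At high temperature they reached 243 ± 111 and 327 ± 111. The increase with temperature gave log2 fold changes of 2.22 (adjusted p = 0.0017) and 3.19 (adjusted p = 7.3e-04). *csal2259* and *csal2367* did not pass the test in either comparison, with 25.3 ± 3.51 and 29.3 ± 3.51 at low salinity. *csal3049* had 36.3 ± 3.51 at low salinity and 14.7 ± 6.35 at high salinity, a log2 fold change of -1.32 (adjusted p = 0.016), which missed the thresholds without high salinity replicate B (-1.16, adjusted p = 0.061). *csal1409* had 19 ± 20.8 at high temperature, and its log2 fold change of -1.31 (adjusted p = 0.18) passed the thresholds only without high salinity plus high temperature replicate C (-2.13, adjusted p = 0.024).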

The predicted products of these genes were annotated as hypothetical proteins except for *csal1409*, assigned to a pseudogene; *csal1394*, annotated as a potential phage protein; and *csal0649*, annotated as a short-chain dehydrogenase.

### Data Normalization and Validation of Differentially Expressed Genes

Due to the nature of the RNA-seq analysis, strong deviations in results might be due to differences in the length of the gene and the size of the library in each sample. Numerous studies stress the importance of standardizing the data for the removal of different statistical deviations that can distort all subsequent analyzes (Risso et al., 2011; Hansen et al., 2012). Normalization was performed using the variance analysis package DESeq (Anders and Huber, 2010), followed by calculation of the *p*-value to determine the statistical significance among the number of reads per gene along the biological samples. When expression data for each replicate were plotted against each other, the different sequencing runs were found to be highly reproducible, with Pearson correlation coefficients greater than 0.9. This confirmed that the biological replicates were adequately reproducible (Tan et al., 2003; **Supplementary Table S3**).

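Replicates of the same condition resembled each other more than libraries of different conditions. Across genes, Pearson's r on the deposited values was 0.940 to 0.969 among the 3 low salinity libraries, 0.869 to 0.939 among the 3 high salinity libraries and 0.884 to 0.948 among the 3 high temperature libraries. It was over 0.9 for 7 of the 9 pairs. The 27 pairs from different conditions had r between 0.599 and 0.858. On the log2(value + 1) scale the range within conditions was 0.961 to 0.990, and that between conditions was 0.777 to 0.913. Genes within a library are not independent replicates, so no p-value is given for these coefficients.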

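Most called genes changed by less than 4-fold in both comparisons. Between the salinities, 24.0% of the called genes changed by 1.7- to 2-fold, 58.1% by 2- to 4-fold and 18.0% by more. Between the temperatures, the shares were 27.8%, 51.0% and 21.2%. The genes beyond 4-fold included the siderophore biosynthesis genes *csal1053*, *csal1054* and *csal1055* in both comparisons, and the methionine sulfoxide reductase gene *csal2656* between the salinities.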

About 60% of *C. salexigens* differentially expressed genes fell within the range of 2–4 fold-changes (*p*-value < 0.05) (**Figure 1**). Additionally, it was found that most of differentially expressed genes within the 1.7–1.99 fold-change belonged to same operons of those with a higher fold-change, or had the biological functions related to those with a higher fold-change. Therefore, for the purpose of this study, differentially expressed genes with a fold change value greater than 1.7 or lower than -1.7, and a *p*-value lower than 0.05 were considered. Our RNA-seq analysis identified a total of 1,081 genes (31.88% of *C. salexigens* genome) whose transcript levels responded to increases or decreases in the external salinity. 539 of those genes were induced at low salinity and 542 were induced at high salinity. 

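Of the 3412 genes, 626 were higher at high salinity and 588 were higher at low salinity, which is 35.6% of the genes tested. Among the genes raised most at high salinity were *csal2770*, listed as a γ-butyrobetaine,2-oxoglutarate dioxygenase among the genes of ectoine metabolism, and its neighbour by tag number *csal2771*, listed as a glycine betaine-binding protein, with log2 fold changes of 3.84 (standard error 0.41, adjusted p = 9.7e-05) and 3.81 (standard error 0.31, adjusted p = 2.2e-05). The largest increase was that of *csal1648*, from 1574 ± 404 at low salinity to 57855 ± 11325 at high salinity (SD, n = 3), a log2 fold change of 5.21 (adjusted p = 1.5e-06), followed by *csal2369* with 4.74 (adjusted p = 3.5e-04). The largest decreases were those of *csal0039*, from 2724 ± 213 to 22.3 ± 6.51, and *csal0040*, from 2873 ± 194 to 30 ± 10.1, with log2 fold changes of -6.90 (adjusted p = 4.6e-07) and -6.59 (adjusted p = 9.9e-07). The sources used here do not pair *csal1648*, *csal2369*, *csal0039* and *csal0040* with names. In 1172 of the 1214 genes all 3 libraries of one salinity lay beyond all 3 of the other. Of all genes tested, 53.1% were separated in this way, and chance separates 10% with 3 libraries against 3.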

Analysis of the differential expression patterns for cells grown at 37°C versus 45°C in 2.5 M NaCl revealed a total of 662 genes (19.52% of total the genome), of which 287 were induced and 375 were repressed by high temperature (**Figure 1**).

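At high salinity, 401 genes were higher and 437 were lower at 45°C than at 37°C, 24.6% of the genes tested. The largest increases were those of *csal1397*, from 15.3 ± 4.04 at 37°C to 762 ± 115 at 45°C (SD, n = 3), and *csal1386*, from 7 ± 0 to 368 ± 42.2, with log2 fold changes of 5.57 (standard error 0.31, adjusted p = 2.3e-06) and 5.52 (standard error 0.40, adjusted p = 9.7e-06). *csal1386* was at the lowest possible value of 7 in all 3 libraries at 37°C and high salinity, so the size of its change depends on that floor. Among the genes lowered most were *csal1654*, with 5671 ± 3062 at 37°C, and *csal2913*, with 18979 ± 3481 at 37°C and 1038 ± 298 at 45°C. Their log2 fold changes were -4.38 (adjusted p = 1.7e-05) and -4.22 (adjusted p = 1.1e-05). The sources used here pair none of the tags *csal1397*, *csal1386*, *csal1654* and *csal2913* with a name. All 3 libraries of one temperature lay beyond all 3 of the other in 830 of the 838 genes, and in 45.5% of all genes tested, where chance gives 10%.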

**FIGURE 1:**
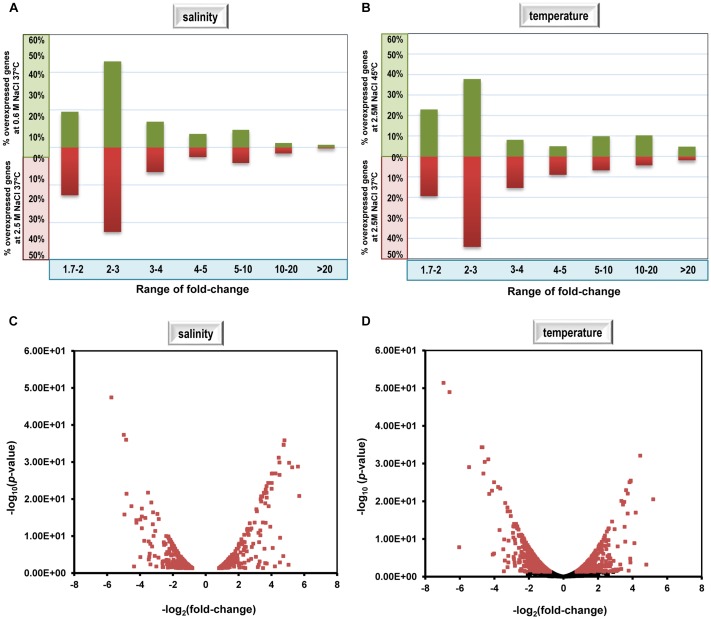
Percentage of genes included in fold-change ranges and volcano plot of differential transcriptome data of *C. salexigens* at 0.6 M NaCl at 37°C versus 2.5 M NaCl at 37°C **(A,C)**, and at 2.5 M NaCl at 37°C versus 2.5 M NaCl at 45°C, **(B,D)**. In volcano plot graphs, points in red represent differentially expressed genes with fold change >1.7 and adjusted *p*-value for “false discovery rate” (FDR) <0.05. Positive values correspond to genes overexpressed at 2.5 M NaCl at 37°C **(C)** and at 2.5 M NaCl at 45°C **(D)**, and negative values correspond to genes overexpressed at 0.6 M NaCl at 37°C **(C)** and at 2.5 M NaCl at 37°C **(D)**.

To validate the RNA-seq results, we selected genes related to metabolism and uptake of ectoine (*doeA*, *doeD*, *eutC*, *teaA*, and *teaC*) and cyclopropane fatty acid synthesis (*cfa1* and *cfa2*), which were found to be differentially expressed by RNA-seq, and measured their expression under the same experimental conditions by semi-qRT-PCR. A high Pearson correlation (0.85) was found between the two methods (**Supplementary Figure S2**). In addition, the qualitative pattern of regulation of these genes by RNA-seq was identical to those measured by semi-qRT-PCR, leading to the validation of the RNA-seq results for comparative transcriptome analysis.

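In the RNA-seq libraries the cyclopropane fatty acid synthase gene *cfa1* (*csal0460*) fell in both comparisons. Its normalized value was 13504 ± 2433 at low salinity, 2225 ± 693 at high salinity and 311 ± 68.1 at high temperature (SD, n = 3 for all values given here), with log2 fold changes of -2.63 (standard error 0.26, adjusted p = 6.4e-05) for salinity and -2.81 (standard error 0.26, adjusted p = 4.7e-05) for temperature. *cfa2* (*csal1480*) fell with salinity, with a log2 fold change of -1.41 (adjusted p = 0.0099), and had 3839 ± 2202 at 37°C and 3866 ± 1182 at 45°C, and did not pass the test between the temperatures. Both of these genes, taken as a list, were lower at high salinity, but the list did not pass camera (adjusted p = 0.073, and 0.35 with an estimated correlation), except without high salinity replicate C (adjusted p = 0.030). Between the temperatures camera gave the pair an adjusted p of 0.22. The study picked both genes for semi-qRT-PCR as genes that differed in these libraries, so their direction is not independent evidence. The ectoine uptake gene *teaA* (*csal3140*) went from 22667 ± 7168 to 129900 ± 0 with salinity and to 34645 ± 8411 with temperature, while *teaC* (*csal3139*) had 5738 ± 996, 5833 ± 1968 and 2912 ± 225. For the ectoine degradation genes, the values at low salinity, high salinity and high temperature were 2101 ± 357, 3748 ± 703 and 3598 ± 939 for *doeA* (*csal2732*) and 1795 ± 284, 4868 ± 795 and 2848 ± 72.2 for *eutC* (*csal2722*), while *doeD* (*csal2724*) had 7636 ± 350.1 at high salinity and 2358 ± 943 at high temperature. The semi-qRT-PCR measurements were not analysed here.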

### Global Transcriptional Response to Osmotic and Heat Stress

Due to the large number of differentially transcribed genes, we first analyzed the functional categories of their encoded products using the COG database. Genes encoding proteins that belonged to 21 functional categories were overexpressed, including those that are related to general bioprocesses or specific functions (**Figure 2**). It is important to highlight that there was a large number of genes that did not belong to a specific COG, or were not assigned to a particular one (**Figures 2A,B**). Interestingly, some functional categories increased their representation at each experimental condition. Thus, at low salinity, functional categories related to amino acid transport and metabolism (E), replication, recombination and repair (L), post-transcriptional modification and turnover and chaperonins (O), or defense mechanism (V) were the most highly represented (**Figure 2A**). In contrast, functional categories involved in transport and metabolism of nucleotides (F) and carbohydrates (G), transcription (K), cell wall, membrane and envelope biogenesis (M) and inorganic ion transport and metabolism (P) were the most abundant categories of genes overexpressed at high salinity at 37°C compared to 0.6 M at 37°C (**Figure 2A**). However, when 2.5 M at 37°C was compared to high salinity at 45°C, the most highly represented categories were amino acid (E), carbohydrate (G) and lipid (I) transport and metabolism, cell wall, membrane and envelope biogenesis (M), and inorganic ion transport and metabolism (P) (**Figure 2B**). In contrast, genes assigned to categories involved in energy production and conversion (C), translation, ribosomal structure and biogenesis (J), replication, recombination and repair (L), cell motility (N), and intracellular trafficking, secretion and vesicular transport (U) further increased their representation in response to temperature increase (**Figure 2B**). These findings suggest that both osmotic and heat stresses have a significant influence on *C. salexigens* transcriptome, and consequently on its global physiology.

**FIGURE 2:**
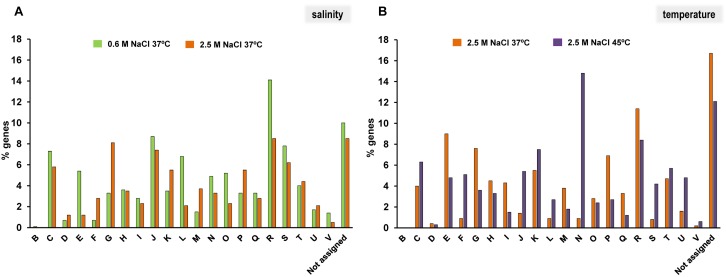
Percentages of functional categories assigned by COG of differentially expressed genes in *C. salexigens*. **(A)** Percentages of genes induced at 0.6 M/2.5 M NaCl (green) and 2.5 M NaCl/0.6 M NaCl (orange) at 37°C. **(B)** Percentages of genes induced at 37°C/45°C (orange) and at 45°C/37°C (purple) at 2.5 M NaCl. The COG categories are as follows: B, chromatin structure and dynamics; C, energy production and conversion; D, cell cycle control, cell division, chromosome partitioning; E, amino acid transport and metabolism; F, nucleotide transport and metabolism; G, carbohydrate transport and metabolism; H, coenzyme transport and metabolism; I, lipid transport and metabolism; J, translation, ribosomal structure and biogenesis; K, transcription; L, replication recombination and repair; M, cell wall/membrane/envelope biogenesis; N, cell motility; O, post-translational modification, protein turnover, chaperones; P, inorganic ion transport and metabolism; Q, secondary metabolites biosynthesis, transport and catabolism; R, general function prediction only; S, function unknown; T, signal transduction mechanisms; U, intracellular trafficking, secretion and vesicular transport; V, defense mechanisms; and Not assigned, not in COGs.

To better understand *C. salexigens* global transcriptional responses to osmotic and heat stress, differentially expressed genes were submitted to refinement and functional clustering analysis (see Experimental Procedures). This allowed us to identify the main functional gene clusters that might be involved in *C. salexigens* osmo- and heat-stress adaptive responses (**Supplementary Tables S4, S5** and **Supplementary Figure S3**). The most relevant results are discussed below.

### Transcriptional Response Related to the Metabolism of Ectoines and Other Compatible Solutes

For adaptation to high salinity or high temperature environments, bacteria depend on *de novo* synthesis or uptake of compatible solutes (Roberts, 2006). The TRAP-like TeaABC osmoregulated transporter involved in the specific uptake of ectoine and hydroxyectoine was first described in *H. elongata.* This system is also implicated in keeping a constant intracellular ectoine content in the absence of external solutes, by rescuing ectoine escaped through the cytoplasmic membrane (Grammann et al., 2002). Additionally, in *H. elongata* the two first enzymes involved in the ectoine degradation route (DoeA and DoeB), together with the ectoine synthesis enzymes EctA and EctC, are suggested to constitute a recycling pathway that functions to finely adjust the internal concentration of ectoines in response to external changes in osmolarity (Schwibbert et al., 2011).

Although RNA-seq samples were taken in “*de novo* synthesis conditions” (minimal medium with glucose as sole carbon source), high salinity induced genes encoding ATP-binding-cassette (ABC) transport systems for betaine and choline, and the tripartite ATP-independent transport system (TRAP) for ectoines (*teaABC*) (Grammann et al., 2002) (**Supplementary Table S6**). 

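Of the 17 genes of osmoprotectant uptake in Table S6, 8 were higher at high salinity, 2 were lower and 7 did not pass the test. The study drew up this set from these same libraries, so its direction is not independent evidence. Of the *teaABC* genes, which encode the TRAP transporter for ectoines, *teaA*, the gene of the binding protein, rose with a log2 fold change of 2.56 (standard error 0.23, adjusted p = 4.1e-05). *teaB* (*csal3138*) and *teaC* had log2 fold changes of 0.22 (adjusted p = 0.49) and -0.01 (adjusted p = 0.97). Without low salinity replicate C, 9 of the 17 genes were higher and 1 was lower, and 1 was lower without high salinity replicate A. As a list, 1 of the 3 *tea* genes was called, and camera gave an adjusted p of 0.36.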

At high salinity, overexpression of up to seven genes orthologous to those encoding putative or characterized choline-O-sulfate and/or glycine-betaine- (CbcX and OpuAC; Kempf et al., 1997; Nau-Wagner et al., 1999; Chen et al., 2010; Malek et al., 2011) or ectoine-binding proteins (TeaA; Grammann et al., 2002) was observed. Therefore, although extracellular betaine or its precursor choline suppresses the synthesis of ectoines in *C. salexigens* (Calderón et al., 2004; Vargas et al., 2006), the induction of *de novo* synthesis of ectoines at high salinity (i.e., in cells grown in minimal medium) did not inhibit expression of genes encoding uptake systems for other compatible solutes. These findings are in agreement with the common presumption that, under osmotic stress, uptake of osmoprotectants is favored over the synthesis, because it is energetically cheaper to the cells (Oren, 1999).

High temperature repressed the expression of genes orthologous to characterized binding proteins involved in the uptake of glycine-betaine and/or choline-sulfate (CbcX, OpuAC, OsmX, BetT, and YehZ; Kempf et al., 1997; Andresen et al., 1998; Nau-Wagner et al., 1999; Chen et al., 2010; Malek et al., 2011; Frossard et al., 2012; Lang et al., 2015), as well as the *teaABC*. In contrast, the gene *betI*, encoding the predicted repressor of betaine transport (Lamark et al., 1996), was temperature-induced (**Supplementary Table S6**). These results were somehow surprising, as heat-induced hydroxyectoine synthesis confers thermo-protection to *C. salexigens* (García-Estepa et al., 2006) and external betaine and choline sulfate function as thermoprotectants for *E. coli* (Caldas et al., 1999). On the other hand, exogenously added ectoine and hydroxyectoine confer both osmo- and thermoprotection to *Streptomyces coelicolor*. In this microorganism, uptake of radiolabeled ectoine was triggered by either salt or heat stress, and the highest level of uptake was found in cells subjected to both stresses (Bursy et al., 2008). 

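None of the 17 genes of osmoprotectant uptake in Table S6 was higher at 45°C, 13 were lower and 4 did not pass the test, and these were again genes that the study selected on these libraries. All 3 *tea* genes fell with temperature, with log2 fold changes of -1.93 (standard error 0.23, adjusted p = 2.8e-04) for *teaA*, -1.48 (adjusted p = 0.0014) for *teaB* and -0.95 (adjusted p = 0.014) for *teaC*. The gene *csal2771* of a glycine betaine-binding protein fell as well, with a log2 fold change of -1.32 (adjusted p = 0.0100). *betI* (*csal1516*), the gene of the predicted repressor, rose from 2290.3 ± 308 to 4288 ± 879.9 (SD, n = 3), a log2 fold change of 0.89 (standard error 0.18, adjusted p = 0.0053). Camera gave the *tea* genes an adjusted p of 0.0094, and an adjusted p of 0.13 with an estimated correlation. The list for betaine synthesis holds 4 genes, among them *betI*, which is the gene of a regulator and not of an enzyme. Of the 4, *betI* and the betaine aldehyde dehydrogenase genes *csal1515* and *csal1706* were higher at 45°C. Camera gave the list an adjusted p of 0.0478, and 0.17 with an estimated correlation. Leaving out 1 library ended some of these calls. *teaC* missed the thresholds without high salinity replicate C (-0.69, adjusted p = 0.025), *betI* without high salinity plus high temperature replicate A (0.73, adjusted p = 0.014), and the betaine list missed its threshold without low salinity replicate A (adjusted p = 0.0521), low salinity replicate C (adjusted p = 0.0514), high salinity replicate A (adjusted p = 0.083), high salinity plus high temperature replicate B (adjusted p = 0.057) or high salinity plus high temperature replicate C (adjusted p = 0.063), and with median-ratio scaling (adjusted p = 0.0504) or with the 6 libraries of the comparison fitted alone (adjusted p = 0.0513).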

One hypothesis is that in *C. salexigens* transport of compatible solutes might be active at high temperature, despite transcriptional inhibition. However, there is not experimental evidence for this. Alternatively, transcriptional inhibition, and concomitant lower activity, of transport systems by temperature, may suggest that under heat stress the uptake of compatible solutes is not as advantageous as their synthesis (i.e., ATP is needed), or that the uptake process is lees effective in these conditions (i.e., because of alteration of Na^+^- or H^+^-gradients by temperature). In this regard, the Cbc, Opu, Osm, and Yeh uptake systems are ABC-type and recruit ATP for compatible solutes transport. Furthermore, TeaABC (TRAP-type), and BetT (BCCT-type) uptake systems are Na^+^- and H^+^-dependent, respectively, so they are energized by SMF (Sodium Motive Force) or PMF (Proton Motive Force).

Regarding compatible solutes synthesis, two betaine aldehyde dehydrogenase genes (*csal1515* and *csal1706)*, as well as genes for the synthesis of betaine from choline (*csal_2844)*, the ectoine’s precursor aspartate semialdehyde (*ask)*, and the synthesis of hydroxyectoine from ectoine (*ectD*), were induced at high salinity (**Supplementary Figure S3B** and **Supplementary Table S6**). 

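At high salinity the genes for the ectoine precursor and for hydroxyectoine rose. *ask* (*csal0626*), which encodes aspartate kinase, went from 15636 ± 2744 to 37369 ± 9305 (SD, n = 3), a log2 fold change of 1.24 (standard error 0.24, adjusted p = 0.0024). *ectD* (*csal0542*), the gene of ectoine hydroxylase, went from 41181 ± 10139 to 114690 ± 27562, a log2 fold change of 1.48 (standard error 0.23, adjusted p = 7.3e-04). Of the 4 genes listed for betaine synthesis, which include the regulator gene *betI*, 1 was called, *csal2844*, which rose with a log2 fold change of 1.00 (adjusted p = 0.018). The betaine aldehyde dehydrogenase genes *csal1515* and *csal1706* had log2 fold changes of -0.52 (adjusted p = 0.034) and 0.50 (adjusted p = 0.26), which did not pass the thresholds. Camera gave the list an adjusted p of 0.999. *csal2844* missed the thresholds without low salinity replicate A (0.87, adjusted p = 0.060), low salinity replicate B (0.95, adjusted p = 0.058), high salinity replicate B (0.95, adjusted p = 0.0535) or high salinity replicate C (0.86, adjusted p = 0.0517).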

Up-regulation of *ectD* with salinity correlated with our previous results of hydroxyectoine accumulation (García-Estepa et al., 2006). However, induction of the ectoine synthesis gene *ectA*, previously observed by qPCR (Argandoña et al., 2010), was not detected in this work. 

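Of 5 genes listed for ectoine synthesis before the data were examined, *ask* and *ectD* were higher at high salinity and 3 did not pass the test. These 3, *csal1876*, *csal1877* and *csal1878*, were listed as *ectABC*, although the sources used here do not pair the tags with these names. *csal1876* had 14755 ± 1905 at low salinity and 12579 ± 3467 at high salinity (SD, n = 3), a log2 fold change of -0.26 (standard error 0.21, adjusted p = 0.34). *csal1877* and *csal1878* had log2 fold changes of -0.40 (adjusted p = 0.14) and 0.40 (adjusted p = 0.100), from 53532 ± 9976 and 9887 ± 1399 at low salinity. The list of 5 did not pass camera for salinity (adjusted p = 0.40) or for temperature (adjusted p = 0.87). Among genes simulated with a 2-fold change between the salinities, the test called 53%, so changes of this size can be missed in general. For *csal1876*, the estimate of -0.26 with a standard error of 0.21 argues against a 2-fold increase in these libraries.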

In conditions of osmotic and thermal stress (high production of hydroxyectoine), the *ask* gene encoding aspartate semialdehyde synthesis was down-regulated. 

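*ask* fell with temperature at high salinity, to 20220 ± 4031 at 45°C (SD, n = 3), a log2 fold change of -0.87 (standard error 0.24, adjusted p = 0.019). Its level at 45°C and high salinity was above that at low salinity and 37°C by a log2 fold change of 0.36 (adjusted p = 0.21), which did not pass the thresholds. The decrease missed the thresholds without high salinity replicate A (-0.80, adjusted p = 0.061), high salinity replicate B (-0.73, adjusted p = 0.072) or high salinity plus high temperature replicate A (-0.70, adjusted p = 0.058).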

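At high salinity, the ectoine hydroxylase gene *ectD* (*csal0542*) had a normalized value of 130603 in all 3 libraries at 45°C and in replicates B and C at 37°C, and 82864 in replicate A at 37°C. The log2 fold change between the temperatures was 0.22 (standard error 0.23, adjusted p = 0.49), which did not pass the test. A value gives the place of a gene among the others of its library, so a change that left this place unchanged would not show. Relative to low salinity and 37°C, *ectD* at high salinity plus high temperature was higher, with a log2 fold change of 1.69 (adjusted p = 1.7e-04).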

Interestingly, the ectoine hydroxylase gene *ectD* was not further induced by high temperature (**Supplementary Table S6**), suggesting that the induction of hydroxyectoine synthesis observed in *C. salexigens* in response to heat stress (García-Estepa et al., 2006) could be controlled mainly at the post-transcriptional level.

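All 6 genes listed for the degradation of ectoines were higher at high salinity. The list passed camera with an adjusted p of 2.6e-04, and with an adjusted p of 0.0484 with an estimated correlation. The study drew up the list from these libraries, so its direction is not independent evidence. The largest increase was that of *doeC* (*csal2725*), the gene of a succinate semialdehyde dehydrogenase, from 1706 ± 228 to 8008 ± 974 (SD, n = 3), a log2 fold change of 2.23 (standard error 0.20, adjusted p = 3.4e-05). *eutB* (*csal2723*) and *eutC* rose with log2 fold changes of 1.77 (standard error 0.18, adjusted p = 6.4e-05) and 1.44 (standard error 0.18, adjusted p = 2.2e-04). *doeD* and *doeB* (*csal2731*) rose with log2 fold changes of 1.62 (adjusted p = 6.6e-04) and 1.28 (adjusted p = 5.2e-04). *doeA* had the smallest increase, 0.83 (adjusted p = 0.015), and missed the thresholds without low salinity replicate C (0.69, adjusted p = 0.060) or high salinity replicate C (0.68, adjusted p = 0.042).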

Concerning catabolism of ectoines, genes orthologous to *doeABCD* (involved in degradation or recycling of ectoine in *H. elongata*; Schwibbert et al., 2011) and *eutBC* (involved in hydroxyectoine degradation in *Ruegeria pomeroyi* DSS-3; Schulz et al., 2017) were induced at high salinity (**Supplementary Table S6**). 

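With the rise in temperature, 3 of the 6 genes for the degradation of ectoines fell and 3 did not pass the thresholds. *doeC* fell to 2003 ± 447 (SD, n = 3), with a log2 fold change of -2.01 (standard error 0.20, adjusted p = 7.1e-05). *doeD* and *doeB* had log2 fold changes of -1.76 (standard error 0.24, adjusted p = 6.1e-04) and -1.25 (standard error 0.18, adjusted p = 8.9e-04). The 3 genes that did not pass were *eutC* with -0.76 (adjusted p = 0.0093), *eutB* with -0.68 (adjusted p = 0.016) and *doeA* with -0.07 (adjusted p = 0.84). *eutC* passed the thresholds without high salinity replicate A (-0.84, adjusted p = 0.017), high salinity replicate B (-0.81, adjusted p = 0.022) or high salinity plus high temperature replicate A (-0.78, adjusted p = 0.020), and with median-ratio scaling (-0.77, adjusted p = 0.0095). Camera gave the list an adjusted p of 0.0019, and an adjusted p of 0.089 with an estimated correlation.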

Genes *doeB*, *doeC*, and *doeD* were down-regulated by high temperature (**Supplementary Table S6**). In contrast, in *H. elongata* *doeA*, *doeB*, and *doeD* were repressed by salinity (Kindzierski et al., 2017), suggesting metabolic differences between both microorganisms, at least in salinity adaptation. *C. salexigens* uses ectoines as the sole carbon sources only at optimal and high salinity (Rodríguez-Moya et al., 2013). Although the RNA-seq data were related to cells grown on glucose, they suggest that glucose does not repress expression of the ectoine catabolic genes at high salinity. In fact, ectoine catabolism, measured as the fate of [^14^C]-ectoine, is only partially repressed in the presence of glucose (Vargas et al., 2006).

On the other hand, *C. salexigens* genes *doeB*, *doeC*, and *doeD* were down-regulated by high temperature (**Supplementary Table S6**), suggesting a dual transcriptional control by salinity and temperature of these genes. No experimental data are available about the influence of temperature in ectoine catabolism in *C. salexigens*. Therefore, despite the transcriptional repression, we cannot infer that catabolism of ectoines in *C. salexigens* is inactive at high temperature.

Altogether, the above results suggest that ectoine metabolic routes (synthesis, uptake and catabolism) might work co-ordinately to ensure the appropriate solute pool with optimal cellular resources. 

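Genes of both uptake and degradation were higher at high salinity and lower at 45°C. Among these were *teaA* and *csal2771* for uptake and *doeB*, *doeC* and *doeD* for degradation. At high salinity plus high temperature, compared with low salinity and 37°C, *doeD*, *doeC* and *doeB* had log2 fold changes of -0.14 (adjusted p = 0.64), 0.22 (adjusted p = 0.37) and 0.03 (adjusted p = 0.89), *teaA* had 0.63 (adjusted p = 0.041), and *csal2771* was still higher, with 2.49 (adjusted p = 1.1e-04). Over all genes, 107 were raised by salinity and lowered by temperature, and independent lists of these sizes would share 80.2. Both comparisons use the 3 libraries at high salinity and 37°C. In 100 simulations of all 9 libraries with no change between conditions, 0.020 genes on average were called this way. Almost no gene is called without a change, so this count was bound to be small and decides nothing about the shared libraries. The covariance of the log2 fold changes across genes was -0.0864, against -0.0430 in the simulation, and their correlation was -0.0805, against -0.501. The 3 libraries cannot be split into parts of 2, so part or all of the excess may come from the shared libraries. From its results on these genes, the paper proposes that the synthesis, uptake and catabolism of ectoines might work together so that the solute pool is kept at an appropriate level.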

In fact, genes for the uptake and catabolism (or recycling) of ectoines seem to be co-regulated by salinity and temperature. Our findings also suggest a different regulatory mechanism, or perhaps a different role, for the ectoine degradation/recycling pathway in *H. elongata* and *C. salexigens*. Interestingly, deletion of *teaC* and *doeA* in *H. elongata* led mutants to overproduce ectoine at high salinity (Schwibbert et al., 2011). Thus, the influence of osmotic and heat stress on the transcriptional control of the pathways involved in metabolism of ectoines, as well as the existence of post-transcriptional control mechanisms, deserve further investigation. This knowledge could be applied to design new engineering strategies to generate ectoine-overproducing strains.

### Salt- and Heat-Dependent Variations of the Transcriptional Oxidative Stress Response

Network clustering and DAVID ontology enrichment analyses, followed by an additional exhaustive search for genes related to the oxidative stress response, revealed differential expression of genes encoding primary or secondary oxidative stress mechanisms, depending on the experimental conditions tested. Induction of secondary repair mechanisms was mainly observed at low salinity (0.6 M NaCl, 37°C), whereas a primary oxidative stress response was mostly induced at high salinity (2.5 M NaCl, 37°C) and repressed by temperature (2.5 M NaCl, 45°C).

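Of the 8 genes of antioxidant enzymes in Table S7, 5 were higher at high salinity, none was lower and 3 did not pass the test. At 45°C, 5 of the 8 were lower, none was higher and 3 did not pass. Of the 9 genes of protein repair systems, 6 were higher at low salinity and 3 were higher at high salinity, and none passed the test between the temperatures, including the thioredoxin reductase gene *csal2959* with a log2 fold change for temperature of -0.10 (adjusted p = 0.72). Of the 5 genes of redox balance, 3 were higher at low salinity and 2 were higher at high salinity, and 1, *csal3007*, was lower at 45°C. The study selected these genes from these libraries, so their directions are not independent evidence. The median log2 fold change for salinity was 1.07 for the antioxidant enzymes and -1.57 for the protein repair systems. Between the salinities, *katE* (*csal0803*) passed as lower at high salinity without high salinity replicate C (-0.95, adjusted p = 0.010, against -0.49, adjusted p = 0.29 with all libraries), and 1 protein repair gene was higher at high salinity without low salinity replicate B or high salinity replicate B, as was 1 redox balance gene without low salinity replicate C or high salinity replicate C. Between the temperatures, *csal2847* passed as higher at 45°C without high salinity plus high temperature replicate A (0.95, adjusted p = 0.012, against 0.58, adjusted p = 0.17), as did *csal1830*, another protein repair gene, singled out after its values were seen, without high salinity replicate C (0.99, adjusted p = 0.016, against 0.52, adjusted p = 0.31). Of the 8 antioxidant genes, 3 were lower at 45°C without high salinity plus high temperature replicate A or with the 6 libraries of the comparison fitted alone, and 4 were lower and 1 was higher without high salinity replicate C.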

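The methionine sulfoxide reductase genes *csal2656* and *csal1350*, whose products repair oxidized methionine, were the protein repair genes raised most at low salinity. *csal2656* had 4183 ± 198 at low salinity and 179 ± 31.2 at high salinity (SD, n = 3), a log2 fold change of -4.55 (standard error 0.24, adjusted p = 1.1e-06) for high against low salinity. *csal1350* had 20055 ± 7894 and 2205 ± 675, a log2 fold change of -3.16 (standard error 0.34, adjusted p = 1.1e-04). The genes of the thioredoxin reductase (*csal2959*), of a glutaredoxin-like protein (*csal1255*) and of a DsbA-like oxidoreductase (*csal3118*) were also higher at low salinity, with log2 fold changes of -1.78 (adjusted p = 1.4e-04), -1.57 (adjusted p = 0.0032) and -1.13 (adjusted p = 7.0e-04).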

At low salinity, genes coding for protein repair systems like a thioredoxin reductase (*csal2959*), a DsbA-like periplasmic oxidoreductase (*csal3118*), a glutaredoxin (*csal1255*), and a methionine sulfoxide reductases (*csal1350* and *csal2656*), were induced (**Supplementary Figure S3** and **Supplementary Table S7**). In addition, genes encoding redox balance-maintaining mechanisms, such as those related to glutathione metabolism (i.e., the dioxygenases *csal0130*, *csal0135*) and related to direct regeneration of reducing equivalents (i.e., the FAD-dependent pyridine nucleotide-disulfide oxidoreductase *csal0136*), were up-regulated. 

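*csal0135*, a gene of the glyoxalase and dioxygenase family, had 335 ± 77.1 at low salinity and 31.3 ± 7.77 at high salinity (SD, n = 3), a log2 fold change of -3.38 (standard error 0.32, adjusted p = 4.8e-05). *csal0136*, the gene of an FAD-dependent oxidoreductase, had 154 ± 43.1 and 21.3 ± 6.81, a log2 fold change of -2.79 (standard error 0.35, adjusted p = 2.6e-04). *csal0130*, the gene of a dioxygenase ferredoxin subunit, had higher values, with 1402 ± 319.5 and 365 ± 63.5, and its log2 fold change was -1.93 (standard error 0.22, adjusted p = 1.5e-04). All 3 genes were thus higher at low salinity. Between 37°C and 45°C none of the 3 passed the test, with log2 fold changes of 0.02, -0.36 and -0.52 for *csal0130*, *csal0135* and *csal0136*.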

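Of the 24 genes of DNA repair and recombination in Table S7, 12 were higher at low salinity, 8 were higher at high salinity and 4 did not pass the test. The study chose these genes from these libraries, so the counts are not independent evidence. *csal1275* had 4732 ± 458 at low salinity and 2685 ± 422 at high salinity (SD, n = 3), a log2 fold change of -0.83 (standard error 0.22, adjusted p = 0.014) for high against low salinity. This gene missed the thresholds without low salinity replicate C (-0.76, adjusted p = 0.0508) or high salinity replicate C (-0.69, adjusted p = 0.038).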

Genes participating in DNA repair including exo- and endonucleases, the Rec homologous recombination system, and error-prone DNA polymerases (i.e., *csal1275*) were also overexpressed (**Supplementary Table S7**). Interestingly, genes for cytochrome bd terminal oxidase (*csal2000*-*csal2001*) were induced in this condition (see **Supplementary Table S9**). 

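The cytochrome bd oxidase genes *csal2000* and *csal2001* were both higher at low salinity. *csal2000* (subunit II) had 7388 ± 1786 at low salinity and 3091 ± 547 at high salinity, and *csal2001* (subunit I) had 10245 ± 4120.1 and 4071 ± 267 (SD, n = 3). The log2 fold changes for high against low salinity were -1.24 (standard error 0.22, adjusted p = 0.0016) and -1.26 (standard error 0.26, adjusted p = 0.0038). The pair did not pass camera as a list (adjusted p = 0.10, and 0.39 with an estimated correlation), except without low salinity replicate A (adjusted p = 0.0491). At 45°C neither gene passed the test, and camera gave the pair an adjusted p of 0.33.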

Beyond its role in cell bioenergetics, in phylogenetically distant bacteria such as *Escherichia coli* (Giuffrè et al., 2014) and the Gram-positive, thermophilic, acetogenic *Moorella thermoacetica* (Das et al., 2005), this terminal oxidase is involved in the tolerance to oxidative stress, owing to its remarkable catalase activity.

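*csal0037*, the gene of an OsmC-like peroxidase, rose most among the antioxidant genes at high salinity, from 806 ± 249 to 3593 ± 352 (SD, n = 3), a log2 fold change of 2.20 (standard error 0.27, adjusted p = 2.2e-04). *katG* (*csal0159*), the gene of a catalase/peroxidase, went from 356 ± 105 to 789 ± 172, a log2 fold change of 1.16 (standard error 0.25, adjusted p = 0.0043). The superoxide dismutase gene *csal1861* and the alkyl hydroperoxide reductase gene *csal0321* rose with log2 fold changes of 1.22 (adjusted p = 0.015) and 1.05 (adjusted p = 0.0027). The peroxiredoxin gene *csal0179* had a value of 130739 in all 3 libraries at low salinity and 277128 in all 3 at high salinity. Both values belong to the fixed scale that all libraries share, so the size of the change depends on that scale. Its log2 fold change was 1.08 (adjusted p = 1.2e-04), and since 277128 is the highest value that the normalization allows, the change could not have come out larger. As its replicates had identical values, the adjusted p rests on the spread that limma borrows from other genes.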

High salinity induced the expression of up to five genes encoding direct ROS (Reactive Oxygen Species) detoxifying enzymatic mechanisms: a catalase orthologous to KatG (*csal0159*), an iron superoxide dismutase (*csal1861*), the peroxidase OsmC (*csal0037)*, a 1-Cys peroxiredoxin (*csal0179*), and an alky-hydroperoxide reductase (*csal0321*) (**Supplementary Table S7** and **Supplementary Figure S3**). A different set of genes encoding redox balance-maintaining mechanisms related to glutathione metabolism (i.e., the dioxygenases *csal2376* and *csal3007*) were also induced. In addition, a number of genes with secondary functions in oxidative damage repair were overexpressed. These include genes encoding protein repair systems, such as glutaredoxins (*csal0377* and *csal2129*) and the iron-sulfur cluster regulator IscR (*csal2847*) (**Supplementary Table S7**).

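*csal2376*, a gene of the glyoxalase and dioxygenase family, rose from 100 ± 17.4 at low salinity to 228 ± 26.1 at high salinity (SD, n = 3), a log2 fold change of 1.19 (standard error 0.23, adjusted p = 0.0026). *csal3007*, the gene of a lactoylglutathione lyase, which acts in the glutathione-dependent detoxification of methylglyoxal, rose from 1075 ± 119 to 1913 ± 383, a log2 fold change of 0.82 (standard error 0.21, adjusted p = 0.011). *csal3007* missed the thresholds without low salinity replicate C (0.73, adjusted p = 0.0459) or high salinity replicate C (0.66, adjusted p = 0.028).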

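The IscR regulator gene *csal2847* rose from 1901 ± 266 to 4473 ± 980.4 at high salinity (SD, n = 3), a log2 fold change of 1.22 (standard error 0.30, adjusted p = 0.0087). The glutaredoxin-like gene *csal2129* rose from 1814 ± 846 to 4102 ± 812, a log2 fold change of 1.26 (standard error 0.35, adjusted p = 0.015). *csal0377*, listed as a glutaredoxin subunit of ribonucleoside-diphosphate reductase, went from 9785 ± 1732 to 18135 ± 2204, a log2 fold change of 0.90 (standard error 0.28, adjusted p = 0.028). *csal2129* missed the thresholds without low salinity replicate B (0.96, adjusted p = 0.058) or high salinity replicate B (1.13, adjusted p = 0.0527), and *csal0377* without low salinity replicate A (0.76, adjusted p = 0.090), low salinity replicate B (0.93, adjusted p = 0.063), high salinity replicate B (0.92, adjusted p = 0.060) or high salinity replicate C (0.80, adjusted p = 0.073).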

Interestingly, high temperature attenuated the salt-induced transcriptional primary oxidative stress response (**Supplementary Table S7** and **Supplementary Figure S3**). These included genes encoding a KatE-like catalase (*csal0803*), an alkyl-hydroperoxide reductase (*csal1130*), the copper/zinc binding superoxide dismutase *csal0397*), and the osmotically induced genes for the peroxidases OsmC (*csal0037)* and peroxiredoxin (*csal0179*). In addition, genes encoding a redox balance dioxygenase (*csal2376*), a glutaredoxin (*csal2129*), and the DNA repair protein RadC (*csal2972*), were down-regulated. In contrast, genes encoding detoxification systems for reactive oxygen species related to nitrogen-containing molecules, as NorR (*csal0451*), were induced (**Supplementary Table S7**).

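The copper/zinc superoxide dismutase gene *csal0397* fell most, from 23125 ± 4147 at 37°C to 5533 ± 779.8 at 45°C (SD, n = 3), a log2 fold change of -2.06 (standard error 0.19, adjusted p = 4.5e-05). The salt-induced gene *csal0037* fell to 1483 ± 387, a log2 fold change of -1.30 (standard error 0.27, adjusted p = 0.0055), and its level at 45°C gave a log2 fold change of 0.90 (adjusted p = 0.017) against low salinity and 37°C, which passed the thresholds. *csal0179* returned to 130739, its value at low salinity, in all 3 libraries at 45°C (adjusted p = 1.5e-04 for the decrease). The replicates of this gene had identical values, so this adjusted p also rests on the spread borrowed from other genes. *katE* (*csal0803*) and the alkyl hydroperoxide reductase gene *csal1130* fell with log2 fold changes of -1.30 (adjusted p = 0.022) and -1.06 (adjusted p = 0.027). The other salt-induced genes *katG*, *csal1861* and *csal0321* did not pass the thresholds between the temperatures, with 0.19 (adjusted p = 0.58), 0.40 (adjusted p = 0.39) and -0.40 (adjusted p = 0.16), although *csal1861* passed as higher at 45°C without high salinity replicate C (0.78, adjusted p = 0.0482). *katE* missed the thresholds without high salinity plus high temperature replicate A (-1.17, adjusted p = 0.067) or high salinity plus high temperature replicate C (-1.30, adjusted p = 0.0543), and with the 6 libraries of the comparison fitted alone (-1.30, adjusted p = 0.0532), and passed them without high salinity replicate C with a log2 fold change of -0.83. *csal1130* missed them without high salinity replicate B (-1.08, adjusted p = 0.063), high salinity replicate C (-0.94, adjusted p = 0.075) or high salinity plus high temperature replicate A (-0.67, adjusted p = 0.038), and with the 6 libraries of the comparison fitted alone (-1.06, adjusted p = 0.069).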

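Between 37°C and 45°C the dioxygenase gene *csal2376* had a log2 fold change of -0.32 (standard error 0.23, adjusted p = 0.32). The glutaredoxin-like gene *csal2129* had 5593 ± 1874 and a log2 fold change of 0.41 (standard error 0.35, adjusted p = 0.39), and *radC* (*csal2972*) had 1051 ± 364 at 37°C and 779 ± 242 at 45°C (SD, n = 3), with a log2 fold change of -0.41 (standard error 0.30, adjusted p = 0.33). None of these 3 differences passed the test. The lactoylglutathione lyase gene *csal3007*, the other salt-induced gene of redox balance, fell to 464 ± 81.4, with a log2 fold change of -2.04 (standard error 0.21, adjusted p = 9.9e-05).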

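*norR* (*csal0451*), which the paper places among the systems that detoxify reactive oxygen species related to nitrogen-containing molecules, had 732 ± 260.4 at low salinity, 409 ± 31 at high salinity and 894 ± 51.6 at high temperature (SD, n = 3). It rose with temperature, with a log2 fold change of 1.13 (standard error 0.24, adjusted p = 0.0063). Between the salinities it was lower at high salinity, with a log2 fold change of -0.78 (standard error 0.24, adjusted p = 0.023), a difference that missed the thresholds without low salinity replicate C (-0.51, adjusted p = 0.074) or high salinity replicate A (-0.72, adjusted p = 0.074).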

The above results led us to investigate a possible salt-induced cross-protection mechanism against oxidative stress. For this purpose, we inspected *C. salexigens* resistance to oxidative stress (imposed by increasing concentrations of H_2_O_2_) in the same conditions of RNA-seq. As shown in **Table 1**, *C. salexigens* was much more sensitive to oxidative stress at high salinity than at low salinity, as no growth was observed above 5 μM H_2_O_2_ at 2.5 M NaCl, regardless of temperature. This finding suggests that osmotic stress does not confer protection against damage by oxidative stress in *C. salexigens*, in spite of the salt-induced strong transcriptional primary oxidative stress response. This was not the case of the non-halophilic bacterium, food-borne pathogen, *Campylobacter jejuni*, where upregulation of oxidative stress genes under hyperosmotic stress resulted in a moderate protection against oxidative stress (Cameron et al., 2012).

**Table 1:** Influence of salinity and temperature on *C. salexigens* resistance to H_2_O_2_.

H_2_O_2_NaCl/T^a^	0 μM	5 μM	10 μM	15 μM	20 μM	25 μM	30 μM
0.6 M 37^o^C	+	+	+	+	+	+	-
2.5 M 37^o^C	+	-	-	-	-	-	-
2.5 M 45^o^C	+	-	-	-	-	-	-

*+, Growth; -, No growth.*

The induction of different oxidative stress response mechanisms, and the distinct sensitivity to H_2_O_2_, might point out different factors causing oxidative stress at low and high salinity in *C. salexigens*. The induction of genes encoding iron-chelating agents (**Supplementary Table S11**), and DNA and protein repair systems at low salinity suggested that a higher intracellular iron concentration, probably due to a higher demand for iron in this condition (Argandoña et al., 2010) might cause (at least part of) the oxidative stress faced by *C. salexigens* at low salinity. This correlation of the secondary oxidative stress response with iron homeostasis will be further investigated and discussed below.

The salt-induced oxidative stress at high salinity might be caused by a direct effect of salt-induced ROS generation, and/or be related to differences in respiration rate or cell redox state. The *in silico* metabolic flux analysis of *C. salexigens* osmoadaptation recently reported by our group (Piubeli et al., 2018) suggests that the improvement in metabolic efficiency experimentally observed at high salinity (Pastor et al., 2013) could be driven by an increment in the respiration rate. These *in silico* and experimental analyses also suggested that both the Entner-Doudoroff pathway and the TCA cycle are more active at high salinity, in order to support ATP production, carbon (TCA intermediaries) and reducing equivalents, which are necessary for ectoine production (Pastor et al., 2013; Piubeli et al., 2018). In addition, the two alternative pathways for glucose metabolism (phosphorylative or non-phosphorylative branches of Entner-Doudoroff pathway) seemed to be differently used by *C. salexigens* depending on salinity, in order to control the production rate of redox equivalents, and finely tune the cell redox state to maximize growth and biosynthesis of ectoines (Pastor et al., 2013). These two findings could be related to an increment of oxidative stress at high salinity.

Finally, the attenuation of the salt-induced transcriptional oxidative stress response at high temperature was very intriguing. In the halophilic non-ectoine producing bacterium *Jeotgalibacillus malaysiensis* (Yaakop et al., 2016), a rise in NaCl concentration (that is expected to generate high ROS concentration) led to a down-regulation of catalase and peroxidase. The authors suggested that to counteract perturbations in the cytoplasmic redox state, this organism re-routes carbohydrate flux from the glycolysis to the pentose phosphate pathway by increasing cellular levels of an antioxidant compound, i.e., the cofactor NADPH. Hydroxyectoine has an *in vitro* moderate antioxidant capacity (Andersson et al., 2000) and becomes predominant at stationary phase (where oxidative stress levels are more pronounced; Fallet et al., 2010), and in response to heat stress (García-Estepa et al., 2006). The hypothesis that at high salinity and temperature the accumulation of hydroxyectoine could protect *C. salexigens* against the salt-induced oxidative stress (as the NAPDH for *J. malaysiensis*) with attenuating the oxidative stress response, needs experimental confirmation.

### Transcriptional Response of Protein-Folding Stress Related Genes

Physical and chemical factors such as heat, salinity, oxidative stress, solvents, heavy metals, or antibiotics, can disrupt protein homeostasis and lead to the amassing of misfolded proteins, which may end in an aggregated stage (Mogk et al., 2011). For proteostasis, bacteria have developed sophisticated responses to folding stress involving chaperones and proteases (Mogk et al., 2011; Lee et al., 2016). 

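*rpoH* (*csal2986*), the gene of the heat shock sigma factor σ32, was higher at low salinity. Its value was 61079 ± 17951 at low salinity and 16118 ± 4626 at high salinity (SD, n = 3), a log2 fold change of -1.92 (standard error 0.24, adjusted p = 2.6e-04) for high against low salinity. Of the 9 genes of heat shock proteins and chaperones in Table S8, 8 were higher at low salinity, none was higher at high salinity and 1 did not pass the test. All 9 genes of protein degradation in the same table were higher at low salinity. The Hsp90 gene *csal2497*, for a chaperone that stabilizes client proteins, had 36829 ± 2882 at low salinity and a log2 fold change of -1.95 (standard error 0.25, adjusted p = 2.6e-04). These genes were selected by the study from these libraries, so their common direction is not independent evidence. Without low salinity replicate A, 7 of the 9 chaperone genes and 5 of the 9 genes of protein degradation were higher at low salinity, and the DnaJ-like gene *csal0100* passed as higher at high salinity (0.96, adjusted p = 0.038, against 0.74, adjusted p = 0.070 with all libraries).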

Interestingly, the gene *csal2986*, encoding the key regulator of the heat stress response RpoH (Tilly et al., 1986) was induced at low salinity at 37°C. In addition, a large number of genes for heat shock proteins, various chaperones, and proteases, some of which belong to the RpoH regulon, were induced (**Supplementary Table S8** and **Supplementary Figure S3A**). These included genes for the DnaK/DnaJ chaperone system (*csal3093*/*csal3094*), involved in assisting folding of newly synthesized proteins and preventing the aggregation of misfolded proteins under environmental stress, as well as genes for enzymes belonging to the AAA+ family of proteases. 

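*csal3094* was the chaperone gene that differed most, with 228190 ± 84756 at low salinity and 14077 ± 4035 at high salinity (SD, n = 3), a log2 fold change of -3.97 (standard error 0.31, adjusted p = 1.5e-05) for high against low salinity. In 2 of the 3 low salinity libraries it had the highest possible value of 277128, so the size of this difference depends on that ceiling. *csal3093* had 33179 ± 10152 and 9516 ± 1582, a log2 fold change of -1.77 (standard error 0.22, adjusted p = 2.6e-04). In Table S8, *csal3094* is listed as DnaK and *csal3093* as DnaJ. For the AAA+ protease gene *clpA* (*csal2440*), whose product unfolds substrates for the Clp protease, the value fell from 44656 ± 0 at low salinity to 9926 ± 1978 at high salinity, a log2 fold change of -2.19 (standard error 0.17, adjusted p = 1.4e-05). The DnaJ-like gene *csal1428* had a log2 fold change of -1.95 (adjusted p = 3.5e-04).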

The latter ones have been reported to play a vital role in the removal of misfolded proteins in favor of cell homeostasis (Mogk et al., 2011). 

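At high salinity the Hsp90 gene *csal2497* rose to 21765 ± 1239 at 45°C (SD, n = 3), a log2 fold change of 1.19 (standard error 0.25, adjusted p = 0.0054). Of the 9 chaperone genes of Table S8, 4 were higher at 45°C, 1 was lower and 4 did not pass the test. Besides *csal2497*, the DnaJ-like gene *csal0100* rose with a log2 fold change of 0.94 (adjusted p = 0.038), and *csal3094* and *csal3093* rose with 1.17 (adjusted p = 0.017) and 0.77 (adjusted p = 0.026). The other DnaJ-like gene, *csal1428*, fell with -1.09 (adjusted p = 0.011). The protease gene *clpA* fell to 5319.7 ± 489, a log2 fold change of -0.89 (standard error 0.17, adjusted p = 0.0033). *rpoH* had a log2 fold change of 0.09 (adjusted p = 0.80) and did not pass the test. *csal0100* missed the thresholds without low salinity replicate C (0.94, adjusted p = 0.056), high salinity replicate A (0.76, adjusted p = 0.12), high salinity replicate C (0.91, adjusted p = 0.080), high salinity plus high temperature replicate B (0.84, adjusted p = 0.12) or high salinity plus high temperature replicate C (0.80, adjusted p = 0.12), and with the 6 libraries of the comparison fitted alone (0.94, adjusted p = 0.0506). *csal3094* missed them without high salinity replicate A (1.05, adjusted p = 0.057), high salinity replicate B (1.07, adjusted p = 0.058) or high salinity plus high temperature replicate C (1.07, adjusted p = 0.056), *csal3093* without high salinity replicate C (0.63, adjusted p = 0.072), high salinity plus high temperature replicate A (0.73, adjusted p = 0.064), high salinity plus high temperature replicate B (0.78, adjusted p = 0.065) or high salinity plus high temperature replicate C (0.81, adjusted p = 0.0531), and with median-ratio scaling (0.76, adjusted p = 0.027), and *clpA* without high salinity replicate C (-0.73, adjusted p = 0.0049).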

Surprisingly, at high salinity and temperature only the genes for heat shock protein Hsp90 (*csal2497*) and a DnaJ-like protein (*csal0100*) were induced, whereas those encoding the protease ClpA (*csal2440*) and a different chaperone of the DnaJ family (*csal1428*) were repressed (**Supplementary Table S8**).

The above findings strongly suggest that at low salinity *C. salexigens* is facing disruption of protein homeostasis. The physiological basis for this is unknown, but the phenomenon does not seem to be exclusive to this organism, as it was also observed in the halotolerant *Vibrio parahaemolyticus* and *V. vulnificus* (Yang et al., 2010; Rao et al., 2013). It has been suggested that cytoplasmic proteins of *C. salexigens* and other compatible solute-accumulating halophilic bacteria evolved to function optimally in the presence of high concentrations of osmolytes. Thus, *C. salexigens* cytoplasmic proteins are “slightly halophilic,” as they expose at the surfaces more acidic amino acids than those of non-halophilic bacteria (Oren et al., 2005). As ectoines are zwitterionic, this surface remodeling would contribute to maintaining the solubility and stability of proteins in solutions containing high concentrations of ectoines (Siglioccolo et al., 2011). Thus, it is possible that at low salinity proteins would tend to misfold because of the inadequate concentration of compatible solutes, eliciting protein-folding stress. On the contrary, at high salinity (even in presence of a strong oxidative stress), massive accumulation of ectoines would assume the chaperone role of the heat-shock proteins, and promote protein folding, solubility, and stability.

Contrary to *C. salexigens*, in the halophilic bacterium *J. malaysiensis* high salinity induced genes encoding molecular chaperons (ClpB, a co-chaperon of DnaK), heat/shock proteins or proteases (DegA), as well as genes for enzymes involved in repairing oxidized proteins. Remarkably, this bacterium preferentially accumulates proline, glutamate, or trehalose in response to salinity, but not ectoines (Yaakop et al., 2016). These discrepancies suggest that transcriptional response to protein folding stress, which was found to be induced by osmotic stress in *C. salexigens*, could be systematically different from that in other halophilic microorganisms.

### Transcriptional Response of Respiratory Chain and Electrochemical Gradients to Osmotic and Heat Stress

*Chromohalobacter salexigens* is a strictly aerobic and cytochrome c oxidase-negative bacterium (Arahal et al., 2001). Accordingly, there are no orthologues of genes encoding cytochrome caa_3_ terminal oxidases in its genome. Instead, genes for the cytochromes bd (*csal2000*-*csal2001*) and bo (*csal0954*-*csal0957*) ubiquinol terminal oxidases are present, suggesting that *C. salexigens* has a branched respiratory chain. Remarkably, the genome of *C. salexigens* contains genes that potentially encode the three NAD(P)H dehydrogenases known in prokaryotes (see below). Transcriptional responses observed by RNA-seq suggested that salinity and temperature induced shifts in the respiratory chain and associated components (**Supplementary Table S9**).

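Of the 26 genes of oxidative phosphorylation in Table S9, which the study selected on these libraries, 12 were higher at high salinity, 9 were higher at low salinity and 5 did not pass the test. Among those higher at low salinity, *csal2801*, the gene of an NAD(P)H dehydrogenase (quinone), had 146 ± 26.2 at low salinity and 52.3 ± 9.71 at high salinity (SD, n = 3), a log2 fold change of -1.46 (standard error 0.28, adjusted p = 0.0026). The electron-transferring-flavoprotein dehydrogenase gene *csal1612* and *csal1614*, the gene of the alpha subunit of the electron transfer flavoprotein, had log2 fold changes of -1.26 (adjusted p = 4.5e-04) and -1.03 (adjusted p = 0.0020). *regA* (*csal1826*), which encodes a response regulator, had -1.05 (adjusted p = 0.0018). Cytochrome b561 is listed for *csal1313*, which had -0.95 (adjusted p = 0.010), and *csal1512* had -1.06 (adjusted p = 0.0040). The paper's text names *csal1512* as cytochrome b561-like, whereas its Table S9 lists *csal1412* instead, with a fold change of -1.81. None of the 4 genes listed before the data were examined for the cytochrome bo oxidase, *csal0954* to *csal0957*, was called in either comparison, and camera gave them an adjusted p of 0.40 for salinity and 0.22 for temperature.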

Differentially overexpressed genes at low salinity included those encoding the terminal oxidase cytochrome bd (*csal2000* and *csal2001*) and its regulator RegA (*csal1826*), the electron-transferring-flavoprotein dehydrogenase units (*csal1612* and *csal1614*), and the cytochrome b561-like enzymes (*csal1313* and *csal1512*), which may be coupled to the cytochrome bd or cytochrome bo terminal oxidases, as well as the non-pumping NAD(P)H dehydrogenase (quinone) (*csal2801*, homologous to NDH-II). These transcriptional changes were associated with induction of genes encoding quinone-related enzymes or components, such as ubiquinone and quinone synthesis enzymes (*csal0595*, *csal0912*, *csal0845*, *csal0848*, and *csal2863*), a malate:quinone oxidoreductase (Mqo and *csal2579*) and a gluconolactonase (Glnl) (*csal2779*) (**Supplementary Table S9**). Furthermore, the gene encoding RegA (*csal1826*), a response regulator of a two-component system that senses the balance among oxidized quinones (Wu and Bauer, 2010), was induced at low salinity. These results agree with our previous finding that *C. salexigens* has a certain preference for using enzymes which reduce quinones over NAD at low salinity. This mechanism was proposed as an alternative redox balance system used when intracellular concentration of ectoines is low (Pastor et al., 2013; Salvador et al., 2015).

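The gluconolactonase gene *csal2779* differed most among these genes, with 2209 ± 270.2 at low salinity and 369 ± 140.2 at high salinity (SD, n = 3), a log2 fold change of -2.65 (standard error 0.36, adjusted p = 3.9e-04). The malate:quinone oxidoreductase gene *csal2579* had 20291 ± 3979.6 and 6316 ± 2023, a log2 fold change of -1.71 (standard error 0.23, adjusted p = 3.5e-04). Of the genes of quinone synthesis, *csal0848* (PqqE) and *csal0845* (PqqB) of pyrroloquinoline quinone synthesis had log2 fold changes of -1.66 (adjusted p = 0.0010) and -1.07 (adjusted p = 0.0041), and *csal0912* and *csal0595* of ubiquinone synthesis had -1.31 (adjusted p = 0.0023) and -0.91 (adjusted p = 0.0019). *csal2863*, which Table S9 lists as coproporphyrinogen III oxidase, had -1.13 (adjusted p = 0.0050). All of these genes were higher at low salinity.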

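Of the 12 genes of the proton-pumping NADH dehydrogenase (*csal3121* to *csal3132*), 6 were higher at high salinity, none was lower and 6 did not pass the thresholds. The largest increases were those of *csal3122* (subunit L) and *csal3126* (subunit 1), with log2 fold changes of 1.24 (standard error 0.17, adjusted p = 3.7e-04) and 1.23 (standard error 0.16, adjusted p = 2.6e-04). Camera gave the 12 genes an adjusted p of 2.3e-04, and an adjusted p of 0.0484 with an estimated correlation. Of the 7 genes listed for the F0F1 ATP synthase (*csal3283* to *csal3289*, the range the paper gives), 6 were higher at high salinity. *csal3285* (subunit gamma) rose from 5756 ± 805 to 19141 ± 4875 (SD, n = 3), a log2 fold change of 1.71 (standard error 0.23, adjusted p = 3.4e-04), and *csal3284* (subunit beta) rose from 18544 ± 1643 to 50014 ± 14474, a log2 fold change of 1.39 (standard error 0.22, adjusted p = 8.8e-04). *csal3288* had 0.31 (adjusted p = 0.39) and was not called. The adjusted p from camera was 0.0015, and 0.26 as the adjusted p with an estimated correlation. The study chose 7 of the 12 genes and 6 of the 7 for its tables from these libraries, so the direction of these is not independent evidence. Of the NADH dehydrogenase genes, *csal3124* passed the thresholds without low salinity replicate B (0.94, adjusted p = 0.0094), *csal3130* without low salinity replicate A (0.78, adjusted p = 0.011), low salinity replicate C (0.82, adjusted p = 0.010), high salinity replicate A (0.78, adjusted p = 0.013) or high salinity replicate B (0.80, adjusted p = 0.012), and *csal3132* without low salinity replicate B (0.77, adjusted p = 0.0482) or high salinity replicate C (0.96, adjusted p = 0.0036), while *csal3283* missed the thresholds without low salinity replicate B (0.75, adjusted p = 0.021).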

High salinity induced the expression of genes encoding the proton-pumping- NADH dehydrogenase complex I (*csal3121* to *csal3132*, similar to NDH-I) (NAD-I) and a F0F1 ATP synthase (*csal3283-3289*) (**Supplementary Table S9**). Using a high-quality genome based metabolic model and Flux Balance Analysis (FBA), we have recently showed that the *C. salexigens* ATP synthase complex subunits genes were only essential at high salinity. Additionally, the theoretical ATP yield at high salinity was higher compared to low salinity, and mainly produced through oxidative phosphorylation (Piubeli et al., 2018). The finding that the ATP synthase subunits genes were overexpressed at high salinity, gives support to the relevant role of bioenergetics in the metabolic adaptations to salinity in this microorganism. This would correlate with the higher biomass and ectoine production observed experimentally at high salinity (Pastor et al., 2013).

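The genes of subunits A and B of the sodium-pumping NADH:quinone oxidoreductase, *csal1569* and *csal1570*, were both higher at 45°C. *csal1569* rose from 7847 ± 1686 at 37°C to 16826 ± 3235 at 45°C and *csal1570* from 9465 ± 1532 to 17904 ± 969.7 (SD, n = 3), with log2 fold changes of 1.11 (standard error 0.20, adjusted p = 0.0030) and 0.93 (standard error 0.16, adjusted p = 0.0024). Between the salinities neither was called (camera adjusted p = 0.78). *csal3132*, the gene of subunit 3 of the proton-pumping NADH dehydrogenase, fell with a log2 fold change of -1.21 (standard error 0.22, adjusted p = 0.0029). It was the 1 gene of the 12 of that complex called between the temperatures, none was higher, and camera gave the 12 genes an adjusted p of 0.48, while *csal3131* passed as lower without high salinity plus high temperature replicate A (-0.77, adjusted p = 0.0045). The list for the sodium-pumping enzyme held *csal1569* and *csal1570* alone, so it does not stand for the whole enzyme. The study chose both genes for its tables from these libraries, so their direction is not independent evidence. For this list camera gave an adjusted p of 0.043, and an adjusted p of 0.25 with an estimated correlation. The list missed its threshold without low salinity replicate A (adjusted p = 0.0510), high salinity replicate C (adjusted p = 0.0544) or high salinity plus high temperature replicate A (adjusted p = 0.065). It also missed it with the 6 libraries of the comparison fitted alone (adjusted p = 0.0513).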

Interestingly, at high salinity plus high temperature genes encoding components of the respiration-driven primary sodium-pumping NADH:ubiquinone oxidoreductase (Na^+^-NQR; *csal1569*-*csal1570*), and the succinate dehydrogenase (complex II) were induced, whereas the *csal3132* gene, which encodes one of the subunits of the proton-pumping NADH dehydrogenase NDH-I was repressed. Genes for the F0F1 ATP synthase were also induced between 1.80- and 2.36-fold (**Supplementary Table S9**).

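Of the 7 genes listed for the ATP synthase, *csal3285* and *csal3283* (subunit epsilon) rose with temperature and 5 did not pass the thresholds. *csal3285* reached 45328 ± 9330 at 45°C (SD, n = 3), a log2 fold change of 1.25 (standard error 0.23, adjusted p = 0.0028), and *csal3283* went from 8401 ± 1364 at 37°C to 15160 ± 1832, a log2 fold change of 0.86 (standard error 0.21, adjusted p = 0.012). The 5 other genes had log2 fold changes of 0.54 (adjusted p = 0.0506) for *csal3286*, 0.52 (adjusted p = 0.10) for *csal3284*, 0.38 (adjusted p = 0.33) for *csal3288*, 0.36 (adjusted p = 0.27) for *csal3287* and 0.17 (adjusted p = 0.56) for *csal3289*. Camera gave an adjusted p of 0.038 for the 7 genes, and an adjusted p of 0.36 with an estimated correlation. The list missed its threshold without high salinity replicate C (adjusted p = 0.11) or high salinity plus high temperature replicate A (adjusted p = 0.065), and *csal3283* missed the thresholds without high salinity replicate C (0.72, adjusted p = 0.032).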

Taken together, these findings suggest that *C. salexigens* transcriptionally responds to osmotic and heat stress by modulating the components of the respiratory chain, along with additional systems involved in the generation of H^+^ and/or Na^+^ gradients. Thus, at low salinity the genes encoding the non-proton pumping NADH quinone dehydrogenase (NAD-II) are induced, and quinones could be directly oxidized by the cytochrome *bo*_3_/bd terminal oxidase. This NAD-II might be totally or partially replaced at high salinity with the proton-pumping- NADH dehydrogenase (NAD-I). At high salinity, the ATP synthase genes were also induced, suggesting that in these conditions more energy is necessary for ATP-dependent processes such as compatible solute and flagellum synthesis, and solute (osmoprotectants or nutrients) transport. Interestingly, when temperature was raised at high salinity, further induction of the genes for the ATP synthase and the Na^+^-pumping NADH:quinone oxidoreductase (Na^+^-NQR) was observed. In other bacteria, including marine and pathogenic representatives, Na^+^-NQR is a primary sodium pump, which specifically expels Na^+^ across the cytoplasmic membrane, generating a sodium motive force (SMF) that provides energy for a number of key physiological functions, including rotation of the flagella, uptake of nutrients or ion homeostasis (Barquera, 2014). NQR has been reported to be activated by high Na^+^ concentration (Juárez et al., 2011), but transcriptional activation by temperature had not been reported so far. As temperature could alter H^+^ as well as Na^+^ gradients, probably the induction of a NQR oxidoreductase is needed or preferred to support ATP synthesis and maintain Na^+^ gradients at high temperature.

The contribution of the three respiratory NADH dehydrogenases found in *C. salexigens* genome to the osmo- and heat-stress response needs to be experimentally tested. This availability of three types of NADH dehydrogenases is not common in the prokaryotic world. It may constitute an evolutionary advantage of microorganisms which are facing environmental fluctuations, such as the broad-salinity range bacterium *C. salexigens*.

### Determination of Intracellular Na^+^ Content and Effect of Disturbance of H^+^ and Na^+^ Gradients in Growth and Ectoine Production

In other bacteria, the *in vitro* activity of the enzymes involved in the synthesis of ectoines is influenced by NaCl. Thus, in *H. elongata* (Ono et al., 1999) and the marine bacterium *Sphingopyxis alaskensis* (Widderich et al., 2016), ectoine synthase was reported to increment its activity in response to the NaCl concentration of the assay buffer. On the contrary, the *in vitro* activity of the *S. alaskensis* ectoine hydroxylase was inhibited by NaCl (Widderich et al., 2014). These results suggested that the Na^+^ intracellular content, resulting from entrance versus efflux of NaCl under different salinity conditions, could affect the *in vivo* enzymatic activity, and consequently ectoine synthesis, in these microorganisms. This led us to investigate the transcriptional response of the mechanisms involved in Na^+^ homeostasis.

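Of the 16 genes of sodium homeostasis in Table S9, 7 were higher at high salinity, 1 was lower and 8 did not pass the test. The sodium:neurotransmitter symporter gene *csal3274* rose most, from 492 ± 16.6 to 1670.3 ± 564 (SD, n = 3), a log2 fold change of 1.70 (standard error 0.26, adjusted p = 6.8e-04). The other symporter genes *csal0400*, *csal0028* and *csal2891* rose with log2 fold changes of 1.11 (adjusted p = 0.0015), 1.03 (adjusted p = 0.021) and 0.98 (adjusted p = 0.0029). Of the Na+/H+ antiporter genes, which exchange sodium for protons across the membrane, *csal3210* (NhaC) rose from 462 ± 81.1 to 1218 ± 390.4, a log2 fold change of 1.36 (standard error 0.30, adjusted p = 0.0050), and *csal1184* and *csal2318* rose with 0.96 (adjusted p = 0.0076) and 0.81 (adjusted p = 0.016). The study chose this set from these libraries, so the counts are not independent evidence. None of the 16 genes was lower without low salinity replicate B or high salinity replicate C. *csal0028* missed the thresholds without low salinity replicate A (0.81, adjusted p = 0.071) or high salinity replicate C (0.74, adjusted p = 0.057), and *csal2318* without low salinity replicate A (0.73, adjusted p = 0.0492) or high salinity replicate A (0.59, adjusted p = 0.059).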

Genes encoding sodium solute symporters (i.e., *csal0028*, *csal0400*, *csal2891*, and *csal3274*), and secondary Na^+^/H^+^ pumps such as Na^+^/H^+^ antiporters (i.e., *csal1184*, *csal3210*, and *csal2318*) were overexpressed at high salinity (**Supplementary Table S9**). As mentioned before, genes encoding components of the primary sodium-pumping NADH:ubiquinone oxidoreductase (Na^+^-NQR; *csal1569*-*csal1570*) were induced by high temperature at high salinity. In contrast, genes for other Na^+^/H^+^ antiporters (i.e., *csal0898*-*csal0903*) were repressed at high salinity plus high temperature (**Supplementary Table S9**).

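All 6 genes of the antiporter *csal0898* to *csal0903*, of the multisubunit Mrp type, were lower at 45°C. *csal0903* (subunit A) fell from 2407 ± 534 at 37°C (SD, n = 3), a log2 fold change of -2.21 (standard error 0.27, adjusted p = 2.7e-04), and *csal0900* fell from 771 ± 135, a log2 fold change of -1.63 (standard error 0.28, adjusted p = 0.0021). The median of the 6 was -1.59. Camera gave an adjusted p of 4.0e-04, and an adjusted p of 0.20 with an estimated correlation. Between the salinities none of the 6 was called (camera adjusted p = 0.78). Of all 16 genes of sodium homeostasis in Table S9, which the study chose on these libraries, 8 were lower at 45°C and none was higher. *csal0899*, at -1.54 (adjusted p = 0.015), missed the threshold without high salinity replicate A (-1.27, adjusted p = 0.057), high salinity plus high temperature replicate B (-1.40, adjusted p = 0.056) or high salinity plus high temperature replicate C (-1.38, adjusted p = 0.056).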

The above differential expression of genes responsible for sodium entrance and extrusion, led us to measure *C. salexigens* Na^+^ intracellular content. As shown in **Figure 3A**, intracellular Na^+^ content remained constant (85–90 nmol/mg dry weight), regardless of salinity and temperature. These results suggested that under *in vivo* conditions, synthesis of ectoines in *C. salexigens* at high salinity might not primarily rely on enzymatic activation by Na^+^. This would also indicate that in hyperosmotic conditions Na^+^ gradients are higher and maintained by activated efflux systems, as suggested by the transcriptional response observed. This maintenance of the intracellular Na^+^ levels was not observed in other moderately halophilic bacteria. For example, in the Gram-positive *Tetragenococcus* *halophile*, an increment of intracellular Na^+^ concentration with salinity (from approximately 150 to 2000 nmol/mg DCW from 0.5 to 2 M of NaCl) was observed (Robert et al., 2000). The same behavior was also reported in the anaerobic bacterium *Haloanaerobium praevalens* (Oren, 1986). On the other hand, the intracellular sodium concentration decreased at high salinity in *V. costicola*. However, the latter has to be taken with caution because the differences observed are of doubtful statistical significance as stated by the authors (Gilboa et al., 1991). Altogether, these findings suggest a different regulation of Na^+^ homeostasis in *C. salexigens* and other halophilic bacteria.

**FIGURE 3:**
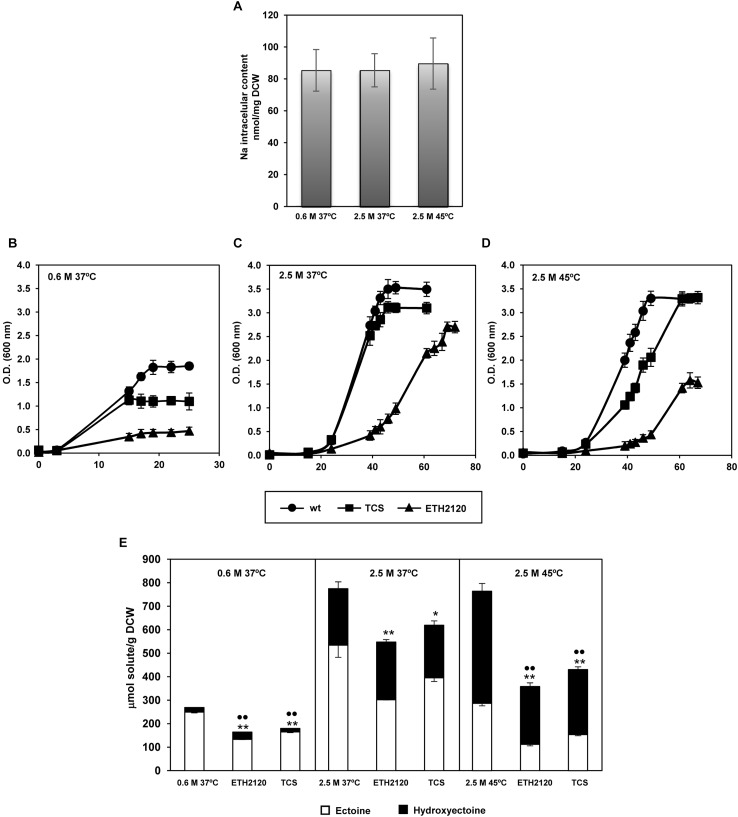
Sodium homeostasis and influence of Na^+^ and H^+^ ionophores in growth and synthesis of ectoines depending on salinity and temperature. **(A)** Intracellular sodium content quantified by inductively coupled plasma optical emission spectrometry (ICP-OES) at low and high salinity, and high salinity plus high temperature. Aliquots of cells grown at mid-late exponential were taken to quantify intracellular content of sodium. **(B–E)** Effect of proton- and sodium-specific ionophores on *C. salexigens* growth and ectoine content under the same conditions as above. *C. salexigens* was grown in the presence of 0.1 μM of tetrachlorosalicylanilide (TCS, protonophore) or 30 μM ETH2120 (sodium-specific ionophore) at 0.6 M NaCl 37°C **(B)**, 2.5 M NaCl 37°C **(C)** and 2.5 M NaCl 45°C **(D)**. Intracellular ectoine and hydroxyectoine content was quantified by LC-MS **(E)**. The values are the averages and standard deviations of three replicates for each condition in two independent experiments. According to Student’s *t*-test, significant differences compared with the control (no ionophore treatment) were showed by two (*p*-value ≤ 0.05) or one (*p-*value ≤ 0.1) asterisks (ectoine) or spots (hydroxyectoine).

On the other hand, the pattern variation in the transcriptional response of H^+^- and/or Na^+^-gradient generators suggested that *C. salexigens* could preferentially rely on PMF (Proton Motive Force) (H^+^ gradient) or SMF (Sodium Motive Force) (Na^+^ gradient) as a source of energy, depending on the salinity and temperature of the external medium. In addition, the synthesis of ectoines is a highly ATP-demanding process (Oren, 1999) that may depend on H^+^- (PMF) and/or Na^+^-(SMF) gradients. In particular, the TeaABC-mediated recovery of ectoines in *H. elongata* uses Na^+^ instead of ATP (Grammann et al., 2002), and therefore would depend more on Na^+^-gradients.

In a preliminary attempt to test the contribution of PMF and SMF to *C. salexigens* growth and ectoine production under osmotic and heat stress, we measured growth and content of ectoines when Na^+^ and H^+^ gradients were disturbed by specific ionophores. Cells were grown at the three experimental conditions as for RNA-seq, in the absence or presence of the Na^+^-specific ionophore ETH2120, or the H^+^- specific ionophore 3,3^′^,4^′^,5-tetrachlorosalicylanilide (TCS). As shown in **Figures 3B–D**, both uncouplers caused an impaired growth in all experimental conditions tested. In the case of TCS, the impact on growth was higher at low salinity, with only a slightly influence in growth at high salinity (independently of temperature) observed. Regarding ETH2120, it clearly produced a delayed growth in all conditions tested, but especially at low salinity. These findings highlight the importance of both PMF and (especially) SMF for *C. salexigens* life, even at low salinity. They also point out differences in the magnitude of Na^+^ and H^+^ gradients depending on the stress condition. Nevertheless, further experiments are needed to get insights into the involvement of PMF and SMF in *C. salexigens* growth under osmotic and heat stress conditions.

Finally, we investigated how disturbance of Na^+^- and H^+^- gradients influences production of ectoines. At 37°C (with low or high salinity), alteration of the Na^+^ and H^+^ gradients resulted in a reduction of the ectoine content (46.54 ± 2.19% and 43.45 ± 9.97% for ETH2120, and 33.78 ± 3.08 and 26.02 ± 12.7% for TCS, at low and high salinity, respectively) (**Figure 3E**). None of the ionophores had a strong effect in the hydroxyectoine content at 37°C, regardless salinity. Finally, under conditions of high salinity and high temperature, the two uncouplers caused around 45–60% reduction of ectoine (61 ± 6.01% for ETH2120 and 46.32 ± 5.8% for TCS) and hydroxyectoine (48.36 ± 10.2% for ETH2120 and 42.1 ± 9.38% for TCS) content (**Figure 3E**). These results showed the dependence of production of ectoines on both Na^+^ and H^+^ gradients, but differences were found depending on the solute, the salinity, and temperature conditions.

### Motility Under Osmotic and Heat Stress, and Its Dependence on Na^+^-Gradients

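Flagellar genes were among the genes raised most by temperature. The gene of the flagellar assembly protein FliH (*csal1957*) rose from 65.7 ± 10.6 at 37°C to 2249 ± 448 at 45°C (SD, n = 3), a log2 fold change of 5.07 (standard error 0.22, adjusted p = 7.1e-07). *csal1976*, the gene of a basal body rod modification protein, rose from 827 ± 459 to 23434 ± 1477, a log2 fold change of 4.95 (standard error 0.32, adjusted p = 4.6e-06). The motor switch gene *fliG* (*csal1956*), the L-ring gene *csal1972* and the rod gene *flgF* (*csal1974*) followed, with log2 fold changes of 4.77 (adjusted p = 1.0e-06), 4.76 (adjusted p = 9.9e-08) and 4.66 (adjusted p = 9.5e-06).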

Remarkably, flagellum genes presented the highest differential expression values found in this study. A considerable number of genes responsible for the synthesis and regulation of the flagellum were induced by high salinity (1.84- to 6.40-fold), and most of them were strongly induced by high temperature (4- to 33.8-fold) (**Supplementary Table S10**). This transcriptional pattern suggested that cell motility could be stimulated at high salinity, and especially at high temperature.

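All 41 genes in the tag ranges of the flagellar operons of Table S10 were higher at 45°C than at 37°C at high salinity, with a median log2 fold change of 3.19. The transcriptional activator gene *flhC* (*csal2027*) rose from 2641 ± 492 to 17172 ± 1252 (SD, n = 3), a log2 fold change of 2.71 (standard error 0.17, adjusted p = 4.3e-06), and the gene of sigma factor 28 (*csal2011*), which directs transcription of late flagellar genes, rose from 684 ± 190.4 to 9727 ± 1733, a log2 fold change of 3.85 (standard error 0.22, adjusted p = 2.8e-06). The motor gene *motA* (*csal2026*) rose with a log2 fold change of 3.78 (adjusted p = 1.0e-05), and the smallest increase was that of *csal2028*, with 0.94 (adjusted p = 0.0019). Between the salinities, 9 of the 41 genes were higher at high salinity, 4 were lower and 28 did not pass the thresholds. Those higher included *csal1961* (FliL) and *motA*, with log2 fold changes of 1.74 (standard error 0.45, adjusted p = 0.011) and 1.38 (standard error 0.28, adjusted p = 0.0031). Those lower included *csal2031*, which Table S10 lists among the flagellar chaperones, and *fliR* (*csal1967*), with -2.67 (standard error 0.21, adjusted p = 1.6e-05) and -1.83 (standard error 0.41, adjusted p = 0.0052). Camera gave an adjusted p of 7.6e-35 for temperature, which became an adjusted p of 0.0530 with an estimated correlation, and an adjusted p of 0.78 for salinity. The study chose 40 of the 41 genes for its tables from these libraries, so their direction is not independent evidence. Table S10 also lists genes outside these tag ranges, among them *csal0506* and *csal1985*, both raised by salinity in the paper. Of its 16 genes of rod, hook and filament, 15 were higher at 45°C and 1, *csal0506*, did not pass the thresholds. Without high salinity replicate A or high salinity plus high temperature replicate B, and with median-ratio scaling, *csal0506* passed as lower. Between the salinities, 5 of the 16 were higher, 1 was lower and 10 did not pass.

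**Figure D1:**
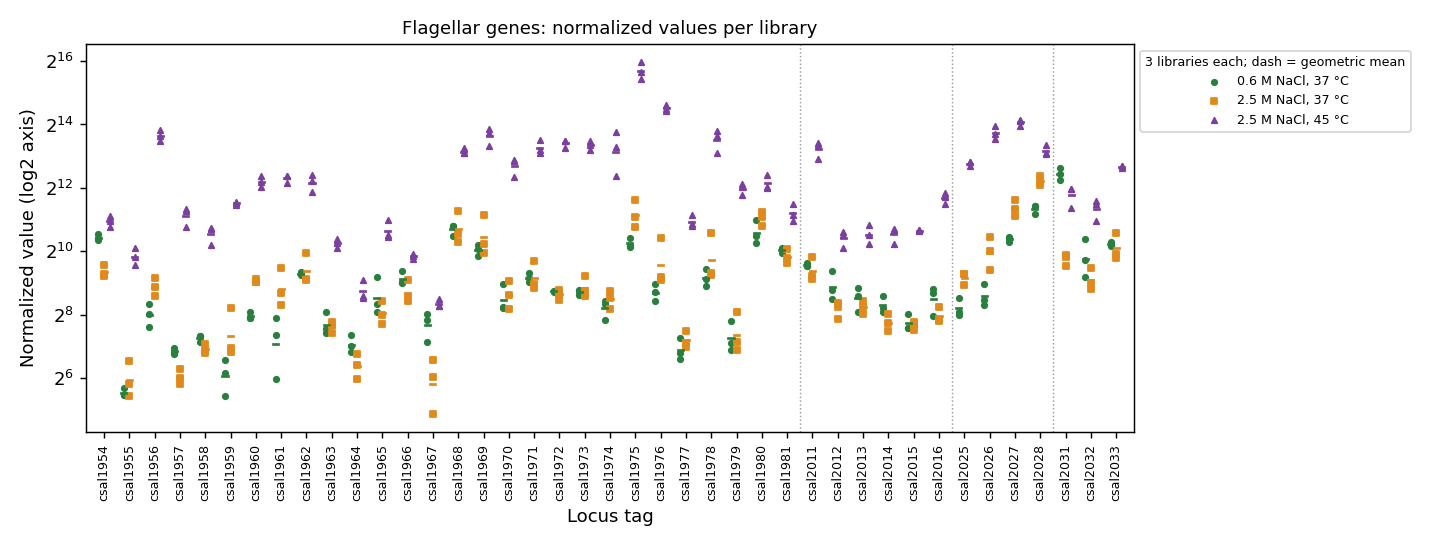
Normalized values (log2 axis) of the 41 genes in the flagellar operons by locus tag in the 9 libraries, with green circles for low salinity, orange squares for high salinity and purple triangles for high salinity plus high temperature, a dash for the geometric mean of each 3 libraries and dotted lines between groups of consecutive tags. The libraries at 45°C lie above those at 37°C and high salinity, by a median log2 fold change of 3.19 over the genes.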

To experimentally confirm this hypothesis, we performed swarming tests in the three experimental conditions used for RNA-seq. As expected, no cell motility was observed at low salinity, and motility was induced by high salinity (**Figures 4A,B**). In agreement with the observed transcriptional pattern, motility was salinity-induced, as a time-dependent increase of the motility zone was observed at 2.5 M NaCl (**Figure 4A**). Specifically, the radii of the motility zones were 0.75 ± 0.1 mm and 12.5 ± 1 mm at low and high salinity, respectively, after 90 h incubation (**Figure 4A**). This motility pattern was also observed in halotolerant bacteria, such as *V. salmonicida* (Karlsen et al., 2008) or *Tistlia consotensis* (Rubiano-Labrador et al., 2015), and in the moderate halophile *Halobacillus halophilus* (Roessler et al., 2000), but not in the moderate halophile *J. malaysiensis* (Yaakop et al., 2016). In the case of *V. salmonicida* and *H. halophilus* a transcriptional induction of flagellum genes by salinity was also detected (Roessler et al., 2000; Karlsen et al., 2008). The NaCl-dependent induction of *C. salexigens* motility suggested that it might have a Na^+^-driven flagellar motor. This hypothesis was addressed below.

**FIGURE 4:**
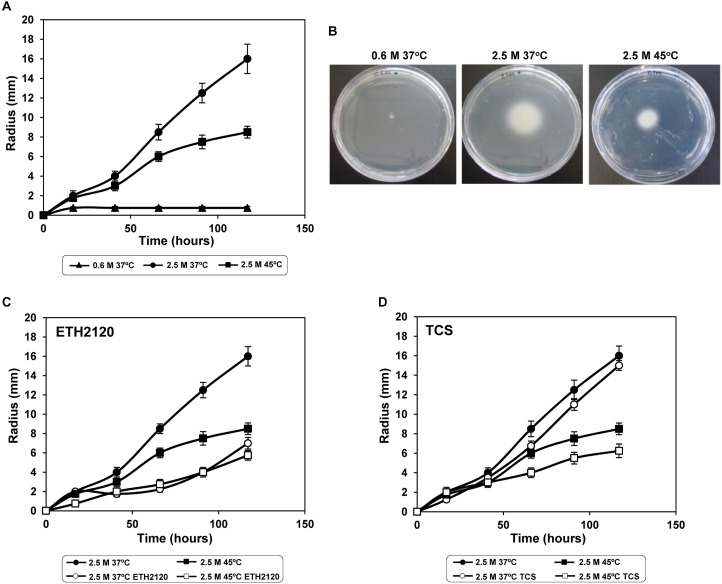
*C. salexigens* swarming tests under osmotic and heat stresses, and influence by Na^+^ and H^+^ ionophores. To evaluate motility of *C. salexigens* in M63 semisolid agar, 3 μl aliquots of mid-exponential cells were inoculated near the center of M63 swarming plates containing 0.35% of agar and 20 mM glucose, at low salinity (0.6 M NaCl, 37°C), high salinity (2.5 M NaCl, 37°C) and high salinity plus high temperature (2.5 M NaCl, 45°C). In panel **(A)**, migrating radii are plotted against time (h) at the three experimental conditions. Panel **(B)** illustrates migration in M63 semisolid agar plates at 90 h of incubation. The swarming tests were also performed in the presence of 30 μM of the sodium ionophore ETH2120 **(C)**, or 0.1 μM of the protonophore tetrachlorosalicylanilide (TCS) **(D)**. Radii of migration were measured from three independent repetitions, and average values and SD are shown.

In spite of the strong transcriptional induction of flagellum genes, *C. salexigens* motility was reduced at high temperature (**Figures 4A,B**). The radius of the mobility zone after 90 h incubation at 2.5 M NaCl and 45°C was 7.5 ± 0.7 mm, and the migration rate decreased from 0.15 ± 0.01 mm/h (at 2.5 M NaCl and 37°C) to 0.09 ± 0.002 mm/h (at 2.5 M NaCl and 45°C) (**Figures 4A,B**). This was not the case of *Burkholderia thailandensis* (Peano et al., 2014) or *Pseudomonas syringae* (Hocckett et al., 2013), where increment of temperature led to both transcriptional repression of flagellum genes and reduction of motility.

To preliminary investigate if *C. salexigens* flagellar motor is dependent on Na^+^ and/or H^+^ gradients, we performed the swarming tests in the presence of Na^+^- or H^+^- specific ionophores. As shown in **Figures 4C,D**, motility in both conditions was mainly impaired when the Na^+^ gradient was altered, whereas alteration of the H^+^ gradient had no significant impact on motility. This result suggests that *C. salexigens* flagellar motor could be mainly Na^+^-driven, regardless of temperature. This dependence of Na^+^ gradient, which provides energy for polar flagella, has been demonstrated in marine species such as *Vibrio* (Atsumi et al., 1992; Yorimitsu and Homma, 2001).

Our results are consistent with the fact that in *C. salexigens* the intracellular Na^+^ level is constant at different salinities. This implies that the Na^+^ gradient is higher at 2.5 M than at 0.6 M NaCl. Therefore, it could be used for flagellar rotation. This could also explain the reduction of motility at high temperature, which might be due to a reduction of the Na^+^ gradient produced by an alteration of ion membrane permeability.

### Iron Homeostasis Mechanisms: Connection With Osmo- and Thermo-Adaptation, and Synthesis of Ectoines

Next we focused on the correlation of iron homeostasis with the osmo- and heat-stress responses, and their connection with the synthesis of ectoines. It is because network clustering analysis revealed different patterns of expression of proteins related to iron homeostasis in response to salinity and temperature (**Supplementary Table S11** and **Supplementary Figure S3**). In contrast to *Bacillus subtilis*, for which high salinity imposes iron limitation (Hoffmann et al., 2002), the iron demand of *C. salexigens* was higher at low salinity, which was correlated with a higher siderophore production under this condition (Argandoña et al., 2010). 

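The isochorismatase gene *csal1779* differed most among these genes of iron acquisition, with 6626 ± 838 at low salinity and 1439.7 ± 623 at high salinity (SD, n = 3), a log2 fold change of -2.28 (standard error 0.30, adjusted p = 3.1e-04). The other isochorismatase gene, *csal2494*, had 2180 ± 81.4 and 762 ± 17.3, a log2 fold change of -1.51 (standard error 0.21, adjusted p = 4.4e-04). Of the genes of siderophore transport and sensing, *csal1449* and *csal2549* had log2 fold changes of -1.75 (standard error 0.29, adjusted p = 0.0012) and -1.65 (standard error 0.35, adjusted p = 0.0041), *csal3091* had -1.22 (adjusted p = 0.0026), *csal2702* had -1.14 (adjusted p = 0.023) and *csal3089* had -0.88 (adjusted p = 0.013). All of these genes were higher at low salinity. *csal2702* was the 1 gene called of the transport genes *csal2699* to *csal2702* between the salinities (camera adjusted p = 0.47 for the 4 genes), and it missed the thresholds without low salinity replicate B (-1.01, adjusted p = 0.082), low salinity replicate C (-0.99, adjusted p = 0.084) or high salinity replicate C (-0.96, adjusted p = 0.069). *csal3089* missed them without low salinity replicate C (-0.72, adjusted p = 0.0530).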

In fact, genes encoding ABC-type transport systems for siderophores (*csal1449*, *csal2549, csal2702*, *csal3089*, and *csal3091*) and the isochorismate-pyruvate hydrolase (*csal1779* and *csal2494*), responsible for initiating siderophore biosynthesis, were induced at low salinity. In addition, genes encoding iron-chelating agents like bacterioferritin (*csal2900*) and the Dps ferritin (*csal2953*) were induced at low salinity (**Supplementary Table S11**).

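The Dps ferritin gene *csal2953*, whose product stores iron and protects DNA, had 82392 in all 3 libraries at low salinity and 15738 ± 9544 at high salinity (SD, n = 3), a log2 fold change of -2.55 (standard error 0.32, adjusted p = 2.6e-04). The bacterioferritin gene *csal2900* had 23264 ± 3663 at low salinity and 12010 ± 1409.9 at high salinity, a log2 fold change of -0.95 (standard error 0.21, adjusted p = 0.0050). Both genes were higher at low salinity, and neither passed the test between 37°C and 45°C, with log2 fold changes of -0.42 and 0.12.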

Remarkably, a different set of transport systems related to iron homeostasis was induced at high salinity, including genes for other siderophore-iron transport system (*csal1040-1045*), several TonB receptors (*csal3258*, *csal3182*, and *csal2539*), and a different siderophore biosynthesis and transport cluster (*csal1053-1056*). In addition, high salinity resulted in induction and repression of the genes *csal1052* and *csal1098*, respectively, encoding orthologs of the sigma factor FecI, which is a transcriptional activator of genes of the siderophore and iron homeostasis regulon (Angerer et al., 1995). 

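All 5 genes of the siderophore cluster *csal1052* to *csal1056* and 5 of the 6 transport genes *csal1040* to *csal1045* were higher at high salinity. In the cluster, *csal1054*, the gene of a monooxygenase, rose from 598 ± 116 to 10864 ± 2154 (SD, n = 3), a log2 fold change of 4.18 (standard error 0.38, adjusted p = 4.3e-05). *csal1053* and *csal1055*, the gene of L-2,4-diaminobutyrate decarboxylase, rose with 3.92 (adjusted p = 2.0e-05) and 3.90 (adjusted p = 1.6e-05), and the aerobactin receptor gene *csal1056* with 2.77 (adjusted p = 2.6e-04). Among the transport genes, the TonB-dependent receptor gene *csal1044* rose from 8103 ± 1609 to 114380 ± 27620, a log2 fold change of 3.81 (standard error 0.21, adjusted p = 1.5e-06), and *csal1043*, the gene of a periplasmic binding protein, rose with 3.65 (adjusted p = 5.7e-06). *csal1045*, a ferric hydroxamate receptor gene, had 0.73 (adjusted p = 0.023), below the fold threshold. The ferrichrome-iron receptor gene *csal3258* went from 12700 ± 3073 to 277128 in all 3 libraries, the highest value that the normalization allows, so its log2 fold change of 4.47 (standard error 0.18, adjusted p = 3.2e-07) could not have come out larger. The receptor genes *csal3182* and *csal2539* rose with 2.41 (adjusted p = 7.5e-06) and 1.50 (adjusted p = 5.4e-04). Camera gave an adjusted p of 2.3e-04 for the cluster and for the transport genes, and adjusted p values of 0.20 and 0.11 with an estimated correlation. The study chose both groups from these libraries, so their direction is not independent evidence, and *csal1045* passed the thresholds without low salinity replicate A (0.78, adjusted p = 0.038), high salinity replicate A (0.81, adjusted p = 0.033) or high salinity replicate B (0.86, adjusted p = 0.023).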

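The FecI-like sigma factor gene *csal1052* rose from 192 ± 68.2 at low salinity to 2310.3 ± 642 at high salinity (SD, n = 3), a log2 fold change of 3.60 (standard error 0.40, adjusted p = 1.2e-04). The other FecI-like gene, *csal1098*, fell from 1915 ± 278 to 1084 ± 258, a log2 fold change of -0.84 (standard error 0.22, adjusted p = 0.013). The decrease of *csal1098* was close to the thresholds and missed them without low salinity replicate C (-0.76, adjusted p = 0.0490) or high salinity replicate C (-0.62, adjusted p = 0.026).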

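The ferric iron reductase gene *csal3257*, whose neighbour by tag number is the ferrichrome-iron receptor gene, had 8551 ± 2446 at low salinity, 60281 ± 7538 at high salinity and 5357 ± 1222 at high salinity plus high temperature (SD, n = 3). It rose with salinity, with a log2 fold change of 2.85 (standard error 0.25, adjusted p = 3.4e-05), and fell with temperature, with a log2 fold change of -3.51 (standard error 0.25, adjusted p = 9.5e-06). Between high salinity plus high temperature and low salinity the log2 fold change was -0.66 (adjusted p = 0.0467), which did not pass the thresholds.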

Interestingly, the ferric-iron reductase *csal3257* was strongly induced at high salinity, suggesting a role in controlling iron homeostasis under this condition (**Supplementary Table S11**). 

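Of the siderophore cluster *csal1052* to *csal1056*, 4 of the 5 genes fell with temperature, with a median log2 fold change of -4.93 over the cluster. *csal1053* fell from 17086 ± 2343 at 37°C to 547 ± 196 at 45°C (SD, n = 3), a log2 fold change of -5.03 (standard error 0.31, adjusted p = 4.2e-06), and the receptor gene *csal3258* fell from the ceiling of the values to 5248 ± 434, a log2 fold change of -5.73 (standard error 0.18, adjusted p = 8.7e-08). *csal1056* had -0.72 (standard error 0.35, adjusted p = 0.15) and was not called. All 4 transport genes *csal2699* to *csal2702* rose, with the largest increase for *csal2701*, from 294 ± 31.5 to 993 ± 111, a log2 fold change of 1.75 (standard error 0.25, adjusted p = 6.6e-04). None of the transport genes *csal1040* to *csal1045* was called (camera adjusted p = 0.60). The genes of the EfeO and EfeB proteins, *csal3311* and *csal3312* in Table S11, fell with -1.87 (standard error 0.33, adjusted p = 0.0023) and -1.32 (standard error 0.23, adjusted p = 0.0021). In 2 of the 3 libraries at high salinity and 37°C *csal3311* was at the ceiling, so the size of its change depends on that ceiling. Camera gave an adjusted p of 3.1e-05 for the cluster and of 0.0037 for *csal2699* to *csal2702*, and the adjusted p was 0.13 for both with an estimated correlation. Both groups were chosen by the study from these libraries. *csal1056* passed the thresholds as lower without high salinity replicate C (-1.21, adjusted p = 0.0021), as did *csal1040* and *csal1041* with -0.78 (adjusted p = 0.033) and -1.19 (adjusted p = 0.025), and *csal1045* passed as higher with 0.84 (adjusted p = 0.010).

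**Figure D2:**
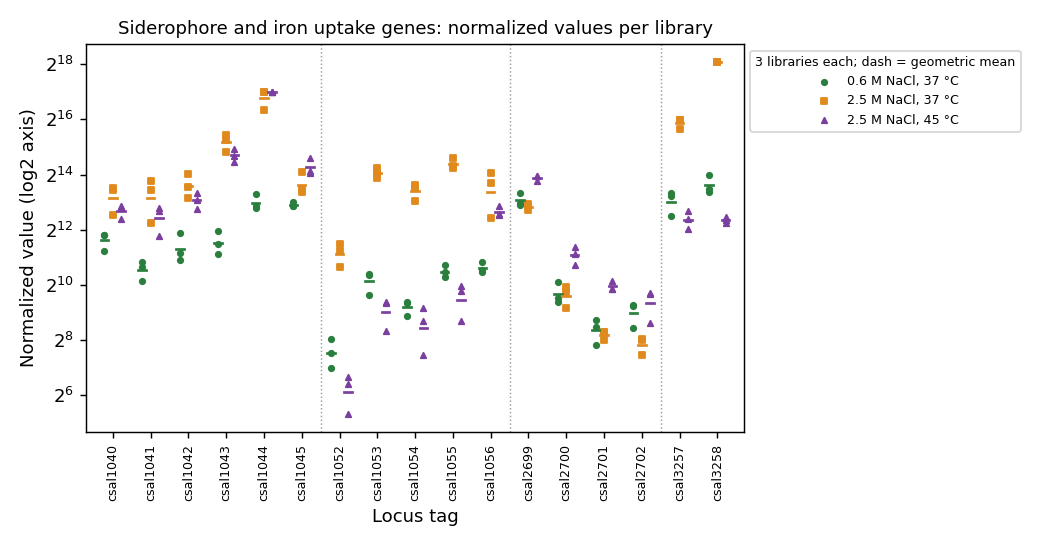
Normalized values (log2 axis) of genes of siderophore synthesis and iron uptake by locus tag in the 9 libraries, with green circles for low salinity, orange squares for high salinity and purple triangles for high salinity plus high temperature, a dash for the geometric mean of each 3 libraries and dotted lines between groups of consecutive tags. The genes *csal1052* to *csal1055*, *csal3257* and *csal3258* are highest at high salinity and 37°C, where *csal3258* is at the ceiling of 277128.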

At high salinity and high temperature, a strong induction of genes encoding a different ABC-type iron-siderophore transport system (*csal2699-csal2702*) was observed, together with repression of the salt-induced siderophore biosynthesis and transport cluster (*csal1053-1056*), and the periplasmic proteins from the siderophore-independent iron uptake system EfeB and EfeO (*csal3311* and *csal3312*) (**Supplementary Table S11**).

In an attempt to compare the gene expression pattern with the iron homeostasis mechanisms in response to salt and heat stress, we investigated *C. salexigens* siderophore production and intracellular iron content under the same experimental conditions as for RNA-seq. Both a higher siderophore production (which agrees with previous results; Argandoña et al., 2010), and a higher intracellular iron content, were observed at low salinity (**Figure 5**). Both findings correlated well with the transcriptional response. As mentioned before, the higher demand for iron (Argandoña et al., 2010) and concomitant higher iron content (this work), could be one of the causes of the secondary oxidative stress response observed (at the transcriptional level) at low salinity. Indeed, the hydroxyl radical (HO^.^) produced in the Fenton reaction between H_2_O_2_ and the intracellular pool of labile iron could cause protein and DNA damage (Henle et al., 1999), triggering the activation of secondary mechanisms that repair or exert protection over these molecules (see above).

**FIGURE 5:**
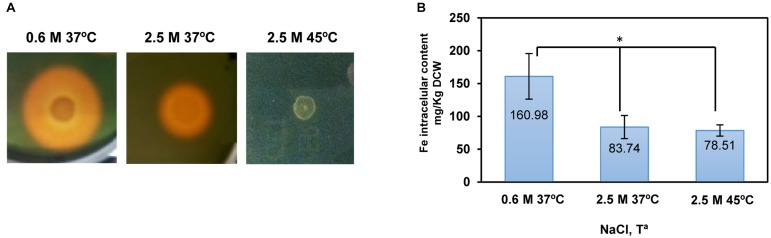
Influence of salinity and temperature on siderophore production and intracellular iron content in *C. salexigens*. **(A)** Siderophore production assay was performed in M63 modified medium as described previously (Argandoña et al., 2010) with different concentration of NaCl and temperatures (0.6 or 2.5 M, at 37 or 45°C). The diameter of the orange halo is directly related to siderophore production. **(B)** The intracellular iron content of cells grown in M63 with 0.6 M NaCl at 37°C, 2.5 M NaCl at 37°C, or 2.5 M NaCl at 45°C, was determined by inductively coupled plasma optical emission spectrometry (ICP-OES). Aliquots of cells grown at mid-late exponential were taken to quantify intracellular iron content. The values are the average and the standard deviations of three replicates for each condition in two independent experiments. According to Student’s *t*-test, significant differences (*p*-value ≤ 0.05) compared with 0.6 M NaCl 37°C were showed by an asterisk.

Transcriptional induction of a different set of siderophore biosynthesis and transport genes by salinity was not associated with a higher siderophore production and intracellular iron level, as both siderophore production and intracellular iron content were lower at high salinity (**Figure 5**). This fact suggests that an increased level of transcript does not always correlates with a higher production of the coded function. It is possible that *C. salexigens* synthesizes at least two types of differently regulated siderophores, depending on salinity, which are indistinguishable by the siderophore production assay. On the other hand, metabolic requirements may affect siderophore production at high salinity. In this respect, the ammonium uptake rate in *C. salexigens* is practically constant regardless of salinity, while the total protein content is reduced with salinity (Argandoña et al., 2010; Pastor et al., 2013). As ectoines are nitrogen-containing molecules, at high salinity, *C. salexigens* cells balance their nitrogen content and ectoines are accumulated at the expense of proteins (Pastor et al., 2013). In addition, siderophores, which are very often based on amino acids and their derivatives, also require nitrogen for their synthesis. In fact, histidine has been suggested to be involved in siderophore biosynthesis in *C. salexigens* (Argandoña et al., 2010). Therefore, it is plausible that at high salinity nitrogen channeling to ectoines might reduce not only the synthesis of proteins but also of other nitrogen-containing molecules, such as siderophores.

Interestingly, the intracellular iron content did not change in response to temperature, despite no siderophore secretion was observed (**Figure 5**). In addition, siderophore synthesis genes were repressed at 45°C (**Supplementary Table S11**). These findings suggest that in *C. salexigens* siderophore-independent iron uptake systems might be responsible for maintaining iron homeostasis at high temperature, where iron solubility is lower (Liu and Millero, 2002).

Both ectoine synthase and ectoine hydroxylase (responsible for the synthesis of ectoine and hydroxyectoine, respectively) are iron-dependent enzymes (Reuter et al., 2010; Widderich et al., 2014). The relationship between iron homeostasis and synthesis of ectoines in *C. salexigens* has been reported previously. Thus, an excess of iron negatively modulated the activity of a transcriptional fusion between the promoter of the ectoine synthesis gene *ectA* and the reporter gene *lacZ* in an *E. coli* background (Calderón et al., 2004). In addition, excess of iron increased the cytoplasmic hydroxyectoine content of *C. salexigens* cells grown at high salinity, at the expense of ectoine. These findings suggested that hydroxyectoine might confer better protection against the iron-induced oxidative stress than ectoine (Argandoña et al., 2010). Moreover, the iron homeostasis regulator Fur was found to up-regulate the ectoine synthesis genes *ectABC* (Argandoña et al., 2010).

The above antecedents led us to test if changes in the iron external supply might affect growth, intracellular iron content, and/or production of ectoines, under the three conditions as for RNA-seq. Iron supply did not significantly alter growth at any of the three experimental conditions tested (**Figures 6A–C**), though it strongly incremented the intracellular iron content (**Figure 6D**). In addition, external iron did not influence accumulation of ectoines at low salinity, but increased hydroxyectoine accumulation by 20% at high salinity and 37°C, as already reported (Argandoña et al., 2010). On the other hand, an excess of iron reduced the ectoine and hydroxyectoine intracellular content by 50% at high salinity plus high temperature (**Figure 6E**), despite growth was not affected (**Figure 6C**). This finding was somehow surprising, as hydroxyectoine is involved in *C. salexigens* thermoprotection (García-Estepa et al., 2006). One hypothesis is that at high temperature a thermoprotective, iron-dependent mechanism could be induced, and compensate this reduction in hydroxyectoine accumulation.

**FIGURE 6:**
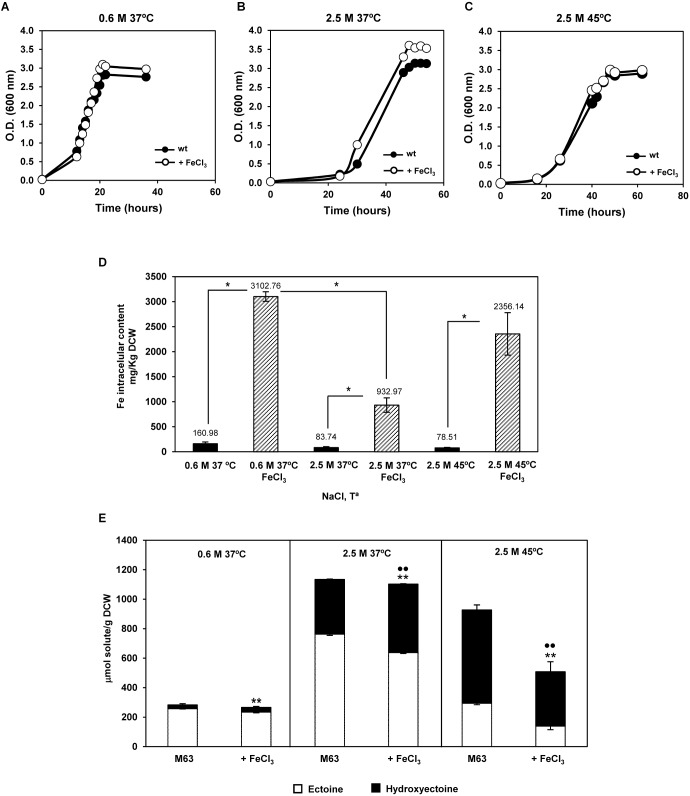
Influence of external iron on growth and production of ectoines by *C. salexigens*. Cells were grown in glucose M63 minimal medium, in the presence or absence of 50 μM FeCl_3_, at 0.6 M NaCl and 37°C **(A)**, 2.5 M NaCl and 37°C **(B)**, and 2.5 M NaCl and 45°C **(C)**. Aliquots of cells grown at mid-late exponential were taken to quantify intracellular content of iron by inductively coupled plasma optical emission spectrometry (ICP-OES). According to Student’s *t*-test, significant differences (*p*-value ≤ 0.05) compared with the control were showed by an asterisk **(D)**. Ectoine and hydroxyectoine content was quantified by LC-MS **(E)**. The values are the average and the standard deviations of three replicates for each condition in two independent experiments are showed. According to Student’s *t*-test, significant differences (*p*-value ≤ 0.05) compared with the control (no added FeCl_3_) were showed by two asterisks (ectoine) or spots (hydroxyectoine).

The above data suggest that the underlying mechanisms responsible for iron homeostasis and its connection with synthesis of ectoines in *C. salexigens* are complex and diverse, and affected by the salinity and temperature of the external medium. Iron homeostasis regulation, and its relation to synthesis of ectoines and thermoadaptation, deserves further experimental analysis.

## Concluding Remarks and Open Questions

In this work, we addressed the global transcriptional response of the halophilic bacterium *C. salexigens* to osmotic and heat stress, in conditions of low and high ectoine and hydroxyectoine production. This global analysis was complemented with physiological assays, in order to give experimental support to our main conclusions. Our findings revealed that both stresses have a significant impact on *C. salexigens* global physiology. Apart from specific osmo- and heat-stress response mechanisms such as those related to compatible solute metabolism (uptake, synthesis and degradation), most relevant adaptation systems were related to oxidative and protein folding stress responses, respiratory chain and related components, and ion (sodium and iron) homeostasis. Interestingly, this study generates a number of open questions that would be interesting to address in the future: (i) the role and regulation of the putative ectoine synthesis/degradation/recycling cycle in *C. salexigens*, as well as the suggested heat-induced post-transcriptional regulation of hydroxyectoine synthesis, (ii) the possible involvement of hydroxyectoine in protecting cells against the salt-induced oxidative stress at high temperature, (iii) the physiological basis for the protein-folding-stress faced by *C. salexigens* at low salinity, (iv) the variation in the composition of *C. salexigens* respiratory chain, the contribution of the three respiratory NADH dehydrogenases, and H^+^/Na^+^ gradients, to osmotic and heat stress adaptation, and their influence in synthesis of ectoines, and (v) the iron homeostasis mechanisms and their regulation, especially at high temperature, and its connection with production of ectoines or other metabolic requirements (i.e., for nitrogen). Finally, one of the most intriguing questions remaining is the basis of *C. salexigens* halophilism. The finding that alteration in Na^+^ gradients (and therefore SMF) causes a growth arrestment especially at low salinity, opens the question about which Na^+^-dependent processes are necessary for *C. salexigens* growth at lower salt limits.

## Author Contributions

MA and CV conceived and supervised the study. MS and MA performed the RNA-seq experiments and MS the bioinformatics analysis. MS, FP, MA, and EN developed experimental phenotypic analysis. MS, MA, LC, JN, and CV were involved in the analysis and discussion of results. MS, MA, and CV drafted the manuscript. All authors revised and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www-huber.embl.de/users/anders/HTSeq

2 http://www.r-project.org/

3 http://www.ncbi.nlm.nih.gov/COG/; Date of last access: 12^th^ of January 2018

4 http://david.abcc.ncifcrf.gov/; Date of last access: 12^th^ of January 2018

# Supplementary material for: Quantitative RNA-seq Analysis Unveils Osmotic and Thermal Adaptation Mechanisms Relevant for Ectoine Production in Chromohalobacter salexigens
**Source:** Front Microbiol. 2018 Aug 13;9:1845. doi: 10.3389/fmicb.2018.01845
**Supplement:** Supplementary file 1

Supplementary Material

Quantitative RNA-seq analysis unveils osmotic and thermal adaptation mechanisms relevant for ectoine production in *Chromohalobacter salexigens*

Manuel Salvador^{a,b}, Montserrat Argandoña^a, Emilia Naranjo^a, Francine Piubeli^a, Joaquín J. Nieto^a, Laszlo N. Csonka^c, and Carmen Vargas^{a*}

^aDepartment of Microbiology and Parasitology, Faculty of Pharmacy, University of Sevilla, Sevilla, Spain.

^bFaculty of Health and Medical Sciences, University of Surrey, Guildford, UK

^cDepartment of Biological Sciences, Purdue University, West Lafayette, IN 47907-2064, USA.

1 Supplementary Figures and Tables

1.1 Supplementary Figures

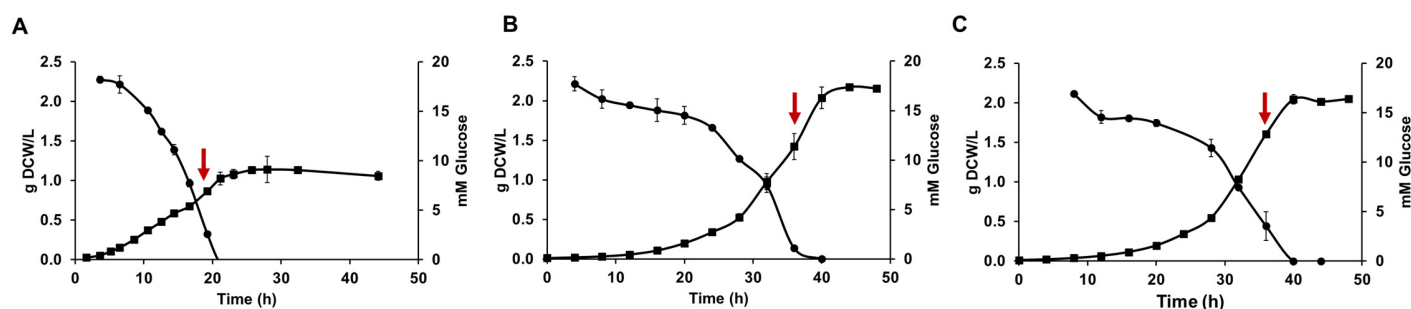

Supplementary Figure S1. Growth and glucose consumption of *C. salexigens* at different salinities and temperatures. Biomass (g Dry Cell Weight (DCW)/L) (squares) and glucose concentration (mM) (circles) in the media during growth of *C. salexigens* in M63 glucose minimal medium (20 mM) at 0.6 M NaCl and 37°C (A), 2.5 M NaCl and 37°C (B) and 2.5 M NaCl and 45°C (C). Points of samples collection for RNA-seq experiments were indicated with a red arrow.

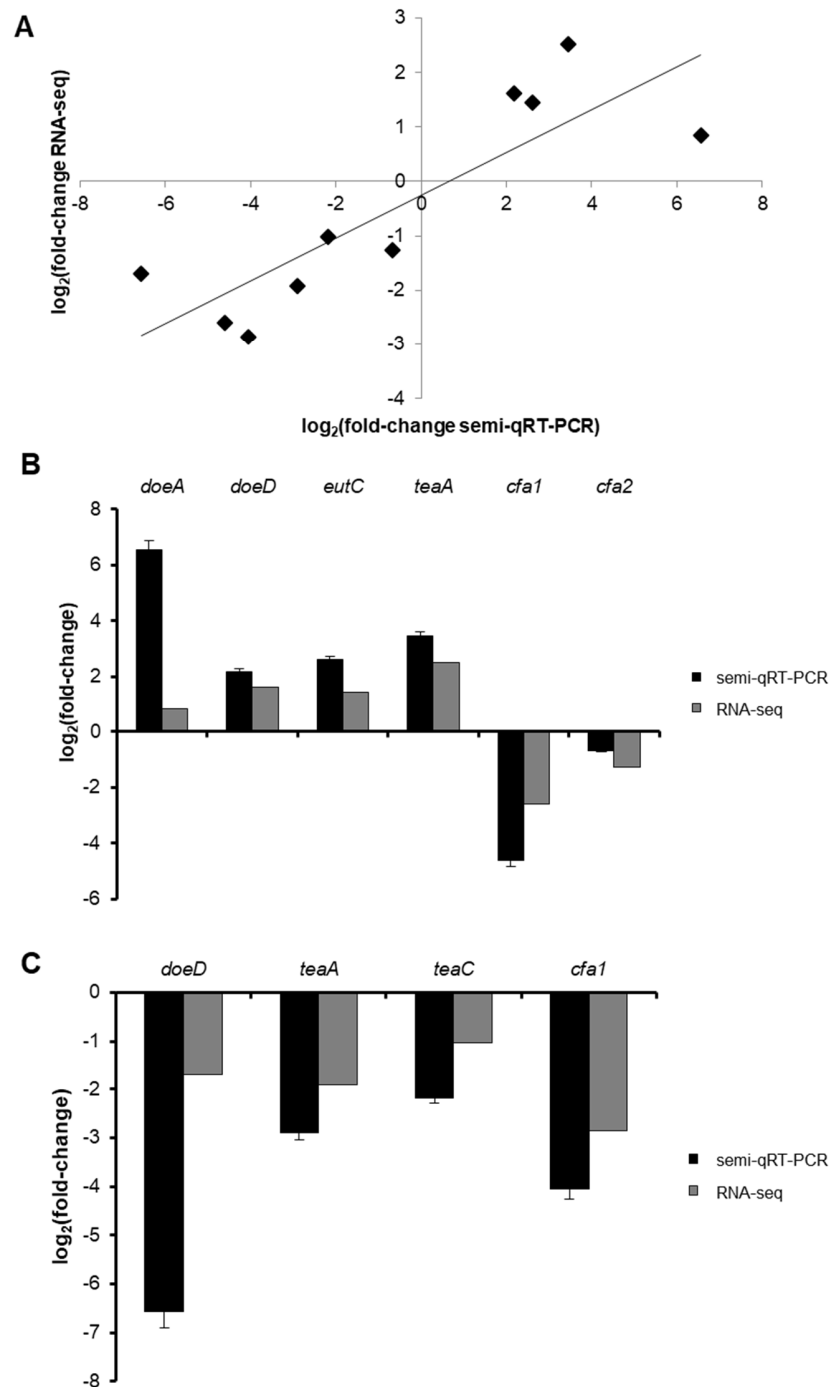

Supplementary Figure S2. Semi-qRT-PCR validation of differentially expressed genes. Correlation of the log₂ of the fold-change of the expression levels of genes determined by semi-qRT-PCR and by RNA-seq (A). The log₂ of the fold difference in gene expression as determined by semi-qRT-PCR (black columns) is plotted next to the results obtained in RNA-seq analysis (grey columns) for cultures grown at 2.5 M NaCl / 0.6 M NaCl at 37°C (B) and at 2.5 M NaCl at 37°C / 2.5 M NaCl at 45°C (C). The results of semi-qRT-PCR are expressed as means ± SD for three separate experiments performed in duplicate

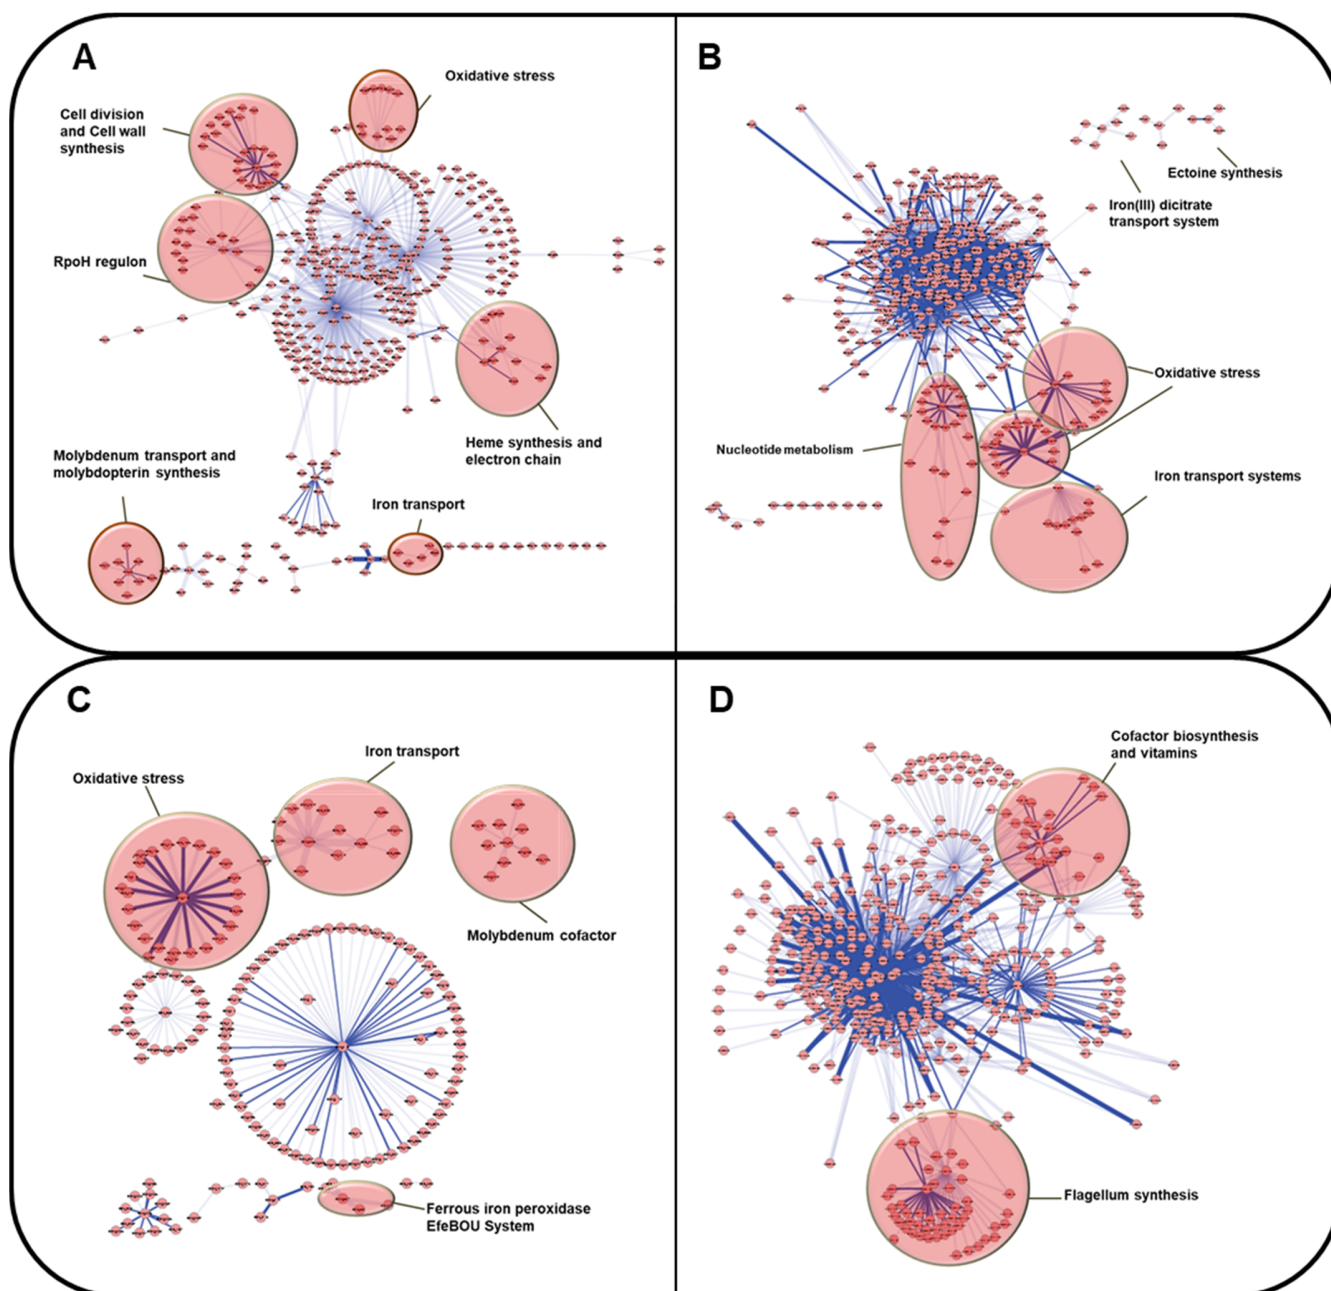

Supplementary Figure S3. Functional clustering network analysis of *C. salexigens* genes differentially induced at low salinity (A) and high salinity (B) and genes repressed (C) and induced (D) by high temperature at high salinity. Clusters of nodes of special interest and/or whose members belong to the same functional group (as found overrepresented in the DAVID analysis) are highlighted by red circles.

1.2. Supplementary Tables

Table S1. Primers used in semi-qRT-PCR experiments to validate SOLID RNAseq results.

Primer	Sequence 5'-3'	Amplified gene
cfa1_Fw	TATCTGGATACCTATCTG	<i>cfa1</i> (<i>csal0460</i>)
cfa1_Rv	AGATGTAGCGCTTGATGA	
cfa2_Fw	ATTTCGGCTTCAGGACTATCG	<i>cfa2</i> (<i>csal1480</i>)
cfa2_Rv	GGGCGACCTCCATGTACT	
doeA_Fw	TGGCACAACGGTATCATC	<i>doeA</i> (<i>csal2732</i>)
doeA_Rv	ACCAGTTGACCAGCAAAT	
doeD_Fw	CACGACCACTTCGACCTG	<i>doeD</i> (<i>csal2724</i>)
doeD_Rv	GAAAACTCGCGCTCGCTCATG	
eutC_Fw	GCTGATGATGGTGTTCG	<i>eutC</i> (<i>csal2722</i>)
eutC_Rv	CGAGACATCGACACCGT	
teaA_Fw	ATGCGAAATATCGTCCTGAGTATC	<i>teaA</i> (<i>csal3140</i>)
teaA_Rv	GCATAGCCGTACTGCACGCT	
teaC_Fw	CACGCTGTTCATGATGTTTAC	<i>teaC</i> (<i>csal3139</i>)
teaC_Rv	TACCCAACTGCCGATACCGTT	

Table S2. Summary of SOLiD RNA-seq results and mapping statistics

Growth Condition Sample	Millions of Reads	% Reads Aligned to Genome	% Reads Aligned in Pairs
0.6 M NaCl 37°C (A)	85.97	75.28	53.58
0.6 M NaCl 37°C (B)	93.69	73.07	49.56
0.6 M NaCl 37°C (C)	93.08	75.34	54.61
2.5 M NaCl 37°C (A)	70.56	73.48	47.03
2.5 M NaCl 37°C (B)	83.59	75.00	48.36
2.5 M NaCl 37°C (C)	67.96	75.79	52.54
2.5 M NaCl 45°C (A)	54.58	74.36	48.67
2.5 M NaCl 45°C (B)	72.02	74.19	47.75
2.5 M NaCl 45°C (C)	73.64	74.56	48.76

Table S3. Reproducibility at the expression level between replicates

PEARSON CORRELATION COEFFICIENT		0.6 M 37°C			2.5 M 37°C			2.5 M 45°C		
		A	B	C	A	B	C	A	B	C
0.6 M 37°C	A	1.00								
	B	0.96	1.00							
	C	0.94	0.97	1.00						
2.5 M 37°C	A	0.67	0.70	0.71	1.00					
	B	0.66	0.69	0.69	0.94	1.00				
	C	0.69	0.71	0.72	0.87	0.94	1.00			
2.5 M 45°C	A	0.60	0.62	0.62	0.79	0.82	0.77	1.00		
	B	0.61	0.65	0.65	0.84	0.86	0.81	0.92	1.00	
	C	0.65	0.68	0.68	0.79	0.81	0.82	0.88	0.95	1.00

Table S4. Enriched ontology terms provided by DAVID when studying the differentially expressed genes at low salinity and high salinity

GO Number	Term	%	p-value
**Genes overexpressed at low salinity 37°C**			
GO:0033554	cellular response to stress	2.66	3.71E-02
GO:0006732	coenzyme metabolic process	3.61	5.19E-02
GO:0051186	cofactor metabolic process	4.57	5.43E-02
GO:0006281	DNA repair	2.47	4.53E-02
GO:0055114	oxidation reduction	9.71	3.23E-02
GO:0006457	protein folding	1.33	6.88E-02
GO:0009306	protein secretion	1.90	9.96E-03
GO:0051252	regulation of RNA metabolic process	8.19	8.37E-02
GO:0006355	regulation of transcription, DNA-dependent	8.19	7.92E-02
GO:0006974	response to DNA damage stimulus	2.47	4.53E-02
GO:0046903	secretion	1.90	9.96E-03
GO:0032940	secretion by cell	1.90	9.96E-03
**Genes overexpressed at high salinity 37°C**			
GO:0006754	ATP biosynthetic process	1.38	6.02E-03
GO:0046034	ATP metabolic process	1.38	6.02E-03
GO:0015986	ATP synthesis coupled proton transport	1.18	1.33E-02
GO:0007610	behavior	1.38	8.52E-02
GO:0008643	carbohydrate transport	1.18	5.29E-02
GO:0006812	cation transport	3.55	5.84E-02
GO:0006928	cell motion	1.38	8.52E-02
GO:0006935	chemotaxis	1.38	8.52E-02
GO:0009262	deoxyribonucleotide metabolic process	0.78	9.57E-02
GO:0015985	energy coupled proton transport, down electrochemical gradient	1.18	1.33E-02
GO:0006818	hydrogen transport	1.18	2.89E-02
GO:0034220	ion transmembrane transport	1.38	1.92E-02
GO:0007626	locomotory behavior	1.38	8.52E-02
GO:0015672	monovalent inorganic cation transport	2.56	8.74E-02
GO:0009142	nucleoside triphosphate biosynthetic process	1.57	4.30E-03
GO:0009141	nucleoside triphosphate metabolic process	1.57	9.24E-03
GO:0006119	oxidative phosphorylation	1.97	9.25E-04
GO:0016310	phosphorylation	2.36	6.53E-02
GO:0042777	plasma membrane ATP synthesis coupled proton transport	0.78	2.38E-02
GO:0015992	proton transport	1.18	2.89E-02
GO:0009145	purine nucleoside triphosphate biosynthetic process	1.58	1.67E-03
GO:0009144	purine nucleoside triphosphate metabolic process	1.58	2.75E-03
GO:0006164	purine nucleotide biosynthetic process	1.78	5.64E-02
GO:0006163	purine nucleotide metabolic process	1.78	7.85E-02
GO:0009206	purine ribonucleoside triphosphate biosynthetic process	1.58	1.67E-03
GO:0009205	purine ribonucleoside triphosphate metabolic process	1.58	2.75E-03
GO:0009152	purine ribonucleotide biosynthetic process	1.58	6.92E-02
GO:0009150	purine ribonucleotide metabolic process	1.58	8.24E-02
GO:0009201	ribonucleoside triphosphate biosynthetic process	1.58	1.67E-03
GO:0009199	ribonucleoside triphosphate metabolic process	1.58	2.75E-03
GO:0042330	taxis	1.38	8.52E-02
GO:0006412	translation	5.91	1.70E-04
GO:0055085	transmembrane transport	1.97	2.11E-02

Table S5. Enriched ontology terms provided by DAVID when studying the differentially expressed genes at high salinity and high salinity plus temperature

GO Number	Term	%	p-value
**Genes overexpressed at high salinity 37°C**			
GO:0032324	molybdopterin cofactor biosynthetic process	1.1	1.85E-02
GO:0043545	molybdopterin cofactor metabolic process	1.1	1.85E-02
GO:0006777	Mo-molybdopterin cofactor biosynthetic process	1.1	1.85E-02
GO:0019720	Mo-molybdopterin cofactor metabolic process	1.1	1.85E-02
GO:0055114	oxidation reduction	8.9	6.38E-03
GO:0006817	phosphate transport	0.8	9.51E-02
GO:0051189	prosthetic group metabolic process	1.1	1.85E-02
GO:0042559	pteridine and derivative biosynthetic process	1.1	4.61E-02
GO:0042558	pteridine and derivative metabolic process	1.1	8.60E-02
**Genes overexpressed at high salinity 45°C**			
GO:0007610	behavior	5.2	7.56E-09
GO:0048870	cell motility	6.7	1.62E-15
GO:0006928	cell motion	7.1	8.12E-16
GO:0030031	cell projection assembly	3.0	1.48E-05
GO:0030030	cell projection organization	4.5	4.05E-09
GO:0010927	cellular component assembly involved in morphogenesis	1.5	3.16E-03
GO:0032989	cellular component morphogenesis	1.5	1.37E-02
GO:0006935	chemotaxis	5.2	7.56E-09
GO:0001539	ciliary or flagellar motility	6.7	1.62E-15
GO:0009296	flagellum assembly	3.0	1.91E-06
GO:0043064	flagellum organization	4.5	2.74E-10
GO:0009098	leucine biosynthetic process	1.1	7.44E-02
GO:0006551	leucine metabolic process	1.1	7.44E-02
GO:0051674	localization of cell	6.7	1.62E-15
GO:0007626	locomotory behavior	5.2	7.56E-09
GO:0009112	nucleobase metabolic process	1.5	7.91E-02
GO:0042330	taxis	5.2	7.56E-09
GO:0019067	viral assembly, maturation, egress, and release	1.5	3.16E-03
GO:0019069	viral capsid assembly	1.5	3.16E-03
GO:0019058	viral infectious cycle	1.5	3.16E-03
GO:0016032	viral reproduction	1.5	3.16E-03
GO:0022415	viral reproductive process	1.5	3.16E-03
GO:0019068	virion assembly	1.5	3.16E-03

TABLE S6. Differentially expressed genes related to compatible solutes metabolism

Annotation n°<br>and gene<br>name	NCBI ANNOTATION	COG<br>NUMBER	KO<br>ORTHOLOGY<br>NUMBER	fold-change<br>2.5 M NaCl 37°C/<br>0.6 M NaCl 37°C	p-value	fold-change<br>2.5 M NaCl 45°C/<br>2.5 M NaCl 37°C	p-value
<i>Osmoprotectant uptake systems</i>							
<i>csal0223</i>	choline transport protein BetT	COG1292M		4.27	5.04E-09		
<i>csal0537</i>	glycine betaine ABC transporter substrate-binding protein	COG2113E				-1.97	2.02E-02
<i>csal1517</i>	glycine betaine ABC transporter substrate-binding protein	COG2113E	K02002	2.73	6.35E-05	-2.12	5.14E-03
<i>csal1701</i>	glycine betaine/choline ABC transporter substrate-binding protein	COG1732M		2.74	2.10E-04		
<i>csal1901</i>	glycine betaine ABC transporter substrate-binding protein	COG2113E	K02002	3.19	2.75E-06	-1.86	2.41E-02
<i>csal2356</i>	glycine betaine ABC transporter substrate-binding protein	COG1732M	K05845			-2.40	1.40E-03
<i>csal2357</i>	glycine betaine ABC transporter substrate-binding protein	COG1732M				-2.71	5.12E-04
<i>csal2645</i>	choline transport protein BetT	COG1292M	K02168	-2.26	2.59E-03	-2.17	7.48E-03
<i>csal2771</i>	glycine betaine ABC transporter substrate-binding protein	COG2113E		13.19	8.81E-23	-2.51	6.42E-04
<i>csal2886</i>	glycine betaine ABC transporter substrate-binding protein	COG2113E	K02002	2.98	2.64E-03		
<i>csal2943</i>	glycine betaine ABC transporter substrate-binding protein	COG1732M	K05845			-1.99	1.31E-02
<i>csal2946</i>	binding-protein-dependent transport system inner membrane protein	COG1174E	K05846	-1.95	1.58E-02		
<i>csal3102</i>	glycine betaine ABC transporter substrate-binding protein	COG2113E	K02002	2.14	2.88E-03	-2.13	4.95E-03
<i>csal3138 teaB</i>	tripartite ATP-independent periplasmic transporter DctQ	COG3090G				-2.89	3.28E-04
<i>csal3139 teaC</i>	TRAP dicarboxylate transporter subunit DctM	COG1593G				-2.03	1.72E-02
<i>csal3140 teaA</i>	TRAP dicarboxylate transporter subunit DctP	COG1638G		5.71	1.07E-12	-3.78	6.89E-08
<i>csal3169</i>	glycine betaine ABC transporter substrate-binding protein	COG2113E				-2.64	2.01E-04
<i>Ectoine metabolism</i>							
<i>csal0542 ectD</i>	ectoine hydroxylase	COG5285Q	K10674	2.79	4.14E-05		
<i>csal0626</i>	aspartate kinase	COG0527E	K00928	2.37	6.06E-04	-1.86	2.52E-02
<i>csal2722 eutC</i>	ectoine utilization protein EutC	COG2423E	K01750	2.71	9.72E-05		
<i>csal2723 eutB</i>	threonine dehydratase	COG1171E	K01754	3.41	1.21E-06		
<i>csal2724 doeD</i>	hypothetical protein	COG0161H	K15785	3.07	8.60E-06	-3.26	3.21E-06
<i>csal2725 doeC</i>	succinate semialdehyde dehydrogenase	COG1012C	K15786	4.68	5.81E-10	-4.02	2.48E-08
<i>csal2731 doeB</i>	succinylglutamate desuccinylase/aspartoacylase	COG3608R	K15784	2.46	4.70E-04	-2.43	8.20E-04
<i>csal2732 doeA</i>	peptidase M24	COG0006E	K15783	1.78	3.10E-02		
<i>csal2770 ybbh2</i>	γ-butyrobetaine,2-oxoglutarate dioxygenase	COG2175Q	K00471	13.15	1.81E-17		
<i>Betaine metabolism</i>							
<i>csal1515</i>	betaine aldehyde dehydrogenase	COG1012C	K00130			1.95	1.57E-02
<i>csal1516</i>	transcriptional regulator BetI	COG1309K	K02167			1.86	3.00E-02
<i>csal1706</i>	betaine aldehyde dehydrogenase	COG1012C	K00130			3.85	1.42E-04
<i>csal2844</i>	betaine aldehyde dehydrogenase	COG1012C	K00130	2.00	1.05E-02		

Table S7. Differentially expressed genes related to oxidative stress response

Annotation n° and gene name	NCBI ANNOTATION	COG NUMBER	KO ORTHOLOGY NUMBER	fold-change<br>2.5 M NaCl 37°C/<br>0.6 M NaCl 37°C	p-value	fold-change<br>2.5 M NaCl 45°C/<br>2.5 M NaCl 37°C	p-value
<i>Antioxidant enzymes</i>							
<i>csal0037</i>	OsmC-like protein	COG1764O		4.44	4.22E-09	-2.44	9.15E-04
<i>csal0159 katG</i>	catalase/oxidase HPI	COG0376P	K03782	2.21	4.85E-03		
<i>csal0179</i>	1-Cys peroxidase	COG0450O		2.12	3.28E-03	-2.14	4.41E-03
<i>csal0321</i>	alkyl hydroperoxide reductase	COG1225O		2.05	7.82E-03		
<i>csal0397</i>	copper/zinc binding superoxide dismutase	COG2032P	K04565			-4.22	5.26E-09
<i>csal0803katE</i>	catalase	COG0753P	K03781			-2.78	4.46E-02
<i>csal1130</i>	alkyl hydroperoxide reductase	COG0678O				-1.99	1.96E-02
<i>csal1861</i>	superoxide dismutase	COG0605P	K04564	2.54	4.63E-02		
<i>Protein repair systems</i>							
<i>csal0377</i>	ribonucleoside-diphosphate reductase class Ib glutaredoxin subunit	COG0695O	K06191	1.85	1.87E-02		
<i>csal1255</i>	glutaredoxin-like region	COG0678O		-2.89	2.64E-03		
<i>csal1350</i>	protein-methionine-S-oxide reductase	COG0229O	K07305	-9.10	1.62E-04		
<i>csal1830</i>	glycine cleavage T protein (aminomethyl transferase)	COG0354R	K06980	-6.37	4.64E-14		
<i>csal2129</i>	glutaredoxin-like protein	COG0278O	K07390	2.24	1.69E-02	-11.38	1.90E-22
<i>csal2656</i>	Peptide methionine sulfoxide reductase MsrB (EC 1.8.4.12)	COG0229O	K07305	-23.45	3.63E-31		
<i>csal2847</i>	iron-sulfur cluster regulator IscR	COG1959K	K13643	2.36	4.79E-03		
<i>csal2959</i>	thioredoxin reductase	COG0492O	K00384	-3.41	1.11E-06		
<i>csal3118</i>	DSBA oxidoreductase	COG2761Q	K03673	-2.17	2.42E-03		
<i>DNA Repair and Recombination Proteins</i>							
<i>csal0084</i>	N-6 DNA methylase	COG0286V	K03427	2.23			
<i>csal0086</i>	restriction modification system DNA specificity protein	COG0732V		4.05			
<i>csal0087</i>	type III restriction enzyme, res subunit	COG4096V	K01153	3.36			
<i>csal0224</i>	CRISPR-associated helicase Cas3 family protein	COG1203R	K07012	1.82	2.58E-02		
<i>csal0465</i>	deoxyribodipyrimidine photo-lyase type I	COG0415L	K01669	-2.93	2.54E-04		
<i>csal0718</i>	exodeoxyribonuclease VII large subunit	COG1570L	K03601	-1.96	1.24E-02		
<i>csal0844</i>	type III restriction enzyme, res subunit	COG1061KL	K17677	-2.10	7.52E-03	-2.86	5.98E-05
<i>csal0896</i>	deoxyribodipyrimidine photolyase-like protein	COG3046R	K06876	-2.99	1.59E-05		
<i>csal1151</i>	endonuclease V	COG1515L	K05982	-3.37	3.62E-06		
<i>csal1275</i>	DNA mismatch repair protein	COG0323L	K03572	-1.77	3.26E-02		
<i>csal1460</i>	recombination protein RecR	COG0353L	K06187	-2.42	5.31E-04		
<i>csal1500</i>	radical SAM family protein	COG1533L		-2.54	9.79E-04		
<i>csal1560</i>	DNA topoisomerase I	COG0550L	K03168	1.97	1.72E-02	1.79	4.87E-02
<i>csal1609</i>	TatD-related deoxyribonuclease	COG0084L	K03424			2.43	1.45E-03
<i>csal1621</i>	exodeoxyribonuclease III	COG0708L	K01142	-1.83	2.59E-02		
<i>csal1633</i>	DNA repair protein RecO	COG1381L	K03584	-2.95	1.42E-04		
<i>ccsal1833</i>	excinuclease ABC subunit B	COG0556L	K03702	-3.09	5.89E-06		
<i>cal1846</i>	crossover junction endodeoxyribonuclease RuvC	COG0817L	K01159			2.09	7.38E-03
<i>csal1847</i>	holliday junction DNA helicase subunit RuvA	COG0632L	K03550			2.20	
<i>csal2070</i>	SOS-response transcriptional repressor, LexA	COG1974KT	K01356				
<i>csal2865</i>	DNA processing protein DprA	COG0758LU	K04096	-2.17	4.55E-03		
<i>csal2972</i>	DNA repair protein RadC	COG2003L	K03630	2.69	2.62E-03	-2.53	3.40E-04
<i>csal3249</i>	histone-like DNA-binding protein	COG0776L	K05787	1.84	2.00E-02		

Supplementary Material

<i>csal3271</i>	ATP-dependent DNA helicase UvrD	COG0210L	K03657	1.79	2.91E-02		
<i>Redox balance</i>							
<i>csal0130</i>	HcaC dioxygenase ferredoxin subunit	COG2146PR	K05710	-3.84	6.13E-07		
<i>csal0135</i>	glyoxalase/bleomycin resistance protein/dioxygenase	COG2514R		-10.75	1.30E-10		
<i>csal0136</i>	FAD-dependent pyridine nucleotide-disulfide oxidoreductase	COG0446R	K00529	-7.26	1.97E-05		
<i>csal2376</i>	glyoxalase/bleomycin resistance protein/dioxygenase	COG4070O		2.28	1.93E-02	-4.18	4.96E-08
<i>csal3007</i>	lactoylglutathione lyase	COG0346E		1.78	3.88E-02		

Table S8. Differentially expressed genes related to protein-folding stress response

Annotation n° and gene name	NCBI ANNOTATION	COG NUMBER	KO ORTHOLOGY NUMBER	fold-change<br>2.5 M NaCl 37°C/<br>0.6 M NaCl 37°C	p-value	fold-change<br>2.5 M NaCl 45°C/<br>2.5 M NaCl 37°C	p-value
<i>Heat shock proteins (chaperones)</i>							
<i>csal0100</i>	heat shock protein DnaJ-like protein	COG1076O	K05801			1.90	3.09E-02
<i>csal1428</i>	heat shock protein DnaJ-like protein	COG0484O	K05516	-3.79	1.89E-05	-2.24	2.27E-02
<i>csal1429</i>	heat shock protein Hsp20	COG0071O	K13993	-9.13	3.00E-06		
<i>csal2159</i>	chaperonin Cpn10	COG0234O	K04078	-2.61	1.24E-04		
<i>csal2497</i>	heat shock protein 90	COG0326O	K04079	-3.65	1.30E-07	2.13	4.22E-03
<i>csal3093</i>	chaperone DnaJ	COG0484O	K03686	-3.51	3.48E-05		
<i>csal3094</i>	chaperone DnaK	COG0443O	K04043	-16.17	7.13E-07		
<i>csal3255</i>	heat shock protein Hsp20	COG0071O		-4.91	6.60E-11		
<i>csal3256</i>	heat shock protein Hsp20	COG0071O		-1.97	9.29E-03		
<i>Protein Degradation</i>							
<i>csal0499</i>	ATPase AAA-2	COG0542O		-17.01	1.35E-06		
<i>csal0599</i>	ATP-dependent protease ATP-binding subunit HslU	COG1220O	K03667	-1.79	2.95E-02		
<i>csal1279</i>	HflK protein	COG0330O	K04088	-1.87	1.71E-02		
<i>csal1347</i>	heat shock protein HtpX	COG0501O	K03799	-1.79	2.69E-02		
<i>csal2044</i>	Lon-A peptidase	COG0466O	K01338	-3.26	1.92E-06		
<i>csal2232</i>	microcin-processing peptidase 1	COG0312R	K03592	-1.84	2.15E-02		
<i>csal2234</i>	microcin-processing peptidase 2	COG0312R	K03568	-2.65	1.21E-04		
<i>csal2440</i>	ATP-dependent Clp protease ATP-binding subunit ClpA	COG0542O	K03694	-4.49	8.57E-10	-1.89	2.33E-02
<i>csal2665</i>	PIM1 peptidase	COG0466O	K01338	-5.65	3.52E-06		
<i>Transcriptional factors</i>							
<i>csa2986</i>	RNA polymerase factor sigma-32	COG0568K	K03089	-3.77			

Table S9. Differentially expressed genes related to respiratory chain and electrochemical gradients

Annotation n°<br>and gene name	NCBI ANNOTATION	COG NUMBER	KO ORTHOLOGY<br>NUMBER	fold-change<br>2.5 M NaCl 37°C/<br>0.6 M NaCl 37°C	p-value	fold-change<br>2.5 M NaCl 45°C/<br>2.5 M NaCl 37°C	p-value
<i>Oxidative phosphorylation</i>							
<i>csal0590</i>	polyphosphate kinase	COG0855P	K00937	-2.79	6.35E-05	-1.82	4.29E-02
<i>csal1148</i>	flavoprotein WrbA	COG0655R	K03809			-2.98	4.85E-05
<i>csal1313</i>	cytochrome B561	COG3038C		-1.97	1.03E-02		
<i>csal1412</i>	cytochrome B561	COG3038C	K12262	-1.81	3.74E-02		
<i>csal1569</i>	Na ⁺ -translocating NADH-quinone reductase subunit A	COG1726C	K00346			2.13	5.03E-03
<i>csal1570</i>	Na ⁺ -translocating NADH-quinone reductase subunit B	COG1805C	K00347			1.88	2.40E-02
<i>csal1612</i>	electron-transferring-flavoprotein dehydrogenase	COG0644C	K00311	-2.37	8.48E-04		
<i>csal1614</i>	electron transfer flavoprotein subunit alpha	COG2025C	K03522	-2.04	6.17E-03	2.28	1.89E-03
<i>csal2000</i>	cytochrome d ubiquinol oxidase, subunit II	COG1294C	K00426	-2.38	6.69E-04		
<i>csal2001</i>	cytochrome bd ubiquinol oxidase, subunit I	COG1271C	K00425	-2.52	2.96E-02		
<i>csal2281</i>	inorganic diphosphatase	COG0221C	K01507			1.93	1.90E-02
<i>csal2390</i>	inorganic diphosphatase	COG0221C	K01507	-3.59	1.84E-02		
<i>csal2801</i>	NAD(P)H dehydrogenase (quinone)	COG2249R	K03923	-2.79	1.04E-02		
<i>csal3121</i>	proton-translocating NADH-quinone oxidoreductase subunit M	COG1008C	K00342	2.05	7.37E-03		
<i>csal3122</i>	proton-translocating NADH-quinone oxidoreductase subunit L	COG1009CP	K00341	2.36	1.86E-03		
<i>csal3123</i>	NADH dehydrogenase subunit K	COG0713C	K00340	1.85	3.22E-02		
<i>csal3126</i>	respiratory-chain NADH dehydrogenase subunit 1	COG1005C	K00337	2.33	1.21E-03		
<i>csal3127</i>	NADH-quinone oxidoreductase subunit G	COG1034C	K00336	2.05	7.26E-03		
<i>csal3128</i>	NADH-quinone oxidoreductase subunit F	COG1894C	K00335	2.10	5.04E-03		
<i>csal3132</i>	NADH-ubiquinone/plastoquinone oxidoreductase subunit 3	COG0838C	K00330	1.70	4.68E-02	-2.34	1.42E-03
<i>csal3283</i>	ATP synthase F1 subunit epsilon	COG0355C	K02114	1.88	1.49E-02	1.80	3.98E-02
<i>csal3284</i>	F0F1 ATP synthase subunit beta	COG0055C	K02112	2.68	7.48E-05		
<i>csal3285</i>	ATP synthase F1 subunit gamma	COG0224C	K02115	3.30	1.69E-06	2.36	1.30E-03
<i>csal3286</i>	ATP synthase F1 subunit alpha	COG0056C	K02111	2.08	4.09E-03		
<i>csal3287</i>	ATP synthase F1 subunit delta	COG0712C	K02113	2.44	4.43E-04		
<i>csal3289</i>	ATP synthase F0 subunit C	COG0636C	K02110	2.65	1.00E-04		
<i>Porphyrin and hemo group metabolism</i>							
<i>csal1211</i>	glutamyl-tRNA synthetase	COG0008J	K01885	-2.32	9.35E-04	1.97	1.38E-02
<i>csal1326</i>	globin	COG2346R	K06886			2.10	2.12E-02
<i>csal2494</i>	isochorismatase hydrolase	COG1335Q		-2.87	6.44E-05		
<i>csal2847</i>	BadM/Rrf2 family transcriptional regulator iscR	COG1959K	K13643	2.36			
<i>csal2863</i>	coproporphyrinogen III oxidase	COG0408H	K00228	-2.18	2.61E-03		
<i>csal3299</i>	ErpA essential respiratory protein A	COG0316S	K15724	2.05	6.56E-03		
<i>csal3308</i>	coproporphyrinogen III oxidase, anaerobic	COG0635H	K02495	2.28	1.41E-03		
<i>Ubiquinone and other terpenoid-quinone biosynthesis</i>							
<i>csal0585</i>	3-octaprenyl-4-hydroxybenzoate carboxy-lyase	COG0043H	K03182	3.08	1.46E-05		
<i>csal0595</i>	2-octaprenylphenol hydroxylase	COG0661R	K03688	-1.90	1.87E-02		
<i>csal0845</i>	pyrroloquinoline quinone biosynthesis protein PqqB	COG1235R	K06136	-2.05	5.69E-03		
<i>csal0848</i>	pyrroloquinoline quinone biosynthesis protein PqqE	COG0535R	K06139	-3.11	7.47E-06		
<i>csal0912</i>	putative ubiquinone biosynthesis protein	COG2941H	K06134	-2.40	6.69E-04		
<i>csal1826</i>	response regulator receiver domain-containing protein RegA	COG4567TK	K15012	-2.04	5.96E-03		
<i>csal3252</i>	4-hydroxybenzoate octaprenyltransferase	COG0382H	K03179			-1.86	3.72E-02

Supplementary Material

Sodium homeostasis

<i>csal0028</i>	Na ⁺ /solute symporter	COG0591ER	2.11	4.64E-02		
<i>csal0255</i>	SSS family solute/sodium (Na ⁺) symporter	COG0591ER			-2.70	3.25E-04
<i>csal0400</i>	Na ⁺ :neurotransmitter symporter	COG0733R	2.16	3.31E-03		
<i>csal0898</i>	Na ⁺ /H ⁺ antiporter subunit	COG1320P			-2.75	1.45E-04
<i>csal0899</i>	multiple resistance and pH regulation protein F	COG2212P			-3.05	8.29E-03
<i>csal0900</i>	cation antiporter	COG1863P			-3.15	6.07E-05
<i>csal0901</i>	putative monovalent cation/H ⁺ antiporter subunit D	COG0651CP			-3.04	2.70E-05
<i>csal0902</i>	putative monovalent cation/H ⁺ antiporter subunit C	COG1006P			-3.03	6.29E-04
<i>csal0903</i>	putative monovalent cation/H ⁺ antiporter subunit A	COG1009CP			-4.61	2.29E-09
<i>csal1095</i>	Na ⁺ /H ⁺ exchanger	COG4651P			-3.51	7.53E-03
<i>csal1184</i>	Na ⁺ /H ⁺ antiporter NhaC	COG1757C	1.95	2.51E-02		
<i>csal1490</i>	Na ⁺ :neurotransmitter symporter	COG0733R	-1.71	4.96E-02		
<i>csal2318</i>	Na ⁺ /H ⁺ exchanger	COG0025P	1.79	4.72E-02		
<i>csal2891</i>	bile acid:sodium symporter	COG0385R	1.97	1.13E-02		
<i>csal3210</i>	Na ⁺ /H ⁺ antiporter NhaC	COG1757C	2.64	2.25E-03		
<i>csal3274</i>	Na ⁺ :neurotransmitter symporter	COG0733R	3.37	2.72E-06		

Table S10. Differentially expressed genes related to chemotaxis and motility

Annotation n° and gene name	NCBI ANNOTATION	COG NUMBER	KO ORTHOLOGY NUMBER	fold-change<br>2.5 M NaCl 37°C/<br>0.6 M NaCl 37°C	p-value	fold-change<br>2.5 M NaCl 45°C/<br>2.5 M NaCl 37°C	p-value
<i>Regulation</i>							
<i>csl1980</i>	anti-sigma-28 factor FlgM	COG2747KNU	K02398			2.14	5.47E-03
<i>csl2011</i>	sigma 28 (flagella/sporulation)	COG1191K	K02405			14.02	4.68E-25
<i>csl2027</i>	transcriptional activator FlhC	-	K02402	1.97	9.36E-03	6.44	3.76E-14
<i>csl2028</i>	putative flagellar transcriptional activator transcription regulator protein	-	K02403	1.84	2.07E-02	1.90	2.20E-02
<i>Motor/switch</i>							
<i>csl1504</i>	OmpA/MotB protein	COG1360N	K02557	-2.63	3.26E-03	5.45	9.49E-08
<i>csl1505</i>	MotA/TolQ/ExbB proton channel	COG1291N	K02556			5.18	4.41E-09
<i>csl2025</i>	OmpA/MotB protein	COG1360N	K02557	1.93	1.52E-02	11.93	2.87E-22
<i>csl2026</i>	chemotaxis MotA protein	COG1291N	K02556	2.67	1.50E-04	13.09	3.32E-24
<i>Flagellar assembly proteins</i>							
<i>Type-III secretion</i>							
<i>csl1957</i>	flagellar assembly protein FliH	COG1317NU	K02411			33.89	1.74E-30
<i>csl1958</i>	ATPase FliI/YscN	COG1157NU	K02412			12.42	1.47E-19
<i>csl1964</i>	flagellar biosynthesis protein, FliO	COG3190N	K02418			5.01	5.18E-07
<i>csl1965</i>	flagellar biosynthesis protein FliP	COG1338NU	K02419			5.93	2.35E-11
<i>csl1966</i>	flagellar biosynthetic protein FliQ	COG1987NU	K02420			2.14	1.02E-02
<i>csl1967</i>	flagellar biosynthetic protein FliR	COG1684NU	K02421	-3.31	3.12E-04	5.10	7.27E-07
<i>csl2012</i>	hypothetical protein	-	K03516			4.66	1.16E-08
<i>csl2014</i>	GTP-binding signal recognition particle SRP54, G-protein	COG1419N	K02404			6.90	8.92E-13
<i>csl2015</i>	flagellar biosynthesis protein FlhA	COG1298NU	K02400			7.90	2.25E-14
<i>csl2016</i>	flagellar biosynthetic protein FlhB	COG1377NU	K02401			13.09	2.06E-22
<i>C-ring</i>							
<i>csl1956</i>	flagellar motor switch protein FliG	COG1536N	K02410	1.84	2.45E-02	26.85	2.00E-35
<i>csl1962</i>	flagellar motor switch protein FliM	COG1868N	K02416			6.54	2.19E-12
<i>csl1963</i>	flagellar motor switch FliN	COG1886NU	K02417			6.15	5.00E-11
<i>M, S, P and L rings</i>							
<i>csl1955</i>	flagellar M-ring protein FliF	COG1766NU	K02409			14.27	9.32E-19
<i>csl1971</i>	flagellar basal body P-ring protein	COG1706N	K02394			16.60	1.27E-27
<i>csl1972</i>	flagellar L-ring protein	COG2063N	K02393			22.51	1.39E-30
<i>csl1979</i>	flageller protein FlgA	COG1261NO	K02386			26.91	2.58E-35
<i>Rod, hook and filament</i>							
<i>csl0506</i>	flagellar hook-associated 2-like protein	COG1345N		4.52	2.32E-09		
<i>csl1954</i>	flagellar hook-basal body complex protein (FliE)	COG1677NU	K02408	-2.11	5.57E-03	2.99	3.92E-05
<i>csl1960</i>	flagellar hook-length control protein	COG3144N	K02414	2.17	4.04E-03	8.70	2.15E-17
<i>csl1961</i>	flagellar basal body-associated protein FliL	COG1580N	K02415	3.12	1.68E-05	10.44	4.68E-20
<i>csl1968</i>	flagellar hook-associated protein FlgL	COG1344N	K02397			5.10	4.63E-11
<i>csl1969</i>	flagellar hook-associated protein	COG1256N	K02396			8.51	5.77E-18
<i>csl1970</i>	mannosyl-glycoprotein endo-beta-N-acetylglucosamidase	COG1705NU	K02395			16.19	1.77E-23
<i>csl1973</i>	flagellar basal-body rod FlgG	COG4786N	K02392			21.86	7.01E-32
<i>csl1974</i>	flagellar basal-body rod FlgF	COG4787N	K02391			26.47	2.54E-05
<i>csl1975</i>	flagellar basal body FlhE	COG1749N	K02390	1.93	2.64E-02	22.57	3.05E-27
<i>csl1976</i>	flagellar basal body rod modification protein	COG1843N	K02389	1.99	9.85E-03	27.84	1.42E-36
<i>csl1977</i>	flagellar basal-body rod protein FlgC	COG1558N	K02388			13.16	4.21E-21

Supplementary Material

<i>csal1978</i>	flagellar basal-body rod protein FlgB	COG1815N	K02387			12.59	2.75E-14
<i>csal1985</i>	flagellin-like protein	COG1344N	K02406	5.13	4.05E-11	10.39	1.99E-21
<i>csal1993</i>	flagellar protein FlaG protein	COG1334N	K06603			2.42	1.39E-03
<i>csal2033</i>	flagellar hook-associated 2-like protein	COG1345N	K02407			5.74	2.24E-12
<i>Chaperones</i>							
<i>csal1959</i>	flagellar export FliJ	COG2882NUO	K02413	2.55	1.14E-03	16.25	4.68E-25
<i>csal1981</i>	FlgN protein	COG3418NUO	K02399			2.59	4.41E-04
<i>csal2031</i>	hypothetical protein	-	K02423	-6.40	1.29E-13	4.04	2.61E-08
<i>csal2032</i>	flagellar protein FliS	COG1516NUO	K02422			4.72	1.67E-08

Table S11. Differentially expressed genes related to iron homeostasis

Annotation<br>n° and gene<br>name	NCBI ANNOTATION	COG NUMBER	KO<br>ORTHOLOGY<br>NUMBER	fold-change<br>2.5 M NaCl 37°C/<br>0.6 M NaCl 37°C	p-value	fold-change<br>2.5 M NaCl 45°C/<br>2.5 M NaCl 37°C	p-value
<i>Iron transport and metabolism</i>							
<i>csal0549</i>	ferric iron ABC transporter, iron-binding protein	COG1840P	K02012	2.72	6.28E-05		
<i>csal1040</i>	FIG00546271: hypothetical protein	COG4759O		2.98	4.68E-06		
<i>csal1041</i>	ABC-type Fe3+-siderophore transport system, permease 2 component	COG0609P	K02015	6.48	1.99E-04		
<i>csal1042</i>	iron(III) dicitrate transport system permease protein FecD (TC 3.A.1.14.1)	COG0609P	K02015	4.71	8.39E-08		
<i>csal1043</i>	periplasmic binding protein	COG0614P	K02016	12.36	1.09E-23		
<i>csal1044</i>	TonB-dependent receptor	COG1629P	K02014	14.14	8.35E-26		
<i>csal1045</i>	ferric hydroxamate outer membrane receptor FhuA	COG4773P	K02014	1.70	4.81E-02		
<i>csal1056</i>	aerobactin siderophore receptor IutA	COG1629P	K02014	7.46	6.44E-05		
<i>csal1502</i>	TonB-dependent receptor	COG4206H	K16092	2.46	4.99E-02		
<i>csal2539</i>	TonB-dependent siderophore receptor	COG4773P	K16088	2.80	7.12E-05	-2.30	2.50E-03
<i>csal2549</i>	ABC transporter (iron.B12.siderophore.hemin) , ATP-binding component	COG1120PH		-3.15	3.85E-06	-1.78	4.17E-02
<i>csal2678</i>	TonB-dependent receptor; Enterobactin receptor IrgA	COG4771P	K16089	-1.79	2.70E-02		
<i>csal2699</i>	iron(III) dicitrate transport system, periplasmic iron-binding protein FecB (TC 3.A.1.14.1)	COG0614P	K02016			2.04	8.43E-03
<i>csal2700</i>	ABC-type Fe3+-siderophore transport system, permease component	COG0609P	K02015			2.71	2.40E-04
<i>csal2701</i>	ABC-type Fe3+-siderophore transport system, permease 2 component	COG4779P	K02015			3.35	2.07E-05
<i>csal2702</i>	ABC-type Fe3+-siderophore transport system, ATPase component	COG1120PH	K02013	-2.26	1.98E-02	2.92	2.51E-03
<i>csal3089</i>	periplasmic binding protein	COG0614P	K02016	-1.87	1.67E-02	-2.05	8.04E-03
<i>csal3091</i>	ABC transporter related	COG1120PH	K02013	-2.29	1.37E-03		
<i>csal3182</i>	putative OMR family iron-siderophore receptor precursor	COG4773P	K16088	5.29	1.22E-11		
<i>csal3258</i>	ferrichrome-iron receptor	COG4774P	K02014	21.81	7.74E-33	-53.25	3.66E-03
<i>csal3311</i>	ferrous iron transport periplasmic protein EfeO	COG2822P	K07224			-3.76	3.17E-07
<i>csal3312</i>	ferrous iron transport peroxidase EfeB	COG2837P	K16301			-2.53	3.40E-04
<i>Siderophore biosynthesis</i>							
<i>csal1053</i>	siderophore biosynthesis complex, short chain	COG4264Q		21.81	7.74E-33	-31.65	4.96E-38
<i>csal1054</i>	siderophore biosynthesis protein, monooxygenase	COG3486Q	K03897	18.17	7.74E-33	-28.14	3.91E-22
<i>csal1055</i>	siderophore biosynthesis L-2,4-diaminobutyrate decarboxylase	COG0076E	K13745	14.88	9.65E-29	-28.65	1.02E-36
<i>csal1595</i>	periplasmic serine proteases (ClpP class)	COG0265O	K01362	-6.44	4.18E-14		
<i>csal1628</i>	serine protease precursor MucD/AlgY	COG0616OU	K04773	-2.84	6.28E-05		
<i>csal1779</i>	isochorismatase hydrolase	COG1335Q		-4.58	1.08E-09	-2.71	1.84E-04
<i>csal2494</i>	isochorismatase hydrolase	COG1335Q		-2.87	6.44E-05		
<i>Ferrous iron binding</i>							
<i>csal2129</i>	glutaredoxin-like protein	COG0278O	K07390	2.24	1.69E-02	-11.38	1.90E-22
<i>csal3257</i>	ferric iron reductase	COG4114R	K13255	7.06	2.37E-15		
<i>csal0133</i>	short chain dehydrogenase	COG1028IQR		-3.30	2.10E-04		
<i>csal2900</i>	bacterioferritin	COG2906P	K02192	-1.94	1.05E-02		
<i>csal2953</i>	ferritin Dps	COG0783P	K04047	-5.19	1.36E-11		
<i>Iron homeostasis regulation</i>							
<i>csal1052</i>	sigma-24 (FecI-like protein)	COG1595K	K03088	11.96	5.13E-10		
<i>csal1098</i>	sigma-24 (FecI-like protein)	COG1595K	K03088	-1.78	3.82E-02		
<i>csal1449</i>	sensor protein	COG1840P	K02012	-3.30	2.13E-04

How the deposited data were processed for this re-analysis (not part of the article)

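Transcript levels of *C. salexigens* were measured by RNA-seq in 9 libraries, 3 biological replicates (A, B and C) in each of 3 conditions. The NaCl concentration was 0.6 M at low salinity and 2.5 M in the other conditions, and the growth temperature was 37°C except at high salinity plus high temperature, where it was 45°C. Condition and replicate letter of each library were taken from the sample labels and the paper, and each column of the table was matched to its library by name. The authors removed ribosomal RNA, prepared the libraries with a directional kit for the SOLiD 4 system, mapped the reads with BioScope to the annotated reference genome of the species, eliminated low quality mapped reads with Picard, and counted the reads per gene with HTSeq. The paper and the submitters' processing notes also name Cufflinks 2.02, whose output was not used here. The strand and overlap settings of HTSeq are not given in the sources used here, so values of overlapping genes, of genes on opposite strands at the same place and of genes with near-identical copies remain uncertain.

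The deposited values per library are a normalized score, made by the authors from the reads per gene with EDASeq, which corrected for gene size and library size, and left as whole numbers. Over all 3413 entries of the table, the sorted values of all 9 libraries are identical, from 7 to 277128 with a sum of 17501574, so a value places a gene among others of its library on a fixed scale. Whether that place is among all genes or only among genes of similar size is not given in the sources used here. Differences in depth between libraries and true zeros are no longer in the values, and at both ends of the scale 10 genes in each library share the lowest or the highest value. The precision that the depth gives can therefore not be computed from the values; the reads per library stated in Table S2 stand with the description of the libraries. The authors also deposited fold changes, p-values and adjusted p-values from DESeq for the 2 comparisons of the paper. Of the entries, 1 names no gene and was left out of the tests; it holds 0.00141% to 0.0754% of the total of a library. The remaining 3412 comprise 3319 tags of 4 digits and 93 tags with the letter R. No column of values per library was left out. Gene names and products come from the paper's text, its primer table and Tables S6 to S11, because the deposited table holds locus tags only and no genome annotation was used here. Values in these tables were seen before the genes to be named were chosen.

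Because the values are normalized, they were tested on the log2(value + 1) scale with limma 3.58.1 (with an intensity trend) in R 4.3.3. The design fixed before the data were examined named this test for normalized values and a count model only if the table held counts. A pseudocount of 1 was added, and the filter on a mean value over 1 removed 0 genes. All 9 libraries were fitted together, with 6 residual degrees of freedom and 3.85 prior degrees of freedom. High salinity was compared with low salinity, high temperature with 37°C at high salinity, and high salinity plus high temperature with low salinity at 37°C. A gene was called at a fold change over 1.70 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds the paper states, with two-sided tests. The genes named are, for the comparisons of salinity and of temperature, the 10 with the largest change in each direction among called genes whose libraries did not overlap, the genes the paper names in its results text, and members of each list. Of 30 lists, the 15 that rest on locus tags were tested. The ranges set for the lists of the NADH dehydrogenase I, the sodium-pumping NADH:quinone oxidoreductase and the ATP synthase were to be restricted by product name. Without product names they were narrowed to *csal3121* to *csal3132*, *csal1569* and *csal1570*, and *csal3283* to *csal3289*, and the flagellar and betaine lists were run on their locus tags alone. The other 15 lists need product names for all genes and were not run. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists within each comparison. A median of 8 list tests still passed at the preset correlation when the 9 libraries were regrouped across conditions. A pass there does not by itself set the real grouping apart. The paper's own tables, whose genes the study chose from these libraries, hold all members of 9 lists, 2 of 5 for ectoine synthesis, 7 of 12 for the NADH dehydrogenase I, 6 of 7 for the ATP synthase and 40 of 41 for the flagellar genes, so the direction of these members is not independent evidence. They hold none of the lists of the cytochrome bo oxidase and the cyclopropane fatty acid synthases. The study did, however, pick both cyclopropane fatty acid synthase genes for semi-qRT-PCR as genes that differed in these libraries.

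The test was first tested on simulated data, with 100 genes changed 2-fold, 100 changed 4-fold and 3212 unchanged. For salinity, it called 53% of the 2-fold and 96% of the 4-fold changes and 7 unchanged genes. For temperature, these were 58%, 99% and 7 genes. For the comparison across both, they were 65%, 100% and 11 genes. Alternatives tried were median-ratio scaling, upper-quartile scaling, full-quantile normalization of the log2 values, limma without the trend, a filter requiring the value 10 in 3 libraries, pseudocounts of 0.1 and 10, no fold threshold and a fold threshold of 2, fitting only the 6 libraries of a comparison, the replicate letter as a block, and leaving out each of the 9 libraries in turn. The authors' deposited p-values were added as an alternative after the values were seen. Whether the replicate letters pair the libraries was checked by correlating the deviations of libraries with the same letter from their group means. Between low salinity and high salinity plus high temperature, the correlations of the 3 pairs were 0.12 to 0.22, all over 0.1, so the letters were taken to pair the libraries in the comparison across both. This pairing comes from the values, since no source used here says that a letter marks a shared batch or day. Measurements other than RNA-seq were not analysed here.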

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

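The search for runs of neighbouring tags, the tally of tags with the letter R and all tests of *csal1357* to *csal1400* were chosen after the values had been seen. Runs of at least 6 consecutive tags called in the same direction numbered 14 between the salinities and 16 between the temperatures. With calls shuffled over the tags 1000 times, at most 3 and 1 such runs arose. The shuffle treats the tags as independent, whereas genes of the same operon are transcribed together. More runs than in the shuffle were therefore bound to arise, and the shuffle decides nothing about any single run. Apart from *csal1393* and *csal1394*, which lie between *csal1357* and *csal1400* and which the paper lists as not detected at low salinity, the genes given here by tag are not discussed in the paper's text or Tables S6 to S11. The paper gives *csal1394* as a potential phage protein and *csal1393* as a hypothetical protein, and the sources used here do not pair the other tags with names. Consecutive tag numbers are taken as neighbours, since no genome was used. At high salinity, *csal0672* to *csal0679* were higher, with a median log2 fold change of 1.40. *csal0827* to *csal0832* were higher, with a median of 1.32. *csal1193* to *csal1198* were higher, with a median of 1.55. *csal2361* to *csal2366* were higher by 2.22 and *csal2901* to *csal2909* by 2.14. *csal1636* to *csal1642* and *csal2216* to *csal2221* were lower at high salinity, with medians of -1.62 and -1.96.

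At 45°C, *csal0636* to *csal0643* were higher, with a median log2 fold change of 1.94. The 13 genes *csal1653* to *csal1665* were lower, with a median of -3.63. *csal2973* to *csal2979* and *csal1174* to *csal1179* were lower, with medians of -2.84 and -2.14. *csal0227* to *csal0233* were lower, with a median of -1.52. *csal2260* to *csal2266*, *csal2596* to *csal2606* and *csal2078* to *csal2084* were lower by smaller amounts, with medians of -1.13, -0.96 and -0.87. Of the 93 tags with the letter R, which the paper does not discuss, 25 were higher at 45°C than at 37°C and 3 were lower, with a median log2 fold change of 0.41 over the 93; 16 were higher and 4 lower without high salinity replicate C, and 20 and 7 without high salinity plus high temperature replicate B.

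*csal1357* to *csal1364* and *csal1383* to *csal1388* were higher at 45°C, with median log2 fold changes of 3.29 and 3.17. Over all 44 genes from *csal1357* to *csal1400*, 29 were higher and 1 was lower (none without high salinity replicate C), with a median of 2.78, and their median value went from 43.3 at 37°C and the same salinity to 328 at 45°C. The lowest median without 1 library at 45°C, 2.56, argues against a single culture. The median over the genes of the lowest value at 45°C, 238, and the 100% of called genes still called with a pseudocount of 10 were taken where the genes had been found to be high, so they decide nothing about the floor of 7 or a shift of low values, which stay open. The paper reports a different biomass at sampling for each condition, so biomass and temperature move together in the median of 2.78 and cannot be told apart, and a response to either stays open.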

How the results depend on the processing

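All settings here were set before the data were examined, except the authors' deposited p-values, which called 554 and 543 genes between the salinities and 307 and 377 between the temperatures. The counts stayed within 1.5 times their reported values in all 11 settings and without each of the 9 libraries, with the lowest or highest values under the other fold thresholds. They ranged from 452 to 767 over the settings and 548 to 643 without 1 library for the 626 genes higher at high salinity, from 471 to 746 and 529 to 608 for the 588 higher at low salinity, from 281 to 518 for the 401 higher at 45°C, from 324 to 544 and 379 to 426 for the 437 lower at 45°C, from 1300 to 1948 and 1517 to 1634 for the 1618 that differed between high salinity plus high temperature and low salinity, and from 75 to 159 and 93 to 117 for the 107 raised by salinity and lowered by temperature. Of the 30 list tests, 14 passed, against 12 to 14 in the settings and without 1 library, and with an estimated correlation 2 passed. The lowest correlation between replicates, 0.869 on the deposited values, was 0.961 on the log2 scale and 0.958 as Spearman's rho, and 0.869 to 0.884 without 1 library. For the named genes, 4513 of 4574 values over the settings kept direction and call, 45 no longer passed (33 of them under the fold threshold of 2) and 16 newly passed; without 1 library these were 3622 of 3744, 88 and 34. None of these values and no list test was called in the opposite direction. Of all called genes, 884 of 1214 for salinity (72.8%) and 575 of 838 for temperature (68.6%) were called without each library in turn. The cause was not tested, and a fit without 1 library rests on fewer libraries. DESeq2 and limma-voom, listed for counts, were not run because the values are not counts, and the setting with no filter is void because the filter removed 0 genes; the stricter filter removed 1. Since the values keep no depth, how far counting error limits genes with low values could not be computed.

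The letters A, B and C were not taken to pair the libraries within the comparisons of salinity and of temperature. The deviations of libraries with the same letter from their group means correlated between -0.10 and 0.07 in the first and between -0.17 and 0.18 in the second, and 6 of the 9 libraries correlated best with one of their own letter, a hint from the data and not from the design. With the replicate letter as a block, 627 and 585 genes were called between the salinities and 395 and 444 between the temperatures, 118 genes were raised by salinity and lowered by temperature, and 13 list tests passed; the list for betaine synthesis had an adjusted p of 0.056 for temperature with the block. Of the named genes, *csal0100* was not called at 45°C with the block (0.94, adjusted p = 0.062) and *csal1976* was called between the salinities (0.87, adjusted p = 0.0460). In the comparison across both, where the letters pair the libraries, the block gave 1620 genes against 1618, of which 1594 were called in both fits, and it changed the call of no gene whose value is given for that comparison.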

Differences from the paper's values

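The paper's tables give fold changes, which were compared here on the log2 scale. Of 167 values for salinity, 4 differed from the values here by more than the spread between replicates, and of 116 for temperature, 9 did. Between the salinities, the log2 fold change of *csal1053* was 4.45 in the paper and 3.92 here. It was within the spread without low salinity replicate B (4.06), low salinity replicate C (4.03) or high salinity replicate A (4.01), and outside it in every other alternative set before the data were examined. The values were -2.69 in the paper and -1.52 here for *csal1595*, and -1.51 in the paper and -2.68 here for *csal1628*. For *csal0179* the value was 1.0841 in the paper and 1.0839 here for salinity, and -1.10 in the paper and -1.08 here for temperature; the replicates have identical values, so the spread is 0 and any difference exceeds it. Between the temperatures, the values were -3.51 in the paper and 0.41 here for *csal2129*, which stands in both Table S7 and Table S11, -1.52 in the paper and 0.043 here for *csal0844*, 0.84 in the paper and 0.21 here for *csal1560* and 1.28 in the paper and 0.87 here for *csal1609*. They were -1.34 in the paper and -0.41 here for *csal2972*, -2.06 in the paper and -0.32 here for *csal2376* and 4.49 in the paper and 4.76 here for *csal1972*. Apart from *csal1053*, each of these values also differed in every alternative set before the data were examined. In the authors' deposited table, the fold change and adjusted p that the paper prints for *csal1053* are those of *csal3258*, and those printed for *csal1595* and *csal1628* are those of the other of this pair. Those printed for *csal2129*, *csal0844*, *csal1560*, *csal1609*, *csal2376* and *csal1972* are those of *csal3257*, *csal0896*, *csal1609*, *csal1846*, *csal3007* and *csal1979*, and those for *csal2972* occur for both *csal3249* and *csal3312*.

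At the thresholds the paper states, 626 and 588 genes were called here between the salinities, against 542 and 539 in the paper, and 401 and 437 between the temperatures, against 287 and 375. The authors' deposited p-values gave 542, 539, 287 and 375 when only tags with no letter R were counted, a setting chosen after the values had been seen; over all tags they gave 554, 543, 307 and 377, of which the restriction leaves out 16 for salinity and 22 for temperature. Of the authors' calls over all tags, 1081 of 1097 for salinity and 677 of 684 for temperature were called here in the same direction, and 0 in the opposite one.

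Of 102 increases and decreases that the paper's text states for genes between the salinities, each counted once, 90 were matched by a call here, and of 42 between the temperatures, 38. None was called in the opposite direction, and none of the others is called in the authors' deposited table either. In that table *csal3132* and *csal1045* lie just under the fold threshold for salinity, with fold changes of 1.6998 and 1.6984 and adjusted p of 0.0468 and 0.0481; the paper's Tables S9 and S11 print both fold changes as 1.70. The statement that ATP synthase genes rose at 45°C was counted for *csal3283* and *csal3285* alone, whose fold changes match its range. That choice was made after the values were seen, and the 5 other genes of that list did not pass. Statements on flagellar genes name no tags and were left out of these counts. Of the 41 flagellar genes tested here, 9 were higher at high salinity and 4 were lower. The paper states that *teaB* and *teaC* were induced by salinity together with *teaA*, which rose here with 2.56 (adjusted p = 4.1e-05), while *csal3138* had 0.22 (adjusted p = 0.49) and *csal3139* had -0.01 (adjusted p = 0.97). It states that the betaine aldehyde dehydrogenase genes were induced at high salinity, where *csal1515* had -0.52 (adjusted p = 0.034) and *csal1706* had 0.50 (adjusted p = 0.26). With no fold threshold *csal1515* was called as lower at high salinity. Both were higher here at 45°C, with 0.97 (adjusted p = 0.0025) and 2.01 (adjusted p = 0.0021). Of the NADH dehydrogenase genes stated to be induced by salinity, *csal3129* had -0.05 (adjusted p = 0.86) and *csal3131* had 0.43 (adjusted p = 0.097). With no fold threshold, *csal3124* (0.75, adjusted p = 0.018), *csal3125* (0.69, adjusted p = 0.0030), *csal3130* (0.75, adjusted p = 0.0045) and *csal3132* (0.74, adjusted p = 0.021) were called. *csal3124* was also called without low salinity replicate B (0.94), *csal3130* without low salinity replicate A (0.78), low salinity replicate C (0.82), high salinity replicate A (0.78) or high salinity replicate B (0.80), and *csal3132* without low salinity replicate B (0.77) or high salinity replicate C (0.96). The ATP synthase gene *csal3288*, stated to be induced by salinity, had 0.31 (adjusted p = 0.39), and the receptor gene *csal1045* was called with no fold threshold (0.73, adjusted p = 0.023) and without low salinity replicate A (0.78), high salinity replicate A (0.81) or high salinity replicate B (0.86).

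At 45°C, the paper states that *csal2376*, *csal2129* and *csal2972* were repressed, and none passed the test here. It also states that the siderophore cluster was repressed, of which *csal1056* had -0.72 (adjusted p = 0.15) and was called only without high salinity replicate C (-1.21). It names Hsp90 and *csal0100* as the only chaperones induced, where *csal3093* and *csal3094* were also called, with 0.77 (adjusted p = 0.026) and 1.17 (adjusted p = 0.017). The call of *csal3093* was lost without high salinity replicate C (0.63, adjusted p = 0.072), high salinity plus high temperature replicate A (0.73, adjusted p = 0.064), high salinity plus high temperature replicate B (0.78, adjusted p = 0.065) or high salinity plus high temperature replicate C (0.81, adjusted p = 0.0531), and with median-ratio scaling (0.76, adjusted p = 0.027), and that of *csal3094* without high salinity replicate A (1.05, adjusted p = 0.057), high salinity replicate B (1.07, adjusted p = 0.058) or high salinity plus high temperature replicate C (1.07, adjusted p = 0.056). It gives the flagellar genes the highest changes of the study. All 41 genes of the flagellar list were higher at 45°C, but the largest changes found here were -6.90 for *csal0039* between the salinities and -5.73 for *csal3258*, whose values at high salinity and 37°C are at the ceiling, and 5.57 for *csal1397* between the temperatures, against 5.07 for *csal1957*. The genes that the paper describes as not detected in some conditions have values of at least 7 in every library, the lowest value that the normalization left. Such values do not show whether these genes had reads, because true zeros are no longer in them. The paper places the correlations between replicates above a bound that 7 of the 9 pairs reach here on the deposited values, with 0.869 as the lowest; its Table S3 differs from the coefficients here by at most 0.00498.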

Other observations

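The paper's comparisons each change 1 factor. Between high salinity plus high temperature and low salinity, where both differ, 817 genes were higher and 801 were lower, 47.4% of the genes tested. The flagellar genes stood high, with log2 fold changes of 5.82 (adjusted p = 7.6e-07) for *csal1976*, 5.66 (adjusted p = 1.8e-07) for *fliG* (*csal1956*) and 5.15 (adjusted p = 6.8e-07) for *motA* (*csal2026*). The TonB-dependent receptor gene *csal1044* was also higher, with 4.03 (adjusted p = 6.3e-07). Among the genes lower were the methionine sulfoxide reductase gene *csal2656* with -4.35 (adjusted p = 7.6e-07), the isochorismatase gene *csal1779* with -3.64 (adjusted p = 9.8e-06), and *csal3094*, annotated as the chaperone DnaK and at the highest possible value in 2 of the 3 libraries at low salinity, with -2.80 (adjusted p = 5.0e-05). The photolyase gene *csal0465*, whose product repairs light-damaged DNA, and *csal0896*, listed as photolyase-like, were lower in all 3 comparisons. Both were singled out here after their values were seen. *csal0465* went from 16776 ± 4444 at low salinity to 5724 ± 538 at high salinity and 1916 ± 384 at high temperature (SD, n = 3), with log2 fold changes of -1.52 (adjusted p = 5.9e-04) and -1.59 (adjusted p = 6.4e-04), and *csal0896* had -1.58 (adjusted p = 9.2e-04) and -1.55 (adjusted p = 0.0015). Also chosen after its values were seen, the flagellin-like gene *csal1985* had 81906 in all 3 libraries at 45°C, a log2 fold change of 3.73 (adjusted p = 2.8e-04) against 37°C.

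Of the 22 genes of iron transport and metabolism in Table S11, 11 were higher at high salinity and 5 were lower, and at 45°C 5 were higher and 5 were lower. Without high salinity replicate C, 6 were higher and 10 were lower at 45°C, and without low salinity replicate C, 3 were lower at high salinity. Of the 7 genes of porphyrin and heme metabolism in Table S9, 3 were higher at high salinity, 3 were lower and 1 did not pass the test, and of the 24 genes of DNA repair in Table S7, 4 were higher and 4 were lower at 45°C. The study chose these genes from these libraries. The 93 tags with the letter R had 15 genes higher and 6 lower between the salinities, and 38 higher and 10 lower in the comparison across both. Those lower numbered 3 between the salinities without low salinity replicate A or high salinity replicate B, and in the comparison across both 5 without low salinity replicate A and 6 without high salinity plus high temperature replicate C.

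The 6 libraries of a comparison can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. Taking the larger direction of each division, 1 of 10, which is the real one, gave a count as large as the real one in each of the tests of the 626 and 588 genes for salinity, the 401 and 437 for temperature and the 1618 in the comparison across both, and the highest count of the others was 0. In the comparison across both, where the letters pair the libraries, this holds for the other 3 of the 4 divisions that part all 3 pairs. For the list tests, 4 of 100 regroupings of the 9 libraries, the real one included, gave at least the 14 lists found, the highest of the others was 14, and their median was 8. Lists thus often passed at the preset correlation when conditions were mixed, and such a pass does not by itself set the real grouping apart. Moreover, 13 of the 15 lists hold genes that the study put in its tables from the real grouping. It also picked *cfa1* and *cfa2*, the members of another list, as genes that differed in these libraries. The regroupings of the lists therefore do not decide whether chance can be excluded.

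The 107 genes raised by salinity and lowered by temperature compare with 80.2 for independent lists, a ratio of 1.33. Of the other combinations, 53 genes were raised in both (73.6 for independent lists), 75 were lowered by salinity and raised by temperature (69.1) and 77 were lowered in both (75.3). Libraries simulated with no change between conditions gave 0.02 genes (0 to 1) raised by salinity and lowered by temperature. Almost no gene is called without a change, so this count was bound to be small and decides nothing about the shared libraries. The shared libraries alone make the covariance of the log2 fold changes across genes negative, with a simulated mean of -0.0430 (-0.0485 to -0.0381). The observed -0.0864 lies below that range, with a difference from the mean of -0.0434. The simulation drew each gene on its own, whereas real deviations of a library can be shared by many genes, which would widen the range. The covariance therefore does not decide whether the shared libraries are the whole source. The correlation of -0.0805 was closer to 0 than the simulated -0.501 (-0.535 to -0.461). That difference does not measure a shared part, since real changes in either comparison enlarge its denominator. Without 1 library of that condition the ratio was at least 1.37, which argues against a single library. As many genes arose in 3 of 100 regroupings of the 9 libraries, the real one included, but in 97 of the 99 others no gene was called in at least 1 of the lists, which fixes the overlap at 0, and the remaining counts, 448 and 404, came from a regrouping that exchanges the places of the 3 conditions and from one that keeps the low salinity libraries together, which points to the structure of the samples, so the regroupings do not decide whether chance can be excluded. That temperature lowers genes raised by salinity is a hypothesis that stays open, since part or all of the excess may come from the shared libraries.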
